# Abrogation of aberrant glycolytic interactions eliminates senescent cells and alleviates aging-related dysfunctions

**DOI:** 10.1038/s41392-025-02502-6

**Published:** 2025-12-15

**Authors:** Takumi Mikawa, Masahiro Kameda, Sumiko Ikari, Eri Shibata, Shuyu Liu, Sawa Miyagawa, Koh Ono, Tomiko Ito, Akihiko Yoshizawa, Masataka Sugimoto, Shuichi Shibuya, Takahiko Shimizu, Julio Almunia, Noboru Ogiso, Gwladys Revêchon, Alberta Palazzo, David Bernard, Hiroaki Kanda, Tomoyoshi Soga, Keiyo Takubo, Shin Morioka, Junko Sasaki, Takehiko Sasaki, Akihiro Itamoto, Takayuki Fujii, Hiroshi Seno, Nobuya Inagaki, Hiroshi Kondoh

**Keywords:** Senescence, Translational research

## Abstract

Cellular senescence is deeply involved in physiological homeostasis, development, tissue repair, aging, and diseases. Senescent cells (SnCs) accumulate in aged tissues and exert deleterious effects by secreting proinflammatory molecules that contribute to chronic inflammation and aging-related diseases. We revealed that an aberrant interaction between glycolytic PGAM1 and Chk1 kinase is augmented in SnCs associated with increased glycolysis, whose byproduct, lactate, promotes this binding in a noncell autonomous manner. The pseudo-Warburg effect of SnCs with enhanced PPP (pentose phosphate pathway) activity is maintained by HIF-2α phosphorylation by Chk1 and subsequent upregulation of glycolytic enzymes, creating a vicious cycle reprogramming the glycolytic pathway in SnCs. HIF-2α also activates FoxM1 expression, which transcriptionally suppresses proapoptotic profiles, including BIM, and upregulates DNA repair machineries in SnCs. FoxM1 thus supports the genomic integrity and survival capacity of SnCs during their glycolytic changes. Chemical abrogation of PGAM1-Chk1 binding reverts these phenotypes and eliminates SnCs through senolysis. Inhibition of the PGAM1-Chk1 interaction improves physiological parameters during aging and inhibits lung fibrosis in mouse models. Our study highlights a novel pathway contributing to the metabolic reprogramming of SnCs and how the use of a new senolytic molecule that targets the PGAM-Chk1 interaction creates a specific vulnerability of those cells to potentially fight age-related diseases.

## Introduction

During their life course, normal tissues are frequently exposed to diverse stresses, the damaging effects of which cannot be neglected. The ability of resilience to maintain physiological homeostasis comprises adaptative reactions, repair, apoptosis, or defensive responses, which allow tissues and cells to adapt to various stimuli and recover from damage or injury. A sufficient capacity for resilience restores cellular and tissue function, while gradual declines or age-related alterations in resilience are concomitant with or followed by tissue and organismal aging.^1^ Senescent cells (SnCs) suffer irreversible cell cycle arrest with functional decline or changes caused by senescence-inducing stresses (DNA damage, oncogenic insults, e.g., activation of oncogenic Ras signaling, telomeric erosion, etc.).^2^ SnCs are implicated both in health and disease. These cells can exert beneficial functions in vivo, comprising a protective barrier against tumorigenesis, and serve physiological functions, including tissue repair^3^ and promoting tissue remodeling during development.^4^ However, the accumulation of SnCs can elicit deleterious effects via the secretion of proinflammatory factors,^5^ as inflammatory signals are hyperactivated due to DNA damage, oxidative stress, or other hallmarks of senescence.^6^ This persistent secretome, named the senescence-associated secretory phenotype (SASP), induces chronic sterile inflammation in tissues. Thus, chronic inflammation provoked by the accumulation of SnCs impairs resilience ability and tissue functions in aged organisms, which in turn can expedite the progression of aging-related diseases.^7^

Metabolic flexibility is one of the resilience properties and is well known to occur under several stresses. For example, to meet energy demand, physical exercise increases lipid oxidation and glucose uptake,^8^ whereas long-term fasting provokes diverse catabolic reactions after glycogen storage is depleted.^9^ Thus, glycolysis, a catalytic reaction of glucose to generate energy sources and macromolecules, maintains the physiological energy supply and is strongly modulated as adaptive responses. For example, the hypoxic response involves a metabolic shift toward enhanced glycolysis, which is regulated transcriptionally and posttranscriptionally. Locally enhanced glycolysis, known as the Warburg effect, was first reported in many cancers.^10^ However, the globally concerted shift to glycolysis in vivo is less likely to occur as a physiological resilience response, as such a reaction in the whole body causes prompt depletion of glucose and severe lactic acidosis.^11^ Interestingly, aged *Drosophila*^12^ and mice^13^ display mildly increased glycolysis in vivo. Compared with their nonsenescent counterparts, human primary SnCs also exhibit enhanced glycolysis in vitro,^14^ which partly constitutes in vivo glycolytic features in aged organisms. The increase in glycolysis in SnCs could be explained by their metabolic adaptation to meet their high energy demands or by dysregulated metabolism, including mitochondrial activity.^15,16^ However, a mechanistic understanding of its ability to maintain such a glycolytic shift during senescence and how glycolytic maladaptation is coupled with aberrant survival of SnCs is still lacking.

Senotherapy, which involves the clearance of SnCs (senolysis) or the suppression of the SASP (senomorphics), is an emerging approach to resolve aging-related disorders.^7^ Genetic, chemical, or immunological elimination of SnCs has beneficial effects on experimental models.^7,17^ Senolysis is associated with antiapoptotic activity,^18^ dysregulated proteostasis^7^ and epigenetic changes^19^ in SnCs. Dysregulated metabolism is also observed in SnCs^6^ and whether it can be targeted for senolysis, especially glycolysis, which is increased in SnCs, is largely unknown. Senescent cancer cells induced by anticancer therapy were previously reported to be vulnerable to glycolytic inhibition.^20^ However, careful design is needed to target glycolysis as a therapeutic approach, as glycolysis, a vital metabolic pathway, is also augmented in rapidly proliferating standard cells.^21^ Among glycolytic enzymes, phosphoglycerate mutase (PGAM) is a key factor that regulates glycolysis in a cellular context-dependent manner.^10,22^ Recently, we identified a nonenzymatic role of PGAM1 in cancers.^23^ In cancerous cells with oncogenic Ras signaling, but not in standard cells, PGAM1 interacts with Chk1 kinase, a checkpoint regulator of the cell cycle, and increases glycolysis.^23^

Here, we demonstrated that PGAM1-Chk1 binding is also augmented in SnCs, accompanied by increased glycolysis, whose inhibition accelerates the accumulation of DNA damage in these cells. We found that Nutlin 3b, an isomer of the well-known Nutlin 3a, efficiently interferes with PGAM1-Chk1 binding in cancers and SnCs, similar to Nutlin 3a, whereas Nutlin-3b was less effective (~150-fold) at inhibiting the p53-Mdm2 interaction than Nutlin 3a.^24^ Both Nutiln 3b and 3a induce apoptosis in SnCs. However, Nutlin 3b, not Nutlin 3a, can serve as a senolytic, as Nutlin 3b does not activate p53 in young cells. The accumulation of HIF-2α via the PGAM1-Chk1 interaction confers glycolytic features in SnCs, whose degradation is facilitated by the inhibition of PGAM1-Chk1 binding. Lactate, a byproduct of glycolytic metabolism, enhanced the PGAM1-Chk1 interaction in a noncell autonomous manner. We identified FOXM1 as a target of PGAM1-Chk1 interference via transcriptome analysis. In SnCs, activation of the FOXM1/HIF-2α axis by PGAM1-Chk1 binding modulates transcriptional profiles for the proapoptotic response, including BIM, in addition to the DNA repair machinery. As FOXM1 accumulates in aged tissues, chemical or genetic abrogation of PGAM1-Chk1 binding impedes the protective role of FOXM1 in SnCs, inducing the death of senescent cells and alleviating dysfunction, including lung fibrosis, in vivo, indicating its potential efficacy as senotherapy.

## Results

### Enhancement of the PGAM1-Chk1 interaction and glycolytic features in senescent cells (SnCs)

We investigated whether the PGAM1-Chk1 interaction might be involved in the oncogenic Ras-induced senescence (OIS) of human cells on the basis of our previous findings that oncogenic stimuli provoked this interaction in cancer cells.^23^ PGAM1, one of two isoforms of PGAM, is expressed predominantly in human primary fibroblasts (Supplementary Fig. 1a).^23^ For this purpose, we utilized the NanoLuc Binary Technology (NanoBiT) system to detect the PGAM1-Chk1 interaction (Fig. 1a). LgBiT-PGAM1 and Chk1-SmBiT were introduced into senescence-inducible human fibroblasts (MCR5-RasER). The growth curves and senescence of these cells are quite similar to those of the controls (Supplementary Fig. 1b). After 4-hydroxy tamoxifen treatment, several features of senescence were initiated, i.e., p16^Ink4a^ accumulation, a decrease in Lamin B1, an increase in γH2AX foci, a marker of DNA damage, and positive staining for senescence-associated beta-galactosidase (SA-β Gal) (Fig. 1b–d). Consistent with previous reports, the protein level of the tumor suppressor p53 increased immediately after oncogenic Ras induction, followed by a partial reduction at Days 8 and 16.^25^ Compared with non-SnCs, these SnCs presented enhanced glycolytic features (Fig. 1d, e).^14^ In this setting, the PGAM1-Chk1 interaction is enhanced in SnCs, as shown by the NanoBiT system (Fig. 1f). An immunoprecipitation assay also revealed increased interactions between endogenous PGAM1 and Chk1 both in OIS (Supplementary Fig. 1c) and in DNA damage-induced senescence (Supplementary Fig. 1d–f) of IMR90 cells, whereas Chk2 kinase, which is structurally unrelated yet functionally overlapping with Chk1, was not coimmunoprecipitated with PGAM1 in SnCs (Supplementary Fig. 1c) or cancerous cells.^23^ Thus, SnCs exhibit increased glycolysis along with increased binding of PGAM1-Chk1.

**Fig. 1:**
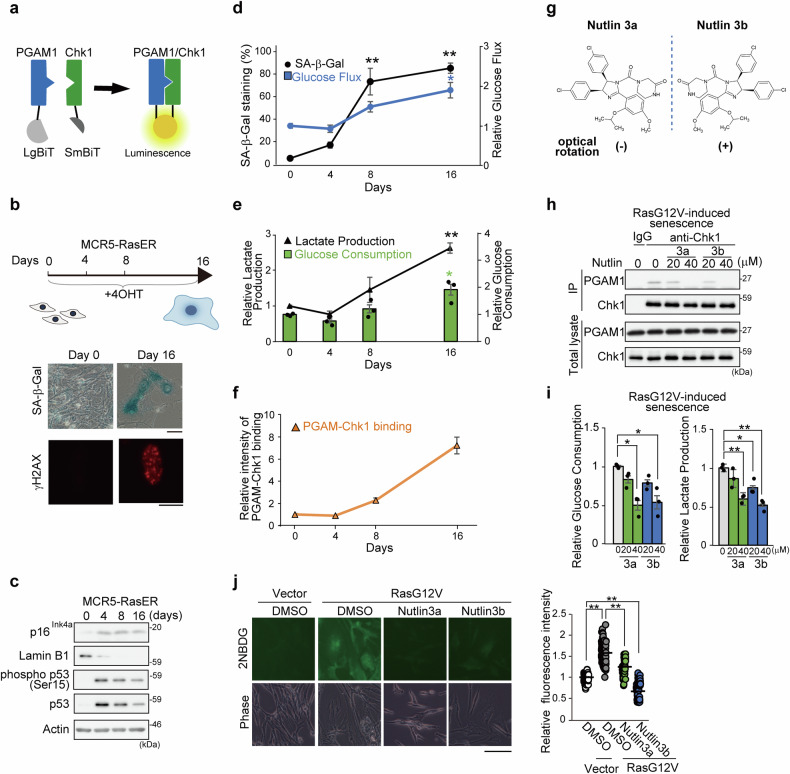
Senescent cells (SnCs) display increased interaction between PGAM1 and Chk1 and increased glycolysis. Evaluation of the PGAM1-Chk1 interaction and glycolytic activity during cellular senescence (**a**–**f**, *n* = 3, biological replicates). **a** Diagram of the NanoBiT assay used to detect PGAM1-Chk1 interactions. LgBiT-tagged PGAM1 and SmBiT-tagged Chk1 were introduced into MCR5-RasER cells. **b** MCR5-RasER cells were treated with 20 nM 4-hydroxytamoxifen (4-OHT). The cells were cultured for 16 days. SA-β GAL and γH2AX staining are shown in the upper right and lower panels, respectively. The bars indicate 100 μm and 10 μm, respectively. **c**. Senescent profiles were assessed during 4-OHT treatment. Immunoblotting for several senescence markers is shown: p16^Ink4a^, Lamin B1, p53 and phospho-p53 (Ser15) protein. **d** Evaluation of SA-β GAL staining (black) and glucose flux (blue) in MCR5-RasER cells after tamoxifen treatment. The cells were collected at the indicated time points. **e** Assessment of glycolytic activity during cellular senescence. On the indicated days, the following glycolytic parameters were assessed: lactate production (black) and glucose consumption (green bar). **f** Evaluation of the PGAM1-Chk1 interaction via the NanoBiT assay (orange) in MCR5-RasER cells after tamoxifen treatment. (**g**–**j** Effects of Nutlin 3a and 3b on the PGAM1-Chk1 interaction and glycolytic features in SnCs. Senescence was provoked in IMR90 cells by the ectopic expression of Ras G12V. **g** Diagram of the chemical structure of Nutlin isomers 3a and 3b (left and right panels, respectively). **h** Immunoprecipitation was used to detect PGAM1-Chk1 interactions in SnCs. SnCs were treated with Nutlin 3a or 3b at 20 or 40 μM for 48 h. Controls received neither compound. The data are representative of two independent experiments. **i** Glucose consumption and lactate production were measured in SnCs treated with Nutlin 3a (green) or 3b (blue) (*n* = 3 biological replicates). **j** Evaluation of 2NBDG (2-(N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl)amino)-2-deoxyglucose) uptake in SnCs after Nutlin 3a (green) or 3b (blue) treatment. 2NBDG was detected as green fluorescence (left panel). The bar indicates 100 μm. Fluorescence intensities were assessed in each cell (right panel). The data represent two independent experiments. The data represent the means ± SEMs of three biological replicates. Single (*) and double (**) asterisks indicate statistical significance at *p* < 0.05 and *p* < 0.01, respectively. Statistical analyses were performed with one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test. The part of the image was created with BIORENDER

Ablation of the PGAM1-Chk1 interaction by Nutlin 3a, initially identified as an antagonist of p53-Mdm2 binding, attenuates the Warburg effect in cancer cells.^22^ In addition to Nutlin 3a, its optical isomer Nutlin 3b also blocks the PGAM1-Chk1 interaction in human cancer cells (Fig. 1g and Supplementary Fig. 1g), whereas Nutlin 3b scarcely inhibits p53-Mdm2 binding (Supplementary Fig. 1h).^24^ Both Nutlin 3a and 3b preserve the enzymatic activity of PGAM (Supplementary Fig. 1i).^23^ However, both Nutlin 3a and 3b effectively inhibited PGAM1-Chk1 binding and glycolytic activity in stress-induced or oncogene-induced SnCs (Fig. 1h–j and Supplementary Fig. 1j–m). Thus, although SnCs suffer permanent cell cycle arrest, they exhibit pseudo-Warburg features, which are suppressed by the inhibition of the PGAM1-Chk1 interaction.

### Blockade of the PGAM1-Chk1 interaction by Nutlin 3b induced senolysis and improved physiological aging

Interestingly, 2-deoxy-D-glucose (2-DG), a glycolytic inhibitor that functions as a glucose analog, increased the number of γH2AX foci in SnCs (Supplementary Fig. 2a), which is consistent with the notion that increased glycolysis is essential for DNA integrity and repair.^26^ We observed that Nutlin 3a downregulated glycolysis in both non-SnCs and SnCs, whereas Nutlin 3b did so in SnCs but not in non-SnCs (Fig. 1i, Supplementary Fig. 1k, m and 2b). In this context, Nutlin 3a upregulated γH2AX foci and activated p53, followed by an apoptotic response in both non-SnCs and SnCs (Fig. 2a–c, and Supplementary Fig. 2c). In contrast, p53, γH2AX foci, and the apoptotic response were scarcely activated by Nutlin 3b in non-SnCs, whereas Nutlin 3b induced an apoptotic response in OIS cells (Fig. 2a–c, and Supplementary Fig. 2c) and in DNA damage-induced SnCs (Supplementary Fig. 2d, e). Thus, Nutlin 3b restored the viability of early-passaged cells, in contrast to Nutlin 3a. QVD-Oph, an apoptosis inhibitor, but not necrostatin-1, a necrosis inhibitor, restored the viability of SnCs under Nutlin 3b treatment (Supplementary Fig. 2f). These findings imply that Nutlin 3b, but not Nutlin 3a, exerts senolytic activity in vitro, comparable to that of senolytic ABT263 (an antagonist of the Bcl-2 family) (Supplementary Fig. 2g).^18^ In addition, Nutlin 3b effectively induced senolysis both in irradiation (IR)-induced and replicative SnCs of fibroblasts (Supplementary Fig. 2h–p). However, the SnCs provoked by inactivation of PGAM1 or Chk1 restored their viability under Nutlin 3b treatment (Supplementary Fig. 3a–j), suggesting that Nutlin 3b functions as a senolytic through the PGAM-Chk1 axis. As p53 inactivation restored the viability of Nutlin 3a-treated young cells but not of SnCs under Nutlin 3b treatment, Nutlin 3b induced senolysis in a p53-independent manner (Supplementary Fig. 3k–m). Interestingly, Nutlin 3a also provoked p53-independent apoptosis of SnCs, suggesting that the maintenance of the PGAM-Chk1 interaction is crucial for the survival of SnCs. Owing to the complexity and heterogeneity of SnCs in vivo,^27^ we evaluated the effects of Nutlin 3b on SnCs of different cell types. Senescent macrophages were largely vulnerable to senolytic Nutlin 3b (Supplementary Fig. 4i–l), whereas senescent vascular endothelial cells, EA.hy926 cells or HUVECs, were not (Supplementary Fig. 4a–h). These findings suggest that Nutlin-3b exerts senolytic effects in a cell context-dependent manner.

**Fig. 2:**
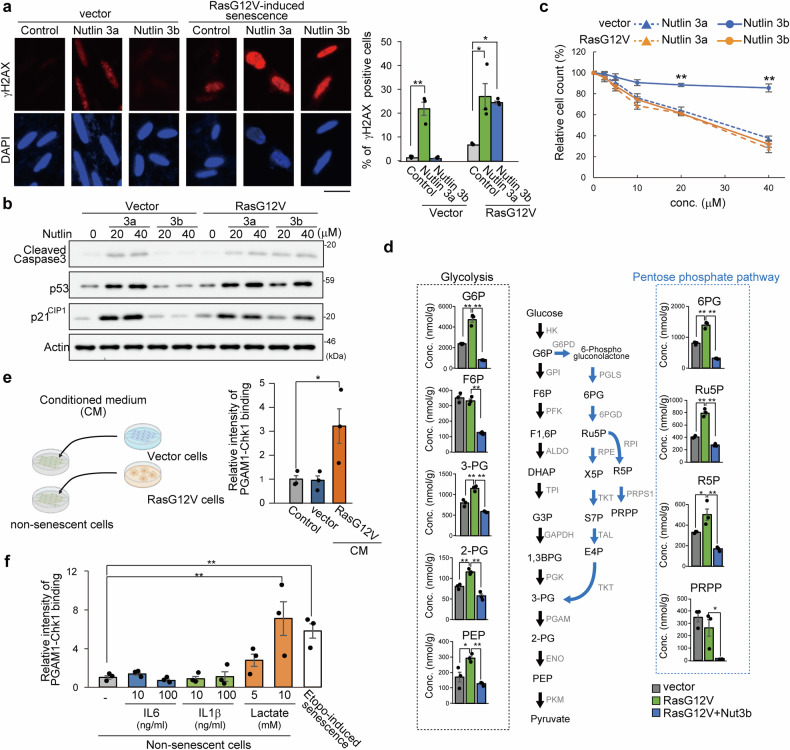
Abrogation of the PGAM1-Chk1 interaction eliminated senescent cells. **a**–**c** Senolytic effect of Nutlin 3b. Ras G12V-expressing senescent IMR90 cells were prepared. **a** γH2AX staining of control and SnCs. The indicated cells were treated with Nutlin 3a or 3b. The ratio of γH2AX foci-positive cells is shown in the right panel. **b** Cleavage of caspase 3, p53, and p21^CIP1^ in stress-induced senescent IMR90 cells treated with Nutlin 3a or 3b. The data represent two independent experiments. **c** Relative counts of senescent and control cells under Nutlin 3a or 3b treatment. The control and SnCs were treated with Nutlin 3a or 3b at different concentrations (0–40 μM) for 96 h. The blue and orange lines indicate the control and SnCs, respectively. Triangle; Nutlin 3a, Circle; Nutlin 3b. (*n* = 3, biological replicates). **d** Metabolomic analysis of control and SnCs with or without Nutlin 3b treatment. Metabolites in the glycolytic pathway are shown in black boxes, including G6P glucose-6-phosphate, F6P fructose 6-phosphate, 3-PG 3-phosphoglyceric acid, 2-PG 2-phosphoglyceric acid, and PEP phosphoenolpyruvate. Metabolites in the pentose phosphate pathway (PPP) are shown in the blue box, including 6GP 6-phospho-gluconate, Ru5P ribulose 5-phosphate, R5P ribose 5-phosphate, and PRPP phosphoribosyl diphosphate. **e** Effects of CM on the PGAM1-Chk1 interaction. Conditioned medium was collected from either control or SnCs. IMR90 cells expressing LgBiT-PGAM1 or Chk1-SmBiT were exposed to each conditioned medium. A NanoBit assay was performed to detect the interaction between PGAM and Chk1 (*n* = 3, biological replicates). This image was created with BIORENDER. **f** The impact of lactate on the PGAM1-Chk1 interaction. IMR90 cells expressing LgBiT-PGAM1 and Chk1-SmBiT were exposed to increasing amounts of IL6, IL1β, or lactate. The NanoBit signal was normalized against the protein content (*n* = 3, biological replicates). The data represent the means ± SEMs of three biological replicates. Single (*) and double (**) asterisks indicate statistical significance at *p* < 0.05 and *p* < 0.01, respectively. Statistical analyses were performed with one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test

To further evaluate the metabolic impact of Nutlin 3b in SnCs, we performed metabolomic analysis. We found that the upregulation of glycolysis-related metabolites in SnCs was reversed by Nutlin 3b treatment (Fig. 2d). The pentose phosphate pathway (PPP), a branching pathway from glycolysis, involves the production of NADPH and nucleotide pools, which are essential for DNA replication and repair.^28^ In addition to glycolytic inhibition, Nutlin 3b effectively downregulated PPP-relevant metabolites, which are precursors for purine/pyrimidine synthesis (Fig. 2d), suggesting that Nutlin 3b causes exhaustion of nucleotide pools. Together, these results are in line with a senolytic effect of Nutlin 3b that is not dependent on Mdm2-p53 but is dependent on disruption of the PGAM1/Chk1 interaction and metabolic effects.

Impaired mitochondria are one of the hallmarks of aging and senescence.^29^ Given that mitochondrial dysfunction increases glycolysis, we investigated whether impaired mitochondria play a causal role in the PGAM1-Chk1 interaction. Human primary cells were treated with inhibitors of the mitochondrial electron transport chain, rotenone or antimycin. However, the PGAM1-Chk1 interaction was not affected by mitochondrial inhibition (Supplementary Fig. 5a). To further explore the physiological relevance of enhanced glycolysis in senescence, we prepared conditioned medium from SnCs and non-SnCs and replaced the medium of primary fibroblasts with medium from early-passage cells (Fig. 2e). The PGAM1-Chk1 interaction was augmented by conditioned medium from SnCs but not by that from non-SnCs. As SnCs secrete inflammatory factors, we evaluated the effects of IL6 and IL1β, which are representative SASP factors, on the PGAM1-Chk1 interaction. The addition of IL6 or IL1β proteins to the medium at physiological concentrations, comparable to those secreted by SnCs, had no significant effect on the PGAM1-Chk1 interaction (Fig. 2f and Supplementary Fig. 5b). Further analysis of other SASP factors, including chemokines (CCL2 and CXCL12), growth factors (AREG and OPG), and glycolytic modulators (IGFBP1-6), did not reveal a positive effect on PGAM1-Chk1 binding (Supplementary Fig. 5c). On the other hand, consistent with the increase in lactate in the medium from SnCs (Fig. 1e and Supplementary Fig. 5d), lactate treatment of primary human fibroblasts increased the PGAM1-Chk1 interaction (Fig. 2f). Thus, SnCs exhibit intriguing correlations with the PGAM1-Chk1 interaction, with glycolytic upregulation leading to lactate production.

To examine the in vivo effect of Nutlin 3b, we performed a toxicity assessment. The IC50 of Nutlin 3b in vitro was expected to be 69.51 μM (Supplementary Fig. 6a). We confirmed that Nutlin 3b does not interfere with the DNA-sensing immune pathway in standard cells (Supplementary Fig. 6b). A comparison of the effects of short-term treatment with Nutlin 3a and 3b at high dosages (100 or 200 mg/kg) in young mice revealed lethal and harmful toxicity of Nutlin 3a (Supplementary Fig. 6c–g), whereas one-shot injection of Nutlin 3b at 50 or 100 mg/kg preserved body weight and blood parameters (Supplementary Fig. 6h–j). By a quantitative method to detect the in vivo pharmacokinetics of Nutlin 3b via liquid chromatography–tandem mass spectrometry (LC‒MS/MS) (Supplementary Fig. 7a, b), we estimated the in vivo half-life of plasma Nutlin 3b to be 1.1 h (Supplementary Fig. 7c). The peak concentration of Nutlin 3b in the liver was much greater than that in the plasma, while the obvious peak of Nutlin 3b was not detected in the brain (Supplementary Fig. 7d, e). The long-term toxicity assessment was performed by weekly injection of Nutlin 3b at 11.62 mg/kg for three months (Supplementary Fig. 8a). Blood tests and body weights confirmed the preserved health of the young mice (Supplementary Fig. 8b–d). There was no apparent inflammation or degeneration in the liver, kidney, lung, heart or brain in either group (Supplementary Fig. 8e–g).

Next, we evaluated the in vivo effect of Nutlin 3b in aged mice (female in Fig. 3 and male in Supplementary Fig. 9). Twenty-month-old mice were injected *i.p*. with Nutlin 3b weekly for three months (Fig. 3a). The body weights of the control and Nutlin 3b-treated groups were comparable (Fig. 3b and Supplementary Fig. 9a). As blood glucose homeostasis is closely linked to body weight and adiposity during aging, elevated glucose levels are an indicator of mortality in elderly human populations.^30^ In contrast, this is not the case in aged mice (Fig. 3c),^30^ whereas Nutlin 3b mildly ameliorated blood lactate levels (*p* = 0.08) (Fig. 3c). Thus, it is still not clear whether blood glucose levels could be effective biomarkers of aging. Strikingly, Nutlin 3b improved physiological parameters in aged mice, including muscle strength (wire-hang test), plasma albumin, and blood urea nitrogen (BUN, a renal marker), which are also known as biomarkers for frailty^31,32^ (Fig. 3b, c, and Supplementary Fig. 9a, b), one of the representative indices for biological aging in humans.

**Fig. 3:**
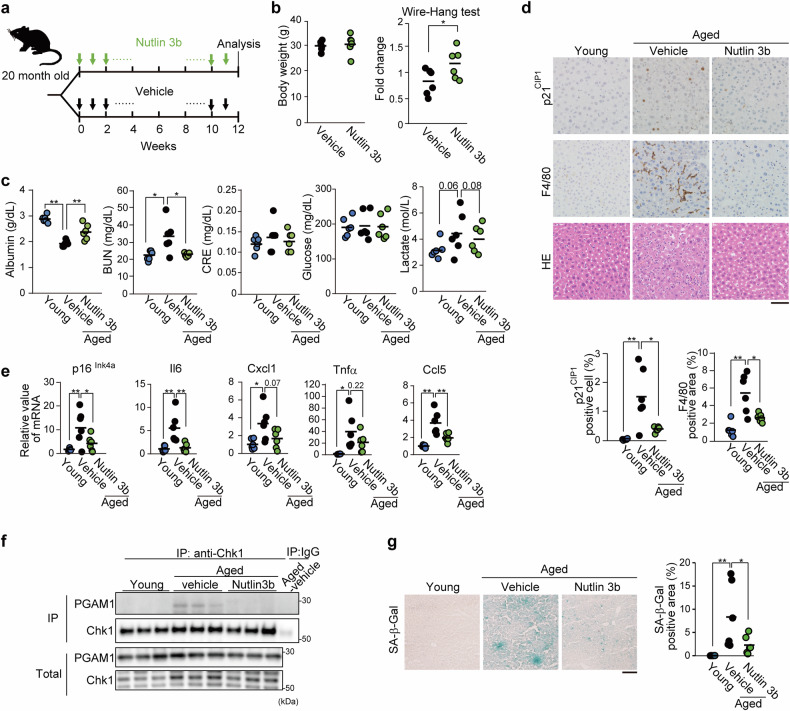
Aging-related dysfunctions in vivo were alleviated by Nutlin 3b treatment. Administration of Nutlin 3b to aged mice. Twenty-month-old female mice were treated with weekly *i.p*. injections of Nutlin 3b for three months. One week later, the physiological impact of Nutlin 3b in the mice was assessed (*n* = 6, mice). **a** Schematic diagram of the in vivo protocol for Nutlin-3b treatment. **b** Wire-hang test for the evaluation of muscle strength. **c** Blood parameters of young or aged mice with or without Nutlin-3b treatment. **d** Immunohistochemical examination of the liver for p21 ^CIP1^ and F4/80 staining. Representative images of stained samples from the indicated mice are shown (upper panels). The ratio of p21 ^CIP1^- or F4/80-positive cells was assessed (lower panel). The bar indicates 50 μm. **e** Comparison of the mRNA levels of p16^Ink4a^ and SASP factors (Il6, Cxcl1, Tnfα, and Ccl5). Liver extracts from the indicated mice were analyzed via RT‒PCR. **f** Immunoprecipitation was used to detect PGAM1-Chk1 interactions in aged livers with or without Nutlin 3b treatment and in young livers. **g** Evaluation of SA-β GAL staining in aged livers. Representative pictures (left panels) and positivity of SA-β GAL staining in the indicated samples. Each group comprised female (*n* = 3) and male (*n* = 3) mice. The data represent the means ± SEMs. Single (*) and double (**) asterisks indicate statistical significance at *p* < 0.05 and *p* < 0.01, respectively. Statistical analyses were performed via unpaired Student’s two-tailed *t* tests (**b**) or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test (**c**–**e** and **g**)

Histochemical analysis of the liver, which is responsible for albumin production and lactate clearance,^33^ revealed that p21^CIP1^-positive cell accumulation in aged Nutlin 3b-treated aged mice was significantly reduced (Fig. 3d), accompanied by reduced p16^Ink4a^ levels (Fig. 3e). Moreover, the number of F4/80-positive cells, indicating infiltration of macrophages in aged tissues, was also reduced by Nutlin 3b treatment, which was consistent with the decreases in several SASP factors (Il6, Cxcl1, Tnfα and Ccl5) (Fig. 3d, e and Supplementary Fig. 9c). We observed greater PGAM1-Chk1 interaction and positive SA-β GAL staining in aged livers than in young mouse livers, and these effects were suppressed by Nutlin 3b treatment (Fig. 3f, g). Overall, blockade of the PGAM1-Chk1 interaction with Nutlin 3b induced senolytic effects in vitro and in vivo.

### The HIF-2α protein accumulates in senescent cells but is downregulated by inhibition of the PGAM1-Chk1 interaction

To gain mechanistic insight into the metabolic and senolytic effects of Nutlin 3b, profiles of glycolytic enzymes were assessed. In Nutlin 3b-treated SnCs, the protein and mRNA levels of glycolytic enzymes were decreased (Fig. 4a and Supplementary Fig. 10a). Next, we evaluated the protein profiles of several glycolytic regulators, c-myc, E2F1, HIF-1α, and HIF-2α, in SnCs.^10,34^ Among these proteins, the level of HIF-2α protein increased prominently in SnCs, whereas the other proteins, namely, HIF-1α, E2F1, and c-myc, were rather constant or reduced during senescence (Fig. 4b). Strikingly, Nutlin 3b effectively downregulated HIF-2α protein expression in SnCs but not in the control (Fig. 4c and Supplementary Fig. 10b). The proteasomal inhibitor MG132 restored HIF-2α protein levels in Nutlin 3b-treated SnCs, but its mRNA levels were less affected (Supplementary Fig. 10c, d), suggesting the possible involvement of posttranscriptional regulation of the HIF-2α protein during Nutlin 3b treatment.

**Fig. 4:**
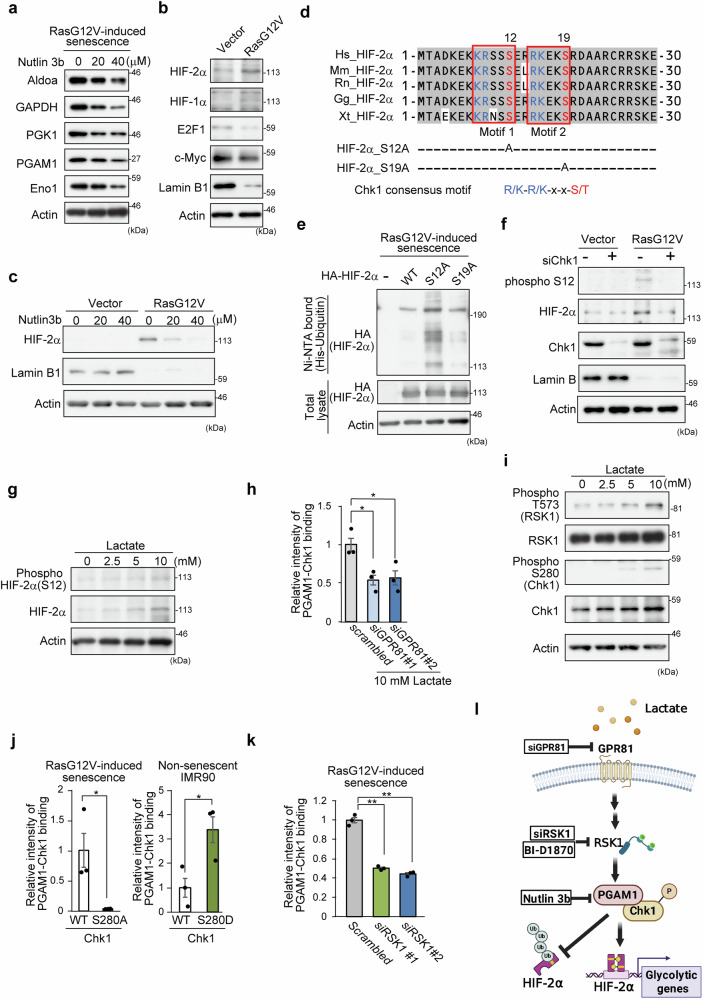
The HIF-2α protein accumulates in senescent cells and is downregulated by inhibiting the PGAM1-Chk1 interaction. **a** Protein levels of glycolytic enzymes after Nutlin 3b treatment. SnCs induced by oncogenic Ras were exposed to different concentrations of Nutlin 3b (0–40 μM). Aldo aldolase, GAPDH glyceraldehyde 3-phosphate dehydrogenase, PGK phosphoglycerate kinase, ENO enolase. **b** Transcription factors for glycolysis were evaluated in control and Ras-induced SnCs. Western blot with antibodies against HIF-2α, HIF-1α, E2F1, c-Myc and Lamin B1 in the indicated cells. **c** Effect of Nutlin 3b on the HIF-2α protein. The protein levels of HIF-2α are shown via western blotting. Senescent and control cells were treated with Nutlin 3b for 48 h. **d** Diagram of the amino-terminal sequence of HIF-2α in several organisms. Conserved amino acids are highlighted. Conserved motifs comprise the consensus sequence for phosphorylation by Chk1 (K/R-K/R-x-x-S/T), which is surrounded by a red box. Motifs 1 and 2 include Ser-12 and Ser-19, respectively. Hs *Homo sapiens*, Mm *Mus musculus*, Rn *Rattus norvegicus*, Gg *Gallus gallus*, Xt *Xenopus tropicalis*. **e** Ubiquitination assay for the HIF-2α protein. Extracts were collected from SnCs expressing His-ubiquitin and various versions of HA-HIF-2α. Purification on Ni-NTA agarose beads was followed by immunoblotting with an HA antibody. The data are representative of two independent experiments. **f** Phosphorylation status of HIF-2α at Ser12 in SnCs. Control or SnCs were transfected with Chk1 siRNA. The resulting extracts were probed with an anti-phospho-S12-HIF-2α antibody. **g** The impact of lactate on HIF-2α status. IMR90 cells were exposed to increasing amounts of lactate. Western blotting was performed. **h** NanoBit assay for assessing the PGAM1-Chk1 interaction after ablation of GPR81 (*n* = 3, biological replicates). IMR90 cells expressing LgBiT-PGAM1 and Chk1-SmBiT were transfected with the indicated siRNAs. **i** Evaluation of Chk1 and Rsk1 activation after lactate treatment by western blotting. Antibodies against phospho-Chk1-S280 and phospho-RSK1-Thr573 were applied. **j** Impact of the Chk1-S280 status on the PGAM1-Chk1 interaction. Several retroviruses bearing LgBiT-PGAM1, Chk1WT-SmBiT, or Chk1-SmBiT (S280A or S280D) mutants have been produced. The indicated retroviruses were introduced into IMR90 cells. Senescence was induced by Ras G12V expression. NanoBit assays detected interactions between PGAM1 and Chk1-WT or Chk1- S280A in SnCs (left panel) and between PGAM1 and Chk1-WT or Chk1- S280D in non-SnCs (right panel) (*n* = 3, biological replicates). **k** Effect of RSK1 knockdown on the PGAM1-Chk1 interaction in oncogene-induced SnCs. A NanoBit assay was performed to detect the interaction between PGAM1 and Chk1 (*n* = 3, biological replicates). **l** A schematic diagram of the mechanism that regulates the interaction between PGAM1 and Chk1. This image was created with BIORENDER. The data represent the means ± SEMs. Single (*) and double (**) asterisks indicate statistical significance at *p* < 0.05 and *p* < 0.01, respectively. Statistical analyses were performed via unpaired Student’s two-tailed *t* tests (**j**) or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test (**h** and **k**)

Posttranscriptional modifications, including phosphorylation, of target proteins render them susceptible to ubiquitination. Notably, the consensus sequences for phosphorylation by Chk1 (K/R-K/R-x-x-S/T) are conserved and located in the N-terminus of HIF-2α. These sequences, designated Motifs 1 and 2, involve Ser-12 and Ser-19, respectively (Fig. 4d). Ser12 of HIF-2α is reportedly phosphorylated in vitro, according to the database of global phosphoproteins (https://www.phosphosite.org). We found that the S12A mutant of HIF-2α, but not S19A, was very vulnerable to ubiquitination in SnCs (Fig. 4e and Supplementary Fig. 10e). We generated an anti-phospho antibody against Ser-12 of HIF-2α (Supplementary Fig. 10f), which detected its phosphorylation of Ser-12 in SnCs in a Chk1-dependent manner (Fig. 4f). These data suggest that the stability of the HIF-2α protein is a target of the PGAM1-Chk1 interaction during senescence.

Consistent with the finding that lactate facilitates the PGAM1-Chk1 interaction (Fig. 2f), lactate-treated human primary cells accumulated HIF-2α, which was phosphorylated at Ser12 (Fig. 4g). Lactate plays multiple roles, including energy production, the induction of an acidic environment, the stimulation of tumor growth, acidification via its uptake into cells, the production of byproducts of glutaminolysis, and signal transduction.^35^ However, inactivation of the lactate uptake transporter MCT4 or glutaminase 1 (GLS1) in SnCs did not affect the PGAM-Chk1-NanoBiT values (Supplementary Fig. 11a–c). The cellular membraneous apparatuses GPR81 and GPR132 are reported as cell-surface receptors for lactate.^35,36^ Only GPR81 was upregulated in SnCs (Supplementary Fig. 11d), and its knockdown abolished the lactate-induced increase in the PGAM1-Chk1 interaction (Fig. 4h and Supplementary Fig. 11e). GPR81 signaling is involved in oncogenic modules, including the Ras pathway.^37^ In both senescent and lactate-treated cells, RSK1 kinase, which is downstream of the Ras pathway, is activated, accompanied by the phosphorylation of Ser280 in Chk1, a known target of RSK1^38^ (Fig. 4i and Supplementary Fig. 11f). Our mutagenesis analysis suggested that the S280A mutation in Chk1 abolished PGAM-Chk1 binding, whereas the S280D mutation, a mimic of phosphorylation, accelerated it (Fig. 4j). In SnCs, inactivation of RSK1 by a specific siRNA or its chemical inhibitor, BI D1870, attenuated the PGAM1-Chk1 interaction and reduced the HIF-2α protein level and phosphorylation of Ser280 in Chk1 (Fig. 4k and Supplementary Fig. 11g, h). These results indicate that the phosphorylation of S280 in Chk1 by the RSK1 pathway, which is downstream of Ras and GPR81 signaling, is required for the binding of PGAM1 and Chk1 (Fig. 4l).

### PGAM1-Chk1 binding antagonists suppress FOXM1 during senescence

To elucidate the apoptotic factors involved in senolysis by Nutlin 3b, we explored the profiles of 10 proapoptotic BH proteins in Nutlin 3b-treated SnCs. Among the BH genes tested, in addition to PUMA and BAK, BIM was the most highly upregulated by Nutlin 3b in SnCs but not in controls (Fig. 5a and Supplementary Fig. 12a). As p53 is activated in SnCs by Nutlin 3b (Fig. 2b), we suspect that the transcriptional activity of p53 is responsible for the upregulation of these proapoptotic BH proteins by Nutlin 3b. PUMA and BAK, known p53 targets,^39^ were suppressed by p53 siRNA transfection in Nutlin 3b-treated SnCs while BIM were not (Fig. 5b). Moreover, siRNA against BIM partially restored the survival of Nutlin 3b-treated SnCs, indicating the causal involvement of BIM in Nutlin 3b-mediated senolysis (Fig. 5c and Supplementary Fig. 12b). Thus, BIM, which is not regulated by p53, is induced by PGAM-Chk1 binding inhibition by Nutlin 3b in SnCs.

**Fig. 5:**
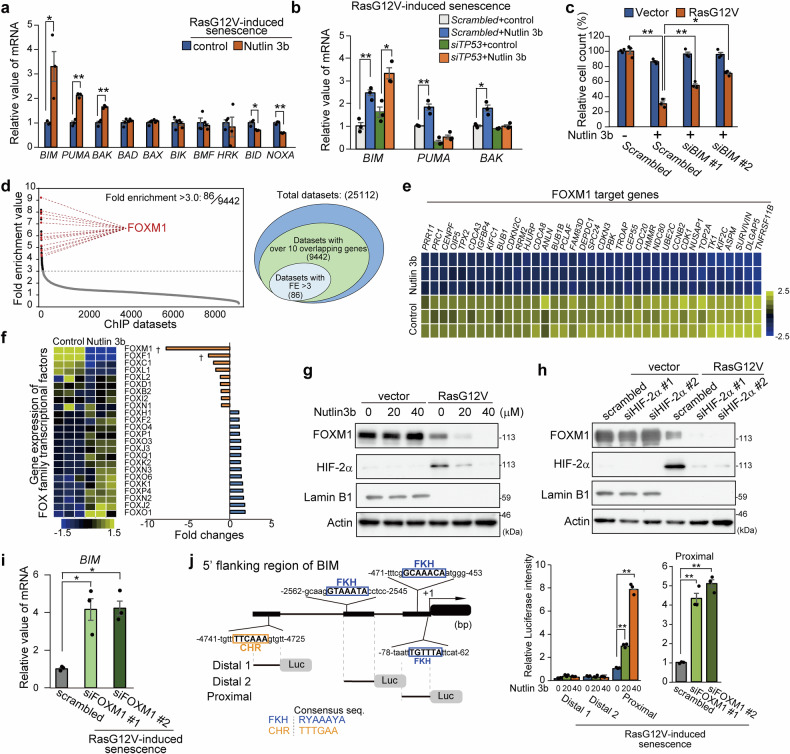
A PGAM1-Chk1 antagonist suppresses FOXM1 during senescence. **a**, **b** Assessment of the proapoptotic BH family in SnCs after Nutlin 3b treatment. **a** RT‒PCR analysis of SnCs with or without Nutlin 3b. (*n* = 3, biological replicates). **b** p53 siRNA-transfected SnCs were exposed to Nutlin 3b. RT‒PCR analysis of the indicated cells. **c** Knockdown of BIM in SnCs. SnCs were transfected with the indicated siRNA, siBIM, or scramble control RNA. The transfectants were then subjected to Nutlin 3b treatment. **d**–**f** Comparison of the results of the microarray analysis between the control and Nutlin 3b-treated SnCs (*n* = 3, biological replicates). **d** Fold enrichment analysis by comparison between 1168 genes downregulated by Nutlin 3b in SnCs and 9442 datasets of chromatin immunoprecipitation (ChIP) information reported in the National Center for Biotechnology Information (NCBI), European Bioinformatics Institute (EBI) and DNA Data Bank of Japan (DDBJ). Eighty-six of the 9442 datasets displayed high enrichment (>3-fold). Twenty-one datasets for FOXM1 are shown in red (left panel). **e** Heatmap of 37 FOXM1 target genes downregulated by Nutlin 3b. SnCs with or without Nutlin 3b were compared. **f** Gene expression of the FOX family in SnCs after Nutlin 3b treatment, as determined via microarray data. Left panel, heatmap analysis of the FOX family. Right panel: Red and blue bars indicate reduced and increased expression, respectively. Dagger (†) indicates |FC|≥2 and Lpe. *P* < 0.05 is presented in Supplementary Fig. 12c. Evaluation of FOXM1 protein levels in SnCs after Nutlin 3b treatment (**g**) and after transfection with HIF-2α siRNA (**h**). The data are representative of two independent experiments. **i** Evaluation of BIM mRNA in SnCs after FOXM1 knockdown. FOXM1 siRNA was transfected into SnCs (*n* = 3, biological replicates). **j** Schematic diagram of the promoter region in the human BIM gene. Several cis-elements for FKH are shown. The indicated regions were subsequently cloned and inserted into luciferase reporter plasmids (left lower panel). Luciferase reporter assays were performed in SnCs after Nutlin 3b treatment (middle panel). A reporter assay for the proximal region was conducted in SnCs after FOXM1 knockdown (right panel) (*n* = 3, biological replicates). The data represent the means ± SEMs. Single (*) and double (**) asterisks indicate statistical significance at *p* < 0.05 and *p* < 0.01, respectively. Statistical analyses were performed via unpaired Student’s two-tailed *t* test (**a**) or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test (**b**, **c**, **i** and **j**)

To elucidate the molecular mechanism of senolysis by the inhibition of PGAM1-Chk1 binding, transcriptomic analysis was performed (Supplementary Fig. 12c). A total of 168 genes downregulated >2-fold by Nutlin 3b in SnCs (Supplementary Fig. 12d) were compared for enrichment analysis with the ChIP (chromatin immunoprecipitation) information reported in NCBI, EBI and DDBJ. The latter information comprises 25,112 ChIP datasets involving 903 antigens (transcriptional and epigenetic factors). Consequently, 9442 ChIP datasets revealed more than 10 overlapping genes, and 86 datasets showed high enrichment >3-fold (Fig. 5d). Among the top 20 genes in these 86 datasets, 11 contained ChIP data analyzed with FOXM1 as the antigen, which presented the highest enrichment score (9.19) (Fig. 5d, Supplementary Table 1). Consistently, among the 150 genes most downregulated (<−8.1-fold) by Nutlin 3b, 24.6% (37 genes) were identical to FOXM1 targets, including cell cycle regulators and components of the mitotic apparatus (Fig. 5e, Supplementary Table 2).^40^ In addition, Nutlin 3b also downregulated DNA repair machinery regulated by FOXM1, including XRCC1, BRCA1, TOP2A, EXO1 and Survivin (also known as antiapoptotic factor^41^), in SnCs but not in nonsenescent controls (Supplementary Fig. 12e, f). Among the 24 FOX family genes, FOXM1 mRNA was the most drastically downregulated by Nutlin 3b (Fig. 5f). Gene set enrichment analysis (GSEA) of the microarray data revealed that Nutlin 3b most significantly suppressed FOXM1 targets (FDR *q* < 0.001) compared with the other FOX family genes (Supplementary Fig. 12g, h). Nutlin 3b or inactivation of HIF-2α downregulated the FOXM1 protein in SnCs but not in control cells (Fig. 5g, h). Finally, a chromatin immunoprecipitation (ChIP)-qPCR assay was performed. HIf-2α binding to the FoxM1 promoter was enhanced in SnCs but was suppressed by Nutlin 3b (Supplementary Fig. 13c). These data suggest that the HIF-2α/FOXM1 axis actively operates in SnCs. Consistently, Nutlin 3b downregulated the FOXM1 protein, which accumulated in the livers of aged mice (Supplementary Fig. 13a, b).

### FOXM1 inactivation induced the expression of the proapoptotic BIM protein during treatment with the senolytic PGAM1-Chk1 antagonist

However, little is known about how BIM is regulated in SnCs. We found that FOXM1 knockdown upregulated BIM mRNA in SnCs (Fig. 5i and Supplementary Fig. 13d). Notably, several Forkhead-responsive elements (FKH, RYAAAYA) are located in the promotor of BIM at −2550, −450, and −70 bp upstream (Fig. 5j). In addition, the cell cycle gene homology region (CHR, TTTGAA) is located at −4730 bp and is recognized by the Dream complex, which contains E2F4, p130, or FOXM1. Several regions in this promoter with these elements were designated distal1 (−5197 ~ −4397 bp), distal2 (−2563 ~ −1560 bp) and proximal (−925 ~ −1 bp) and were evaluated via a luciferase reporter assay in SnCs (Fig. 5j). The reporter in the proximal region, but not at distal1 or distal2, was transactivated in SnCs by Nutlin 3b (Fig. 5j). Similarly, FOXM1 siRNA enhanced the reporter activity of the proximal region in SnCs (Fig. 5j). Abolishment of the FKH regions in the proximal promoter significantly enhanced reporter activity in SnCs (Supplementary Fig. 13e). Overall, proapoptotic BIM, which is suppressed by FOXM1 during senescence, is provoked by senolytic PGAM1-Chk1 inhibition.

### Aged FOXM1-accumulating tissues, such as the liver, lung and kidney, are targets of the senolytic Nutlin 3b

Next, we evaluated in vivo profiles of Foxm1 mRNA in several tissues (heart, WAT, muscle, spleen, liver, lung, kidney, and brain) at several stages of the life course in mice; from 4, 10, 40 to 90 weeks of age, in addition to embryos on day 13.5, p16^Ink4a^ levels were increased the most in the samples from all the tested tissues at 90 weeks of age (Supplementary Fig. 14a). Consistent with the notion that Foxm1 is a master regulator of cell proliferation,^42^ it was highly expressed in the embryo (Fig. 6a). In growing mice (4 weeks old), the Foxm1 mRNA level was also high, but its level gradually decreased in young and middle-aged mice (10 and 40 weeks old). However, in aged mice (90 weeks old), Foxm1 levels were significantly increased in the liver, lung, kidney, muscle and spleen but not in the heart, WAT or brain (Fig. 6a). Thus, Foxm1 mRNA in aged mice was increased compared with that in young and middle-aged mice in a tissue context-dependent manner. Next, comparative transcriptomic analysis was performed on several tissues (liver, lung, kidney, and WAT) from young and aged mice (10 and 90 weeks old, respectively). 

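The comparison covered 24 arrays, with RNA from 3 young and 3 aged mice in each of the 4 tissues. The sample labels give every mouse as a C57BL/6J male. The RNA was labelled with the dye Cy3 and hybridized to Agilent arrays of 62976 spots. The array files carry a mouse design on the mouse genome build mm9, whereas the methods name a kit for human genes. The accessions of the probes were therefore matched to symbols of mouse RefSeq genes, which 58.3% of the 56605 probes have; the other probes keep the name in the files. All 6 arrays of a tissue share 1 slide and 1 scan, with both ages on it, and each tissue has a slide of its own. Each file gives a background-subtracted processed signal per spot from Feature Extraction, in arbitrary fluorescence units, and states whether the spot is well above background. The median over mice of the arrays' 75th percentile of this signal was 289 at 10 weeks and 436 at 90 weeks in the liver. It was 583 and 844 in the kidney, 863 and 862 in the lung, and 763 and 704 in WAT (white adipose tissue). Between 58.6% and 71.1% of an array's probes were well above background, and no spot was saturated. The signal was put on the log2 scale, and the 75th percentile of each array was subtracted. Probes well above background on at least 3 of a tissue's 6 arrays were kept, and a gene was represented by its brightest probe. The number of mice limits the precision: an exact two-sided permutation test of 3 mice against 3 cannot give a p below 0.1. Groups were therefore compared by limma, which pools the spread between mice over all genes, with Benjamini-Hochberg adjustment within each tissue, and a gene was called at an adjusted p under 0.05. For a gene that no mouse of the dimmer group had well above background, a lower bound on the fold is given, computed with that group's values raised to the lowest signal called well above background on each array. Means and medians over lists use the fitted changes of all their genes.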

Heatmap analysis revealed enhanced SASP profiles in these old tissues (Supplementary Fig. 14b). 

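The paper's text names 15 SASP factors, and their mean log2 change from 10 to 90 weeks was tested against all other genes in each tissue by limma's camera with a preset correlation between genes of 0.01. The p-values were adjusted over the 12 tests of the 3 lists analysed in 4 tissues. The mean rose by 0.90 in the liver, where 9 of 14 tested factors were higher (adjusted p = 0.00195), and by 2.07 in the kidney, where 10 of 15 were higher (adjusted p = 0.00350). In the lung the mean was 0.04 and the median -0.05, of the opposite sign, with 7 of 14 factors higher (adjusted p = 0.667). In WAT the mean was 0.55, with 8 of 14 higher, and the list did not pass (adjusted p = 0.111). The liver and kidney results also passed under fry (adjusted p = 0.00112 in each), but not after adjustment when camera estimated the correlation from the arrays (adjusted p = 0.134 and 0.143; unadjusted, 0.0277 in the liver and 0.0713 in the kidney). Among the alternatives, another background correction moved the kidney mean most, to 1.54. Taking the mean of a gene's probes brought WAT to 0.75, with an unadjusted camera p of 0.0184. Over all genes tested, 7 factors were called higher in the liver, 10 higher and 5 lower in the kidney, 1 higher and 1 lower in the lung, and none of the 14 in WAT, where limma's unadjusted p was under 0.05 for 4 higher and 1 lower. Adjusted over the list alone, these became 7 higher and 2 lower in the liver, 10 and 5 in the kidney, 2 and 2 in the lung, and 3 and 1 in WAT. Ccl5 (NM_013653) was higher by 3.15 in the liver (standard error 0.18, adjusted p = 0.00148) and by 3.53 in the kidney (standard error 0.14, adjusted p = 3.33e-05). Its change in WAT was 3.16 with a standard error of 0.57 (adjusted p = 0.0503). In the lung Ccl5 changed by 2.33 and was not called (adjusted p = 0.0795). Under the 14 alternatives Ccl5 was called 4 times in WAT and 1 time in the lung. Il1b (NM_008361) rose in the liver, lung and kidney, by 1.83, 1.95 and 3.19 (adjusted p = 0.00923, 0.0447 and 0.00223). The call in the lung held under 4 of 14 alternatives, with adjusted p between 0.0297 and 0.241. The change of Il1b in WAT, 3.99 with a standard error of 1.26, was not called (adjusted p = 0.168, and between 0.00213 and 0.356 under the alternatives). Tnf (NM_013693) was lower in the kidney by its brightest probe, at -0.53 (adjusted p = 0.00173), but higher, at 1.32, as the mean of its probes. Igfbp1, Igfbp3, Igfbp4 and Igfbp5 made up the other lower factors of the kidney, between -1.64 and -0.38. Igfbp2 was higher there by 5.52 (adjusted p = 8.65e-05).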

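At 90 weeks, 2928 of the 27902 genes tested in the liver were higher and 4749 lower than at 10 weeks. In the kidney 6483 of 31503 tested genes were higher and 13409 lower, in the lung 825 of 30321 were higher and 875 lower, and in WAT 605 of 30061 were higher and 174 lower. These counts include probes' targets without a symbol; 2040, 4225, 580 and 331 of the higher genes of the liver, kidney, lung and WAT have one. The groups did not overlap, with every aged mouse above or below every young mouse, for 49.9% of the liver genes, 70.7% of the kidney genes, 35.8% of the lung genes and 28.8% of the WAT genes, where chance gives 10%. The alternatives moved the WAT counts in both directions. A fit of all 24 arrays called 3265 genes higher and 3128 lower, and the unpaired Student's t-test that the methods name called 1 higher and 0 lower after the same adjustment, against 2646 and 2668 at an unadjusted p under 0.05. The lung counts rest on all 3 young mice, with 1 gene higher and 1 lower without young replicate 1, 16 and 8 without young replicate 2, and 142 and 76 without young replicate 3. The majority of lower genes in the liver and kidney is not stable. When the arrays were scaled to the spike-in control spots instead, 78.6% of the called genes in the liver and 65.8% of those in the kidney were higher. In the liver the majority also turned with the scaling kept, with 59.4% higher without young replicate 1 and 60.0% without young replicate 2. The median change over all tested genes was -0.20 in the liver and -0.23 in the kidney, and -0.01 and 0.14 with the spike-in scaling. The enrichment against ChIP datasets was not repeated here.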

Chromatin immunoprecipitation (ChIP) data (29,194 datasets) were utilized for enrichment analysis of these transcriptomic data. Among the transcription factors with greater than 3.0-fold enrichment (FEs), the fold enrichment analysis revealed overlapping molecules as the top 5 with high scores in the hit datasets of the tested tissues (liver, lung, kidney, and WAT) (Supplementary Fig. 14c). These factors include inflammation-relevant transcription factors, including RelA (a subunit of NF-κB), the STAT family, Spi1, and Runx1,^43^ which is consistent with the SASP property of SnCs. In these top 5 lists, Foxm1 is included in the aged liver, lung, and kidney but not in the WAT (Supplementary Fig. 14c). 

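The enrichment scores rest on overlaps between gene lists and ChIP datasets, and the arrays also measured the mRNAs of several of these factors. Rela (NM_009045) was called in the kidney alone, at a log2 change of 0.58 (standard error 0.10, adjusted p = 0.00279). In the other tissues its change was between -0.02 and 0.33. Stat2 and Stat3 were also called in the kidney alone, at 1.08 and 1.11. Spi1 (NM_011355) was called in the liver at 2.26 (adjusted p = 0.00789) and in the lung at 1.13 (adjusted p = 0.0461). Its call in the lung held under 4 of 14 alternatives, with adjusted p up to 0.236. No young kidney had Spi1 well above background, and it was at least 7.28-fold higher in the aged kidneys (adjusted p = 0.000226). In WAT it was higher by 2.58 with a standard error of 0.68, which did not pass (adjusted p = 0.117). Runx1 was higher in the liver by 2.62 (adjusted p = 0.0163) and in the kidney by 4.02 (adjusted p = 7.53e-05). Its change of -0.53 in the lung and 2.11 in WAT did not pass (adjusted p = 0.0776 and 0.0652). Of the further factors in the panels of the figure, Lyl1 was called higher in the liver, lung and kidney, at 2.58, 0.82 and 2.65. The call of Lyl1 in the lung held under 6 of 14 alternatives, with adjusted p up to 0.329. Tal1, Nr3c1 and Smarca4 were called in no tissue, with changes from -0.24 to 0.82.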

Foxm1 was detected as having high FE scores in samples from the liver, lung and kidney but not in those from the WAT (Fig. 6b). 

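The mRNA of Foxm1 itself (NM_008021) was higher at 90 weeks in the liver, lung and kidney. In the kidney its log2 signal, relative to the array's 75th percentile, was -3.46 ± 0.24 (SD, n = 3 mice) at 10 weeks and -1.29 ± 0.14 (SD, n = 3) at 90 weeks, a change of 2.17 (standard error 0.14, limma adjusted p = 0.000137). In the lung it was -2.55 ± 0.18 in young and -1.62 ± 0.16 in aged mice, a change of 0.94 (standard error 0.14, limma adjusted p = 0.0240). In the liver no young mouse had the probe well above background, and aged livers were at least 7.71-fold higher (limma adjusted p = 0.00626). Every aged mouse was above every young mouse in these tissues. In WAT the groups overlapped, at -1.54 ± 0.30 and -0.94 ± 0.52, and the change of 0.59 (standard error 0.32) did not pass (limma adjusted p = 0.362). Changes were also compared between tissues by limma in a fit of all arrays. For Foxm1, WAT minus kidney was -1.58 (adjusted p = 0.0276) and WAT minus lung -0.34 (adjusted p = 0.777). WAT and the lung were thus not shown to differ. WAT minus liver was -2.80 (adjusted p = 0.00118), and WAT minus the mean of the other tissues -1.57 (adjusted p = 0.0167). Both include the dim young livers, so neither is a measured difference in fold. Under the 14 alternatives, including each mouse left out in turn, Foxm1 was called 14 times in the liver and in the kidney, 7 times in the lung and 0 times in WAT. The adjusted p ranged from 0.0128 to 0.185 in the lung and from 0.193 to 0.599 in WAT. The probe of Cdkn2a was matched to the gene, and whether it reads the p16 transcript was not examined. Cdkn2a (NM_009877) was called higher in every one of the 4 tissues. It was higher by 1.71 in the lung (adjusted p = 0.0107), by 3.35 in the liver (adjusted p = 0.00148) and by 4.47 in WAT (adjusted p = 0.00483), and it was at least 22.2-fold higher in the kidney (adjusted p = 3.58e-05).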

Consistently, heatmap analysis indicated that the expression of transcriptional targets of Foxm1 is upregulated in the aged liver, lung and kidney (Fig. 6c and Supplementary Fig. 15a). 

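The 10 FOXM1 targets that the paper names in its text were fixed as a list before the values were examined. Some of them, Brca1 and Exo1 included, the paper also names as raised in the aged lung, liver and kidney. The list is therefore not fully independent of these tissues. Its mean was higher at 90 weeks in all 4 tissues. It was higher by 1.45 in the liver with 9 of 10 genes higher (camera adjusted p = 0.00110), by 0.53 in the lung with 8 of 10 (adjusted p = 0.000545), by 1.17 in the kidney with 7 of 10 (adjusted p = 0.00114) and by 0.76 in WAT with 9 of 10 (adjusted p = 0.00117). Every aged mouse had a higher mean over the list than every young mouse in each tissue. The 4 results also passed under fry, with adjusted p between 0.000592 and 0.0487, and none passed after adjustment when the correlation between genes was estimated, the alternative that moved their p most (adjusted p = 0.134 in the lung and kidney, 0.202 in WAT and 0.210 in the liver; unadjusted, 0.0421 in the lung, 0.0447 in the kidney, 0.152 in WAT and 0.175 in the liver). The mice differed most in the liver, where the aged mice lay between 0.74 and 2.36 above the young mean. Over all genes tested, 3 of the targets were called higher in the liver, 3 in the lung, 7 in the kidney and 1 in WAT, and none was called lower. Adjusted over the list alone, 3, 5, 7 and 3 were higher and 1, in the lung, was lower. A list of 97 genes of the S and G2/M phases of the cell cycle was also higher in each tissue, with means of 1.08 in the liver, 0.54 in the lung, 0.97 in the kidney and 0.51 in WAT (adjusted p at most 5.34e-11). It too passed in no tissue after adjustment when the correlation was estimated (adjusted p = 0.200 in the liver and WAT, 0.134 in the lung and 0.143 in the kidney). The difference between WAT and the mean of the other tissues was tested in a fit of all arrays, which reads each gene from 1 probe in every tissue. The FOXM1 list changed there by -0.47 relative to the other tissues, past the threshold of camera but not of fry or of camera with an estimated correlation. The list means within the tissues differ by less, -0.29, because Brca1 is read from another probe in the liver, lung and kidney. When the arrays numbered aged replicate 2 were left out of all 4 tissues at once, the difference was -0.14 and did not pass. A permutation of the mice does not exclude chance for this difference. Against the lung alone, WAT was not shown to differ (0.14). The paper first states that Foxm1 mRNA rises with age in some tissues and not in others, WAT among the latter. It then reports high enrichment scores for Foxm1 in the liver, lung and kidney but not in WAT, and higher expression of its targets in those 3 tissues. From this and from the effects of Nutlin 3b on such targets, the paper concludes that the compound acts on tissues in which Foxm1 is raised.

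**Figure D1:**
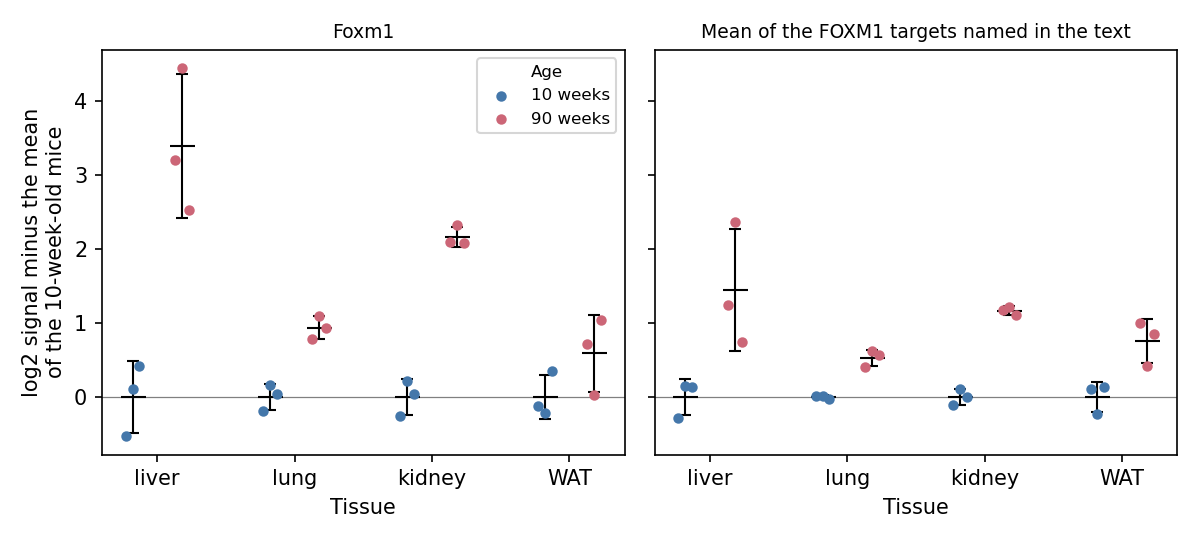
Foxm1 (left) and the mean of the FOXM1 targets named in the text (right) in each mouse at 10 and 90 weeks, as log2 signal minus the mean of the young mice of the tissue; dots are mice, and bars give the mean and SD of 3 mice. In the young livers Foxm1 was not well above background, so the distance drawn for the liver is no measured fold. Foxm1 in the aged kidneys lay between 2.09 and 2.33, in the aged lungs between 0.78 and 1.09, and in aged WAT between 0.02 and 1.04.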

Interestingly, in aged tissues with Foxm1 activation (lung, liver, and kidney), several DNA repair machineries, known as targets of FOXM1, are upregulated; Survivin, Xrcc1, Brca1, Top2, and Exo1, which are effectively alleviated by Nutlin 3b treatment, similar to other senescent markers (Fig. 6d and Supplementary Fig. 15b). Thus, Nutlin 3b targets FOXM1-upregulated SnCs in vitro and tissues in vivo. Indeed, in addition to its effect on aged livers (Fig. 3d–g), Nutlin 3b alleviated dysfunctional damage in aged kidneys and lungs, where Foxm1 accumulated during aging (Fig. 6e–g). Consistent with improved blood BUN levels (Fig. 3c), Nutlin 3b relieved hyalination, a sign of renal sclerosis, SASP (Tnfα, Cxcl1, Ccl5) and the senescent marker p16^Ink4a^ in aged kidneys (Fig. 6e and Supplementary Fig. 15c). Nutlin 3b also alleviated SASP and p21 accumulation in aged lungs (Fig. 6f, g). Thus, Nutlin 3b is an effective senolytic approach against FOXM1-accumulating aged tissues in vivo.

**Fig. 6:**
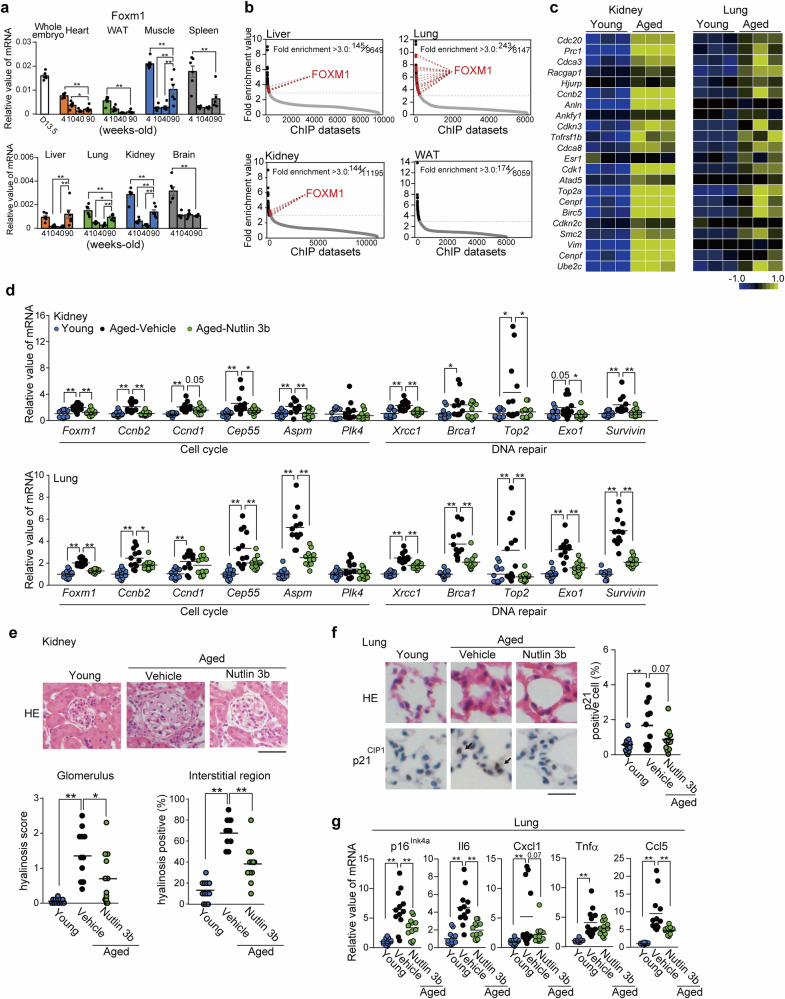
In vivo FOXM1 accumulation in aged tissues is targeted by Nutlin 3b. **a** In vivo profiles of FOXM1 mRNA in several tissues of 4-, 10-, 40- and 90-week-old mice, in addition to embryos on day 13.5. The indicated tissues were collected for RNA extraction. **b** Fold enrichment analysis comparing upregulated genes in 90-week-old mice (liver: 1039; kidney: 1882; lung: 386; and WAT: 385) and ChIP datasets (liver: 9649; kidney: 11,195; lung: 6147; and WAT: 6059). Comparative transcriptomic analysis of the indicated tissues, liver, lung, kidney, and WAT, was performed between 10-week-old and 90-week-old mice. **c** Heatmap analysis of FOXM1 target genes in the kidney and lung (left and right panels) of young (10-week-old) and aged (90-week-old) mice. **d** Assessment of FOXM1 target genes involved in the cell cycle and DNA repair genes in aged kidneys and lungs (upper and lower panels, respectively) after Nutlin 3b treatment via RT‒PCR analysis. Tissues were collected from young (10-week-old), aged (90-week-old) and Nutlin 3b-treated aged mice. **e** The impact of Nutlin-3b on aged kidneys. Representative pictures of the glomerulus after Nutlin 3b treatment (upper panels). Samples from young, aged and Nutlin 3b-treated aged mice. The bar indicates 50 μm. Hyalinosis scores were assessed in aged mice with or without Nutlin 3b treatment. Glomerulus region (lower left) and interstitial region (lower right). **f** Immunohistochemical examination of the lung for p21 ^CIP1^. Representative images of stained samples from the indicated mice are shown (left panels). The bar indicates 20 μm. The ratio of p21 ^CIP1^-positive cells was assessed (right panel). **g** Comparison of the mRNA levels of p16^Ink4a^ and SASP factors (Il6, Tnfα, Cxcl1, and Ccl5). Lung extracts from the indicated mice were analyzed via RT‒PCR. The data represent the means ± SEMs. Single (*) and double (**) asterisks indicate statistical significance at *p* < 0.05 and *p* < 0.01, respectively. Statistical analyses were performed via one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test

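A gene was counted as upregulated here when it was at least 2-fold higher at 90 weeks with an unadjusted limma p under 0.05. The paper's text names no criterion for the tissues; for its cultured cells a legend gives the same fold and p thresholds with another test, named there as Lpe, which was not run here. This gave 2431 genes in the liver, 3656 in the kidney, 1022 in the lung and 1869 in WAT. With the adjusted p in place of the unadjusted p, 2144, 3623, 550 and 604 genes were at least 2-fold higher. Of the genes at least 2-fold higher at the unadjusted p, 1705 in the liver, 2446 in the kidney, 619 in the lung and 1199 in WAT have a symbol. The other way round, 1995, 3084, 647 and 1315 genes of the liver, kidney, lung and WAT were at least 2-fold lower. Among the called genes with a symbol whose groups did not overlap, Cxcl13 was at least 143-fold higher in the kidney (adjusted p = 0.000209), and Ngp at least 34.6-fold higher in the liver (adjusted p = 0.0446), where aged replicate 2 stood at 5.89 on the log2 scale and the other aged livers near -2.20 and -2.02. In WAT, Csprs was higher by 7.21 on the log2 scale (standard error 0.42, adjusted p = 0.00301), and in the lung, Ngp by 8.59 (standard error 1.73, adjusted p = 0.0483). Aged replicate 2 stood apart in the lung too, at 6.02, with the other aged lungs at -0.12 and 0.47. Ngp was called under 6 of 14 alternatives in the lung and under 7 in the liver. Among the same genes, Hsd3b5 was lower in the liver, at -7.64 (standard error 1.85, adjusted p = 0.0268), Gm6300 in the kidney, at -5.50 (adjusted p = 0.000937), and Cldn22 in the lung, at -5.27 (adjusted p = 0.0338). In WAT, Asb12, which no aged mouse had well above background, was at least 10.4-fold lower (adjusted p = 0.00716).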

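Of the 21 genes in the kidney and lung heatmaps, all were measured. In the kidney 20 were higher at 90 weeks and all 20 were called, with a median log2 change of 1.92 over the 21 genes. The exception, Esr1, was lower by its brightest probe, at -0.54 (standard error 0.08, adjusted p = 0.00182). Hjurp, called at least 1.11-fold higher (adjusted p = 0.0478), was not well above background in any young kidney and came to -0.13 under another background correction. The largest rise was that of Tnfrsf1b, at 3.52 (standard error 0.22, adjusted p = 0.000107), followed by Vim at 2.97 (adjusted p = 9.4e-05). Top2a was higher by 2.55 (standard error 0.13, adjusted p = 6.73e-05). In the lung 17 genes were higher and 12 of them called, and 4 were lower with none called; the median was 1.04. The largest rise in the lung was that of Top2a, at 1.44 (standard error 0.14, adjusted p = 0.0117). Esr1 (-0.52), Cdkn2c (-0.16), Anln (-0.08) and Atad5, close to 0, were the lower ones. Of these, Esr1 was read from another probe in the lung than in the other tissues, came to 0.48 by their probe and to 0.12 as the mean of its probes. Anln came to 0.02 without aged replicate 1, and Atad5 to 0.09 under another background correction. Adjusted over the list alone, 20 were higher in the kidney and 15 in the lung, which is not independent evidence where the genes were chosen for the figure from these arrays. Every aged mouse was above every young mouse for 20 genes in the kidney and 15 in the lung, where chance leaves the groups apart in either direction for 10% of genes.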

### Chemical or genetic interference with the PGAM1-Chk1 interaction alleviates pulmonary fibrosis in mice

Previously, we reported that the Nutlin consensus motif resides at the amino terminus of PGAM1 and identified a *W68A* substitution in this motif as a genetic interference agent against its binding to Chk1 in vitro, although its enzymatic activity is conserved in this mutant.^22^ To assess the in vivo ability of the *W68A* mutation to inhibit PGAM-Chk1 binding, *Pgam1 W68A* knock-in mice were generated via CRISPR/Cas9 (Fig. 7a, b). The crossing of *Pgam1* ^*KI/+*^ mice generated *Pgam1* ^*KI/KI*^ progenies, according to Mendelian laws (Supplementary Fig. 16a). *Pgam1* ^*KI/KI*^ mice developed normally, and their physiological parameters were comparable to those of wild-type mice (Fig. 7c, and Supplementary Fig. 16b, c). First, we characterized the cytological properties of MEFs from *Pgam1* ^*KI/KI*^ mice. The proliferative capacity of these MEFs was comparable to that of wild-type MEFs, as both reached senescence similarly (Supplementary Fig. 16d, e). However, the immunoprecipitation assay revealed impaired PGAM1-Chk1 interaction, as expected, in the senescent *Pgam1* ^*KI/KI*^ MEFs (Supplementary Fig. 16f). In this context, the expression of senescence and SASP markers (p16^Ink4a^, Il6 and Cxcl1) was partially decreased in senescent *Pgam1* ^*KI/KI*^ MEFs (Supplementary Fig. 16g). Moreover, under DNA damage, the viability of senescent *Pgam1* ^*KI/KI*^ MEFs was lower than that of control MEFs (Supplementary Fig. 16h), suggesting that the genetic abrogation of PGAM1-Chk1 binding attenuated the survival capacity of senescent MEFs.

**Fig. 7:**
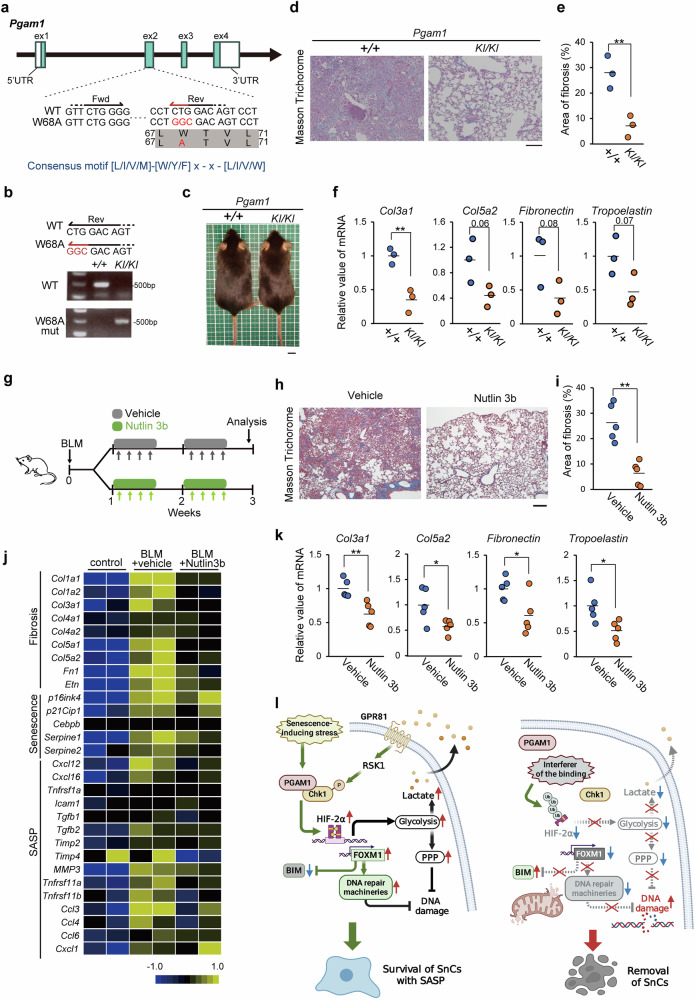
Chemical or genetic interference with PGAM1-Chk1 binding alleviated lung fibrosis in vivo. Generation of *Pgam1 W68A* knock-in (KI) mice via the CRISPR/Cas9 system (**a**–**c**). Bleomycin (BLM)-induced lung fibrosis was evaluated in *Pgam1* ^*KI/KI*^ mice (**d**–**f**). **a** Schematic diagram of *Pgam1* (exons 1–4) alleles; the Nutlin-consensus motif ([L/I/V/M]-[W/Y/F]-X-X- [L/I/V/M]) is located in exon 2. The *W68A* mutation was introduced via CRISPR/Cas9. **b** Genomic PCR was used to detect the *W68A* mutation in *Pgam1* ^*KI/KI*^ mice. **c** Representative images of *Pgam1* ^*+/+*^ and ^*KI/KI*^ mice. The bar indicates 1 cm. **d** Histological images of BLM-induced lung fibrosis in *Pgam1* ^*KI/KI*^ mice obtained via Masson’s trichrome (MT) staining. Lung tissues were collected on day 18 after 2.5 mg/kg BLM injection. The bar indicates 100 μm. **e** Evaluation of fibrotic areas in *Pgam1* ^*KI/KI*^ mice via MT staining. **f** Assessment of fibrotic markers in lungs from *Pgam1* ^*KI/KI*^ mice via RT‒PCR analysis. Administration of Nutlin 3b to a mouse model of lung fibrosis (**g**–**k**). BLM was intratracheally instilled into the lungs of 12-week-old CD1 mice, resulting in DNA damage-induced pulmonary fibrosis. **g** Schematic diagram of the in vivo protocol of BLM-induced pulmonary fibrosis induced by Nutlin 3b treatment or vehicle. Lung tissues were collected on day 18 after BLM injection. **h** Representative images of MT staining of the lungs of Nutlin 3b-treated mice. The bar indicates 100 μm. **i** Evaluation of fibrotic areas via MT staining. **j** Heatmap analysis of fibrosis markers, senescence and SASP among the control, BLM + vehicle, and BLM + Nutlin 3b groups. **k** Assessment of the expression of the fibrotic markers col3a1, col5a2, fibronectin, and tropoelastin in BLM-induced lung fibrosis after Nutlin 3b treatment via RT‒PCR analysis. **l** A schematic diagram of the mechanism by which a novel senolytic pathway targets aberrant PGAM1-Chk1 interactions. This image was created with BIORENDER

Next, we evaluated the therapeutic efficacy of interfering with the PGAM1‒Chk1 interaction in aging-related disorders, as several other senolytic approaches, e.g., ABT263 or D + Q, reportedly alleviate these disorders.^7^ For this purpose, we focused on lung fibrosis models for several reasons. First, human pulmonary fibrosis is an etiologically age-related disease, with an average age of onset of ~64–68 years.^44^ Second, mouse models of pulmonary fibrosis exhibit the accumulation of SnCs in their lesions, whose removal by senolysis is reported to restore the physiological capacity of the lungs.^45^ Third, a recent study identified FOXM1 as a crucial driver of the pathogenesis of pulmonary fibrosis.^46^ Bleomycin (BLM) was intratracheally instilled into the lungs of the mice to induce pulmonary fibrosis. Notably, during this protocol, the fibrotic area in the lung was significantly decreased in *Pgam1* ^*KI/KI*^ mice, as assessed by Masson’s trichrome staining (Fig. 7d, e). Moreover, several fibrosis markers (Col3a1, Col5a2, fibronectin and tropoelastin) were significantly downregulated in *Pgam1* ^*KI/KI*^ mice, which correlates with the observed histological findings (Fig. 7f).

Finally, we evaluated the therapeutic efficacy of Nutlin 3b in treating lung fibrosis. Nutlin 3b or vehicle was administered on experimental day 8 to investigate its biological effects on fibrosis progression (Fig. 7g).^47^ Nutlin 3b treatment significantly decreased the fibrotic area in the lung in a dose-dependent manner (Fig. 7h, i and Supplementary Fig. 17a, b) and downregulated several fibrotic markers (Col3a1, Col5a2, fibronectin and tropoelastin) and SASP (Fig. 7j, k), indicating that 20 mg/kg Nutlin 3b was most effective. We observed greater PGAM1-Chk1 interaction and FOXM1 protein accumulation in fibrotic lungs than in control lungs, both of which were suppressed by Nutlin 3b treatment (Supplementary Fig. 17c, d). In accordance with the histological data (Supplementary Fig. 18a), 20 mg/kg Nutlin 3b, but not Nutlin 3a, significantly downregulated the expression of fibrotic markers, positive SA-β GAL staining, and downstream targets of FOXM1 (Supplementary Fig. 18b–e). Consistently, thiostrepton, a FoxM1 inhibitor, exerted a mild senolytic effect on SnCs and significantly suppressed fibrotic areas and positive SA-β GAL staining in mouse lung fibrosis (Supplementary Fig. 19a–e). Interestingly, in the lung fibrosis model, the number of macrophage populations was largely reduced by Nutlin 3b (Supplementary Fig. 19f), similar to the findings in aged livers (Fig. 3d). We performed a coculture assay with macrophages and senescent fibroblasts derived from WT mice or *Pgam1* ^*KI/KI*^ mice (Supplementary Fig. 19g). Compared with young MEFs, macrophages cocultured with senescent WT MEFs displayed increased infiltration, while the PGAM *W68A* mutation in SnCs significantly impaired the activities of these macrophages (Supplementary Fig. 19h, i). Overall, both chemical and genetic interference with the PGAM1-Chk1 axis alleviated pulmonary fibrosis in vivo, which is an aging-related disease.

## Discussion

Our study revealed that aberrant glycolytic profiles resulting from increased PGAM1-Chk1 interaction occur in senescent cells, as in cancer cells.^23^ Posttranscriptional activation of HIF-2α supported enhanced glycolysis in SnCs, whose lactate byproduct also restored the PGAM1-Chk1 interaction. Strikingly, interference with PGAM1-Chk1 binding by Nutlin 3b essentially eliminated glycolytic SnCs but not nonsenescent controls (Fig. 7l). Nutlin 3b effectively alleviated in vivo functional declines in the aged liver, kidney, and lung, indicating the accumulation of FOXM1, a downstream module of HIF-2α involved in senescence. Consistently, chemical inhibition or genetic manipulation of PGAM1-Chk1 binding mitigated lung fibrosis, indicating that PGAM1-Chk1 interference is a promising senolytic for relevant disorders in aging.

The antiapoptotic properties of SnCs are regulated by several factors, including NF-κB,^48^ epigenetics,^19^ and the membranous apparatus.^49^ In addition, abnormal protein‒protein interactions (e.g., FOXO‒p53 binding)^50^ or contacts^51^ are also observed in SnCs, which we designate aberrant protein‒protein interactions in senescence (APIS). Here, we identified the enhanced PGAM1-Chk1 interaction as APIS. Several lines of evidence suggest that metabolic shifts in surviving SnCs can be attributed in part to adaptive responses due to DNA damage, exposure to proteotoxic stress caused by the SASP or dysregulated metabolism.^15,16^ Here, we elucidated the mechanism by which the PGAM1-Chk1 interaction enhances glycolysis during senescence. As enhanced glycolysis supports DNA integrity and repair,^26^ glycolytic inhibition by Nutlin 3b augments DNA damage in SnCs due to a decrease in PPP metabolites, which are essential substrates for the generation of nucleotide pools,^28^ and the suppression of the expression of DNA repair machinery, which is regulated by FOXM1. Interestingly, some senolytic drugs, e.g., ARV825 (an epigenetic modulator), also induce severe and lethal DNA damage in SnCs.^19^ These findings underscore the importance of enhanced glycolysis in senescence for the maintenance of DNA integrity, which is significantly impaired by Nutlin 3b.

Our findings strongly support the idea that the increase in PGAM1-Chk1 binding represents a potential pathological state of SnC accumulation. Similarly, Nutlin 3b, a PGAM1-Chk1 interference agent, improved several in vivo health parameters in aged mice, including chronic inflammation in tissues and biomarkers for frailty, similar to other senolytic drugs.^7^ In addition, Nutlin 3b partially decreased the blood levels of lactate, a byproduct of glycolysis, but not the fasting glucose levels in aged mice. Increased lactate is clinically viewed as a mortality indicator, mainly in patients with acute illness,^52^ who suffer from both hypoxic and pseudohypoxic conditions with activation of HIF-1α, a key factor in acute responses.^53^ Our study suggests that lactate is a mediator of senescence signaling. Lactate-GPR81 signaling is increased in SnCs, leading to the activation of RSK1 kinase to maintain PGAM1-Chk1 binding. While SASP factors include several senescence-associated metabolites, e.g., prostaglandins, lactate could be added to the list, which is supported by the recent concept that the establishment phase of senescence is affected by temporospatial factors and nonautonomous cellular mechanisms.^54^ Nutlin-3b could be effective as a senomorphic agent, partly because of the attenuation of lactate senescence signaling, and as a senolytic.

In addition to several resilience activities, responses to acute or intermittent hypoxia reportedly play protective roles in damaged or injured organs by restraining inflammation, promoting barrier functions, and enhancing tissue resilience,^55,56^ whereas chronic hypoxic stress exacerbates diseased and inflammatory states, e.g., increasing NF-κB.^55^ It has been controversial whether HIF-1α, a responder to acute hypoxia,^53^ mediates its positive or negative effect on aging,^57^ as either the ectopic expression or inactivation of HIF-1α extends the organismal lifespan of experimental models, such as *C*. elegans. Here, we demonstrated that senescence-induced stress activates the PGAM1-Chk1 interaction, resulting in the activation of HIF-2α (a homolog of HIF-1α) and increased glycolysis. Consistent with the notion that proteolytic responses are disorganized in SnCs, known as senescence-associated protein degradation (SAPD),^58^ senescence-inducing stress and lactate signaling stabilize HIF-2α to restore glycolytic features. Interestingly, recent studies suggest that HIF-2α plays opposing roles against HIF-1α in the pathogenesis of several diseases in the lung, kidney and other organs, as HIF-2α inactivation alleviates relevant symptoms and diseases.^59,60^ However, as *HIF-2α*^−/−^ mice display a progeroid-like phenotype,^61^ direct targeting of HIF-2α should be carefully designed, regarding with its timing, tissue context and relevant dysfunctions.

Another outcome of HIF-2α accumulation in SnCs is the activation of FOXM1. Among members of the FOX transcriptional family, FOXO proteins are strongly implicated in aging, although FOXM1, an antagonist of FOXOs, is reported to serve as a master driver of the cell cycle and cell proliferation.^42^ While constitutively FOXM1-expressing mice exhibit a cancer-prone phenotype,^40^ unbiased screening via genome-wide CRISPR-Cas9 identified FOXM1 as an apoptosis driver under the inhibition of Chk1,^62^ indicating its double-edged sword behavior in cancers. However, it is unclear why and how FOXM1 is required for the survival capacity of SnCs. Our findings indicate that FOXM1 dictates the ability of SnCs to survive by functioning in multiple ways, as a suppressor of the proapoptotic BH protein BIM, as an inducer of antiapoptotic Survivin, and as an enhancer of the DNA repair machinery. Thus, the combination of high glycolysis and FOXM1 activation restored the survival capacity of SnCs. As cellular fates for survival are largely based on the balance between proapoptotic and antiapoptotic factors, it is possible that the enhanced proapoptotic responses induced by Nutlin 3b might synergistically function with the suppression of antiapoptotic factors, e.g., ABT263 or dasatinib plus quercetin (D + Q), to induce senolysis. A recent study suggested that preserved endothelial functions are crucial for restoring the health of mice after senolytic treatment, e.g. D + Q.^63^ The distinct senolytic role of Nutlin 3b among several cell types, which is effective against senescent fibroblasts and macrophages, suggests its expected clinical potential, in addition to the results of long-term toxicity assessment of Nutlin 3b.

While senotherapy targets the molecular mechanisms by which aging per se reinforces the risk of developing aging-relevant diseases, its efficiency via chemical or genetic manipulation varies greatly among different tissues.^17^ Accordingly, the clinical application of senolysis should be carefully designed on the basis of the target profiles in aged organs. FOXM1 mRNA levels peak in the embryonic stage, followed by its gradual decline in many tissues tested until middle age, which is consistent with the notion that FOXM1 drives the cell cycle and proliferation.^42^ Nevertheless, in aged mice (90 wks), several organs (liver, lung, and kidney), but not others (WAT, heart and brain), presented increased FOXM1 expression compared with that in young or middle-aged mice. Interestingly, in vivo chronic stress caused by mild hypoxia enhances glycolysis to meet high energy demands, not in every organ but in distinct tissues, including the liver, lung, and kidney.^64^ It is possible that such organs vulnerable to energy adjustment under chronic stress are also sensitive to the accumulation of glycolytic SnCs in aged mice, which are exposed to chronic pseudohypoxic stress.^15^ Notably, the upregulation of FOXM1 in aged liver, lung and kidney tissues is efficiently suppressed by Nutlin 3b, which is consistent with the observations that APIS is a potential target for senotherapy.^50^ As senolysis alleviates aging-related dysfunctions in a tissue context-dependent manner,^17^ senolytic Nutlin 3b could be more effective for aged tissues that display increased activity of FOXM1. Dysregulated expression of FOXM1 is implicated not only in cancers but also in several aging-related diseases,^65^ e.g., pulmonary fibrosis, a disease with upregulated FOXM1,^46^ is mitigated by chemical or genetic inhibition of PGAM1-Chk1 binding. Collectively, the metabolic adaptation of SnCs into the glycolytic state is intriguingly coupled with their aberrant survival capacity and renders these SnCs susceptible to apoptotic stimuli caused by Nutlin 3b, an inhibitor of APIS.

Several limitations of the present study should be noted. First, the following “enzymatic” roles of glycolytic PGAM have been reported: tumorigenesis, immune response, stem cell or tissue repair, senescence and others.^10^ In contrast to the dynamic complexity of enzymatic PGAM, we revealed the impact of the “nonenzymatic” role of PGAM in senescence, as its enzymatic activity is not affected by Nutlin 3a or 3b, which interferes with PGAM-Chk1 binding. Thus, it remains to be clarified whether the modulation of “enzymatic” PGAM activity is effective for senotherapy. Second, recent studies reported that the periodic activation of transcriptional programs beginning in the very early life stage, including FOXM1 or Yamanaka factors, extends organismal lifespans.^66,67^ Thus, fine-tuning FOXM1 affects organismal health and aging. We observed the senolytic effect of the FoxM1 inhibitor thiostrepton on bleomycin-induced lung fibrosis in mice. However, the effects of FoxM1 inhibitors on aging or other aging-related diseases are still not fully understood. Third, the different therapeutic effects of two optical isomers, Nutlin 3a and 3b, are not exceptional and potentially important for clinical application, as reported previously.^68–71^ However, future clinical trials remain challenging, as our study on Nutlin 3b is limited to mouse models.

## Materials and methods

### Cell culture

Normal human fibroblasts IMR90 and MCR5 were obtained from the JCRB Cell Bank and ATCC, respectively. The PLAT-A packaging cell line was a kind gift from Dr. Toshio Kitamura (University of Tokyo). The non-small cell lung cancer cell line H1299 and the human vascular endothelial cell line EA-hy926 were obtained from ATCC. Human umbilical vein endothelial cells (HUVECs) were acquired from RIKEN BRC (RCB5489: HUE102). MCR5-ER:Ras, H1299, EA-hy926 and PLAT-A cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS). IMR90 cells were cultured in MEM supplemented with 10% FBS. HUVECs were cultured in complete medium (MCDB131 (Thermo Fisher), 20 mM HEPES buffer, 10 U/ml heparin, and 30 µg/ml ECGS (Corning)) supplemented with 10% FBS. All the cell lines used in this study were confirmed to be mycoplasma negative.

### Preparation of senescent cells (SnCs)

For preparation of oncogene-induced, senescent MRC5-ER:Ras cells, MCR5-ER: Ras cells were treated with 20 nM 4-hydroxytamoxifen (4-OHT) for 16 days. For preparation of oncogene-induced senescent IMR90 cells (OIS), empty or oncogenic H-Ras G12V was introduced into IMR90 cells with a retroviral vector (pBabepuro). After retroviral infection, cells were selected with 1 μg/mL puromycin. For preparation of DNA damage-induced senescence, IMR90 cells and human vascular endothelial cells (EA.hy926 and HUVEC) were treated with 100 μM Etoposide for 48 h, and then media were changed and cells were cultured under non-stressful conditions. Senescence induction was confirmed with SA-β-gal staining or decreased expression of Lamin B1 protein. IMR90 Cells were irradiated at dose of 10 Gy by Cs-137 Gammacell 40 Exactor (Best Theratronics Ltd., Canada) for senescence-induction. IMR90 cells were continuously cultured until they reach replicative senescence, as reported previously.^72^ Premature Senescence was provoked by inactivation of PGAM1 or Chk1, as previously reported.^22,73^ For collection of primary mice macrophage cells, three mL of 4% thioglycollate (BD) was injected intraperitoneally into 12-weeks old male C57BL/6 mice. Four days later, mice were euthanized and peritoneal macrophages (PMs) were harvested by lavaging the peritoneal cavity with 10 mL of ice-cold PBS. Isolated PMs were counted, resuspended in fresh medium, and used for subsequent experiments. For the culture of PMs, PMs were seeded at one million cells/mL in RPMI medium (Nakalai) supplied with 10% FBS, 1% of penicillin and gentamicin (Nakalai). Culture medium was changed every 2 days until they reached replicative senescence.

### Transfection and retroviral infection

Lipofectamine siRNA MAX (Invitrogen, USA) was utilized for siRNA transfection. siRNAs used in this study are presented in Supplementary Table 3. Transfection of vectors was performed with Lipofectamine2000 (Invitrogen). Retrovirus was produced using the PLAT-A packaging cell line.^74^ IMR90 cells were co-incubated with retrovirus for infection. Infected IMR90 cells were treated with hygromycin (75 µg/mL), or puromycin (1 µg/mL) for drug selection of infected cells.

### Luciferase reporter assay

Luciferase reporter assays were performed using a Nano-Glo Dual-Luciferase Reporter assay system (Promega K. K.). NanoLuc plasmids (pNL1.2) containing the 5’ flanking region of the BIM sequence and pGL4.54[luc2/TK] plasmids, as an internal control, were co-transfected in SnCs. The luciferase signal was detected using a GloMAX Explorer (Promega K.K.). Luminescence of the NanoLuc signal was normalized using the Luc2 signal.

### Immunoblotting and immunoprecipitation

Protein lysates were prepared as previously described.^75^ Briefly, mouse tissue (liver and lung) or IMR90 cells were lysed in buffer containing 50 mM Tris–HCl (pH 7.5), 200 mM NaCl, 1 mM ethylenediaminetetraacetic acid (EDTA), 10% glycerol, 0.5% Triton-X100, 50 mM NaF, 1 mM dithiothreitol (DTT), 1 mM Na3VO4, 1 mM phenylmethanesulfonyl fluoride (PMSF), and a protease inhibitor cocktail (Sigma–Aldrich). BioMasher II (Nippi, Japan) was used to dissolve mouse tissue in buffer. Protein lysates were boiled in Laemmli sample buffer for denaturation. Equivalent amounts of protein were resolved by SDS-PAGE. Anti-human Chk1 (C9358, 1:3000) and anti-Actin (A4700, 1:1000) were purchased from Sigma–Aldrich. Anti-human HIF-2α (ab199, 1:500) anti-Lamin B1 (ab16048, 1:1000), anti-p21CIP1 (ab7960, 1:500), anti-Aldolase (ab169544, 1:1000), anti-PGK1 (ab38007, 1:1000), anti-ENO1 (ab155102, 1: 1000), anti-PGAM1 (ab129191, 1:1000), anti-mouse Chk1 (ab32531,1:1000) and anti-phospho-Chk1 (Ser280; ab59988, 1:1000) were from Abcam (Cambridge, UK). Anti-c-myc (9E10, 1: 200) and anti-p53 (DO-1, 1:1000) were from Santa Cruz Biotechnology (Dallas, TX). Anti-phosphor p53 (Ser15, #9284, 1:1000), anti-E2F1 (#3742, 1:1000), anti-FOXM1 (#20459, 1:500), anti-BIM (#2933, 1:500), anti-Cleaved Caspase 3 (#9664, 1:500), anti-RSK1 (#9355, 1:10000) and anti-phospho-RSK1 (Thr573, #9346, 1:1000), anti-IRF3 (#11904T,1:1000), anti-phospho-IRF3(Ser396, #4947T, 1:1000), anti-TBK1 (#3013S, 1:1000), anti-phospho-TBK1(Ser172, #5483S, 1:1000) were purchased from Cell Signaling Technology (Danvers, MA). Anti-GAPDH (MAB374, 1:3000) came from Merck Milipore (USA). Anti-p16Ink4a (No.11104, 1:500) was from Immuno-Biological Laboratories Co., Ltd (Japan). Anti-HIF-1α (NB100-105, 1:200) and anti-mouse HIF-2α (NB100-122, 1:200) were supplied by Novus Biologicals (CO, USA). Anti-mouse Chk1 (25887-1-AP, 1:1000) and anti-mouse FOXM1 (13147-1-AP, 1:1000) were purchased from Proteintech (USA). Anti-β-tublin (No.010-25043, 1:1000) was purchased from Wako (Japan). Anti-phospho-HIF-2α (Ser12) was generated in this study. Phosphopeptides (Cys-KKRSS(pS)ERRKE-OH) were subcutaneously injected with adjuvant into rabbits. After the fifth sensitization, whole blood was collected and phospho-antibodies were purified by affinity chromatography.

For immunoprecipitation assays, cell lysates were precipitated by the relevant antibody conjugated with protein G-agarose beads for 2 h. Beads were washed four times with lysis buffer, and boiled in 2x Laemmli sample buffer. Denatured immune complexes were resolved by SDS-PAGE. For detection of ubiquitinated HIF-2α proteins, a His-ubiquitin assay was performed as described previously.^75^

### SA-β-Gal staining of cultured cells and in vivo

SA-β-Gal staining was performed as previously described.^76^ Briefly, senescent or control cells were washed twice with ice-cold phosphate-buffered saline (PBS) and fixed with 2% formaldehyde and 0.2% glutaraldehyde in PBS buffer for 5 min at room temperature. Fixed cells were washed twice with PBS buffer, followed by incubation with SA-β-Gal staining solution (40 mM citric acid/Na phosphate buffer, 5 mM K_4_[Fe(CN)_6_]3H_2_O, 5 mM K_3_[Fe(CN)_6_], 150 mM NaCl, 2 mM MgCl_2_, 1 mg/mL X-gal, pH6.0) overnight at 37 °C.

SA-β-gal staining of lung tissue was performed as previously described.^77^ Tissue samples of mice lung were freshly harvested and embedded in OCT compound, then frozen at –80 °C. Sections were air-dried for 20 min and then fixed with 2% formaldehyde and 0.2% glutaraldehyde for 5 min at room temperature. After fixation, the sections were washed twice with PBS and then incubated with SA-β-gal staining solution at 37 °C overnight. Following incubation, the stained sections were imaged and mounted for further analysis. SA-β-gal staining of liver tissue was performed as previously described.^78^ Briefly, liver tissue was collected and embedded in OCT compound to prepare frozen blocks, and frozen sections were prepared. Sections were then cut at a thickness of 20 μm and fixed in 0.2% glutaraldehyde for 5 min. Frozen sections were stained by SA-β-gal staining solution at pH 4.0 for 2 h at 37 °C. The percentage of SA-β-gal–positive area was quantified using ImageJ (Fiji).

### RNA analysis

Total RNA was extracted with TRIzol (Invitrogen). For preparation of a cDNA pool, mRNA was reverse-transcribed using a ReverTra Ace qPCR RT kit (Toyobo, Japan). Real-time quantitative PCR was performed using Thunderbird SYBR qPCR mix (Toyobo). Amplification of DNA was detected with a Thermal Cycler Dice Real-Time system III (Takara Bio., Japan). Gene expression was normalized to *Rpl13a* mRNA levels and presented as values relative to controls. Primers used are shown in Supplementary Table 4.

### Detection of protein‒protein interactions in living cells

LgBiT-PGAM1- and Chk1-SmBiT-expressing vectors were introduced into MCR5-RasER, IMR90 or H1299 cells. NanoBiT signals were detected with a Nano-Glo Live Cell assay kit (Promega K.K.). The signal intensity was normalized to the cellular ATP content via a CellTiter-Glo kit (Promega K.K.).

### Measurement of glycolytic parameters

Glycolytic flux was measured as previously described.^23^ IMR90 cells were cultured in fresh MEM containing D-[3-^3^H] glucose. At 0 and 6 h, aliquots of medium were collected and deproteinated with perchloric acid. The supernatant was applied to a column filled with DOWEX 1×8 200–400 MESH Cl resin (Sigma–Aldrich). The amount of [^3^H] in the flow-through was measured with a liquid scintillation counter (LSC-6100, Hitachi Aloka Medical Ltd., Japan) as the metabolized glucose, and those counts were normalized to the protein content. Radioisotope experiments were performed at the Radioisotope Research Center of the Agency for Health, Safety & Environment, Kyoto University. The glucose and lactate concentrations in the culture media were determined via a glucose or lactate assay kit (BioVision), respectively. Glucose consumption or lactate production was normalized to the protein content of the corresponding cell lysate. 2NDBG was used for visualization of glucose uptake. Senescent or nonsenescent IMR90 cells were cultured in glass-bottom dishes (Matsunami, Japan). The cells were incubated in MEM containing 500 µM 2NDBG for 2 min. The glass-bottom dishes were washed twice with PBS, and the medium was then replaced with fresh MEM for observation.

### Microarray

For preparation of total RNA from culture cells, senescent IMR90 cells were prepared by ectopic expression of Ras G12V. After treatment with 40 µM Nutlin 3b or DMSO for 48 h, cells were collected for RNA isolation. For preparation of total RNA from mice tissues, liver, kidney, lung and WAT samples from 10 or 90 weeks-old mice were homogenized by bead crusher μT12 (Taitec Co., Ltd). Total RNA was prepared with an RNeasy kit (Qiagen, Germany). Using a Quick Amp Labeling Kit (Agilent, Santa Clara, CA), labeled cRNA was generated from total RNA. Microarray assays were performed with a SurePrint G3 Human Gene Expression 8×60k v3 microarray kit (Agilent, SUSA).

Enrichment Analysis was performed as described in the ChIP Atlas information (https://chip-atlas.org/).^79^ Among 29,451 ChIP datasets in NCBI, EBI and DDBJ, 25,112 with a threshold of significance (>500) were employed. In microarray analysis of senescent cells after Nutlin 3b treatment, 1168 genes were downregulated over 2-fold, compared to controls. Fold Enrichment in overlapping between ChIP datasets and Nutlin 3b targets are listed. Gene Set Enrichment Analysis (GSEA) was performed with software ver. 4.2.3. The microarray dataset was analyzed for deflection of the target genes of FOX family, obtained from the ChIP Atlas.

### Metabolomics analysis

For IMR90 cells, the medium was removed from culture dishes. A methanol solution was added and stirred. Milli-Q water containing 10 μM of the internal standard was added and centrifuged (2300 × *g*, 4 °C, 5 min). The extract was transferred to an ultrafiltration tube (Ultra Free MC PLHCC, HMT, Centrifugal Filter Unit 5 kDa) and centrifuged (9100 × *g*, 4 °C, 120 min). Cationic metabolites were measured with Agilent CE-TOFMS system (Agilent Technologies). Anionic metabolites were measured with Agilent CE system and Agilent 6460 TripleQuad LC/MS. The CE-TOFMS data were extracted automatically using MasterHands ver. 2.19. 0.2 (Keio University) For CE-QqQMS measurement data, automatic peak extraction was performed using MassHunter (MassHunter Quantitative Analysis B. 6.00 Agilent Technologies, Santa Clara, USA). In each software, the mass to charge ratio (m/z), migration time (migration time: MT) and peak area value were obtained as peak information. The obtained peak area values were converted to relative area values using the following equation. Relative area value = (Area value of the target peak/Area value of internal standard) × (1/protein content).

The detected peaks were checked and searched against substances registered in the HMT metabolite library based on the values of m/z and MT. The relative area values were converted to absolute quantification values using standards. For quantification, the peak area values corrected by internal standards were used, and the concentration was calculated by preparing a calibration curve consisting of three points for each metabolite.

### Mouse experiments

All the animal experiments were approved by the Animal Care and Use Committee of Kyoto University Graduate School of Medicine (ethical approval no. “Medkyo 25266” and approval for recombinant DNA experiment no. “220102”) and conducted in accordance with the institutional guidelines of Kyoto University and the national Guidelines for the Care and Use of Laboratory Animals published by the Ministry of Education, Culture, Sports, Science and Technology of Japan. All efforts were made to minimize animal suffering in accordance with Japanese government regulations, which comply with the International Guiding Principles for Biomedical Research Involving Animals by CIOMS-ICLAS. C57BL/6 mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA). For the intraperitoneal injection of Nutlin 3a or 3b into mice, Nutlin 3a or 3b was dissolved in a 1:1 mixture of PBS and polyethylane glycol 400 (PEG400). Twenty-month-old mice were intraperitoneally injected with 11.62 mg/kg Nutlin 3b every week for three months. One week after the 3-month treatment, the wire-hang test was performed. The mice were placed on a wire grid, and the grid was inverted. The grid was held 35 cm above the cage floor, and the holding time was measured. The wire-hang test was performed 3 times, and the average number of times was used for data analysis. After the wire-hang test, the mice were sacrificed for analysis.

### Generation of *Pagm1 W68A* knock-in mice

The W68A mutation of *Pgam1* gene was inserted into C57BL/6 mice using the CRISPR/Cas9 system. To achieve this, tracrRNA (5’-AGC AUA GCA AGU UAA AAU AAG GCU AGU CCG UUA UCA ACU UGA AAA AGU GGC ACC GAG UCG GUG CUU U-3’), ssODN (5’-AGA GAG CAA TCC GGA CCC TGG CGA CAG TCC TGG ATG CCA TTG A-3) and Streptococcus pyogenes Cas9 protein were transferred into fertilized eggs derived from C57BL/6 mice by electroporation. The genomic sequence in the *Pgam1* gene locus in F0 generation mice was analyzed by DNA sequencing to confirm that the tryptophan (TGG) at 68 to alanine (GCG) was substituted. To eliminate potential off-target mutations induced by the CRISPR/Cas9 system, the generated mice were backcrossed with C57BL/6 mice for at least 10 generations.

Genotyping was carried out according to the genomic PCR protocol. Specific primer sets were designed to differentiate between wild-type and *Pgam1 W68A* knock-in alleles. Primer sequences were as follows; for wild-type Fw 5’- CAC TGT GTG GGT TCT GGG G-3’, Re 5’-GGC ATC CAG GAC TGT CCA G -3’, and for W68A Fw 5’-CAC TGT GTG GGT TCT GGG G -3’, Re 5’-GGC ATC CAG GAC TGT CGC C -3’.

Mouse embryonic fibroblasts (MEFs) were prepared from 13.5-day embryos of wild-type or *Pgam1* ^*KI/KI*^ mice as described previously.^75^ After removing the head and blood organs, the embryo was placed in a plastic plate. Embryo was chopped up by surgical knife and dispersed in 0.1% trypsin. MEFs were cultured for two passages at 37 degree, and then utilized in the experiment.

### Bleomycin (BLM)-induced pulmonary fibrosis

In the bleomycin (BLM)-induced pulmonary fibrosis model, 11- to 12-weeks-old CD1 female mice were randomly assigned to either group, BLM or vehicle. BLM in PBS or PBS alone was administered intratracheally on day 0. In senolysis experiment, the drug, Nutlin 3b or 3a, was injected intraperitoneally four times per week starting on day 8 after BLM induction. Thiostrepton, a FoxM1 inhibitor, was dissolved in 20% N,N-dimethylacetamide, 75% PEG400 and 5% Tween 80, as described previously.^80^ Mice are intraperitoneally injected with thiostrepton at 20 mg/kg every other day since day 8 after BLM induction. On day 18, all mice were sacrificed, whose lungs were collected for pathological and RT-PCR analyses. Twenty weeks-old *Pgam1* ^*KI/KI*^ mice (C57BL6) were utilized for BLM-induced pulmonary fibrosis model.

### Immunohistochemical staining

For pathological analysis, a piece of liver, kidney and lung was fixed with 4% PFA for 2 days and then embedded in paraffin. Tissue sections were stained with hematoxylin-eosin staining. p21 in liver and lung were stained with anti-p21(Abcam, ab188224) and F4/80 in liver were stained with anti-F4/80 antibody (eBioscience, 14-4801) using ABC methods.^81^ F4/80, B220 and CD3 in lung were stained with anti-F4/80, anti-B220 (BD Pharmingen, 557390), and anti-CD3 antibody (Cell Signaling Technology, 99940). Colonies of immune cells with over 30 cell counts were evaluated.

### Statistical analysis

All data are expressed as the mean ± standard error of the mean (SEM). Comparisons between two independent groups were analyzed using unpaired Student’s two-tailed *t* tests. Comparisons between multiple groups were analyzed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test. The required sample size was determined in advance using a sample size calculation for comparing two means.^82^ Statistical analysis was performed using BellCurve (Social Survey Research Information Co., Ltd. Japan) or Excel.

## Supplementary information

Supplementary materials (Clean)

## Data Availability

The data generated in this study are available from the corresponding author upon reasonable request. The microarray data generated in this study have been deposited in the NCBI Gene Expression Omnibus repository under accession codes GSE217601 and GSE247440. The *Pgam1 W68A* mutant knock-in mice described in the paper are patent-pending (WO2024/135719), and a separate agreement may be required for provision.

# Supplementary material for: Abrogation of aberrant glycolytic interactions eliminates senescent cells and alleviates aging-related dysfunctions
**Source:** Signal Transduct Target Ther. 2025 Dec 15;10:402. doi: 10.1038/s41392-025-02502-6
**Supplement:** Supplementary file 1 — Supplementary materials (Clean)

Supplementary Materials for

Abrogation of aberrant glycolytic interactions eliminates senescent cells and alleviates aging-related dysfunctions

Takumi Mikawa, Masahiro Kameda, Sumiko Ikari, Eri Shibata, Shuyu Liu, Sawa Miyagawa, Koh Ono, Tomiko Ito, Akihiko Yoshizawa, Masataka Sugimoto, Shuichi Shibuya, Takahiko Shimizu, Julio Almunia, Noboru Ogiso, Gwladys Revêchon,　Alberta Palazzo, David Bernard, Hiroaki Kanda, Tomoyoshi Soga, Keiyo Takubo, Shin Morioka, Junko Sasaki, Takehiko Sasaki, Akihiro Itamoto, Takayuki Fujii, Hiroshi Seno, Nobuya Inagaki, and Hiroshi Kondoh

**This PDF file includes:**

Materials and Methods

Supplementary Figures. 1 to 19

Supplementary Tables 1 to 4

Raw data of Western blots

Materials and Methods

**Reagents**

Nutlin 3b and ABT-263 were obtained from Cayman Chemical (USA). Nutlin 3a, antimycin A, Rotenone, L-laclate, etoposide and 4-hydroxy tamoxifen (4-OHT) were purchased from Sigma–Aldrich (USA). MG132 was purchased from Peptide Institute, Inc. (Japan). 2-deoxy glucose was purchased from Nacalai Tesque (Japan). 2-deoxy-2-[(7-nitro-2,1,3-benzoxadiazol-4-yl) amino]-D-glucose (2NBDG) was purchased from DOJINDO Laboratories (Japan). BI D1870, Q-VD-Oph and necrostatin were obtained from Selleck Chemicals (USA). ADZ0095 and BPTES as inhibitor for MCT4 and GLS1 were obtained from Selleck Chemicals and Sigma–Aldrich, respectively. Polyinosinic:polycytidylic acid (Poly I:C) was purchased from Sigma–Aldrich. Thiostrepton were obtained from Cayman Chemical Company (USA). Recombinant human IL6, IL1b, and TNFα was purchased from Proteintech Group Inc, (USA). Recombinant CCL2, CXCL12, and OPG were purchased from PeproTech (USA). Recombinant IGFBP 1, 2 and 5 were purchased from Abcam. Recombinant IGFBP3, 4, 6 and AREG were purchased from R&D systems (USA).

**Plasmid DNA**

NanoBiT vectors were generated using the Flexi Vector System (Promega K.K., Japan). In brief, human *PGAM1* or *Chk1* cDNAs were subcloned into pF4A plasmids. Subsequently, the PGAM1 or Chk1 gene was subcloned into N-terminal LgBiT-tagging plasmids (pFN33K) or C-terminal SmBiT-tagging plasmids (pFN36K), respectively. Finally, LgBiT-PGAM1 and Chk1-SmBiT were subcloned into pHygro MarxIV vectors. Mutated versions of Chk1 (S280A, S280D) were generated by PCR-based mutagenesis. pLNCX2 ER:ras was a gift from Masashi Narita (Addgene plasmid # 67844 ; http://n2t.net/addgene:67844 ; RRID:Addgene_67844) ^S1^. HA-HIF2α WT-pBabe-Puro and HA-HIF2α-pcDNA3 was a gift from William Kaelin (Addgene plasmid #18950; http://n2t.net/addgene:18950; RRID:Addgene_18950, Addgene plasmid #26055; http://n2t.net/addgene:26055; RRID:Addgene_26055) ^S2^. HA-HIF2α (S12A and S19A) mutants were generated by PCR-based mutagenesis. The pBabe-puro-Ras G12V plasmid was a gift from Dr. Kayoko Maehara (Kio University, Nara, Japan). pcDNA3-HA-p53, CMV-HA-Mdm2 and CMV-His-Ub vectors have been described previously ^75^. For luciferase reporter assay, several 5’ flanking region of the BIM sequence, distal1 (-5197 ~-4397 bp), distal2 (-2563~-1560 bp) and proximal one (-925~-1bp) or a series of deletion mutant of proximal region were generated by artificial gene synthesis. These fragments were subcloned into in NanoLuc plasmids (pNL1.2).

**Co-culture assay between macrophages and senescent fibroblasts**

For co-culture assay, transwell cell migration plate with 8um pore (Corning) was used. Replicative senescent or non-senescent MEFs at 0.1 million cells / mL were seeded on the bottom of the lower well, while 1 million cells / mL of isolated peritoneal macrophages (PMs) or Raw264.7 cells were seeded in the upper chamber. Cells were cultured in DMEM for 20 hours and macrophages migrated through the membrane were stained with Crystal violet (Sigma). Positive staining cells were counted under a microscope. Raw264.7 cells were obtained from ECACC (91062702）.

**Chromatin immunoprecipitation (ChIP)-qPCR assay**

Chromatin immunoprecipitation (ChIP) was performed using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technology, #9003) according to the manufacturer’s instructions. Briefly, RasG12V-induced senescent or non-senescent IMR90 cells were fixed by 1% formaldehyde for 10 min. After fixation, cells were harvested using a cell scraper and processed to isolate nuclei following the manufacturer’s protocol. The isolated nuclei were treated with micrococcal nuclease to fragment the chromatin, followed by sonication to disrupt the nuclear membrane. The resulting chromatin was immunoprecipitated using 5μg anti-HIF2 antibody (NOVUS, NB100-122) or normal rabbit IgG (CST, #2729P). DNA was purified and analyzed by quantitative PCR. Primers targeting the FOXM1 promoter region were designed based on a previous report ^S3^. FOXM1 Promoter 1; fwd 5’- AGC AGA CGA TCG TTC ACT GT -3’, Rev 5’- TCC CCT TTT CAA AGC TCG GC -3’. FOXM1 Promoter 2; fwd 5’- GGC CCT TGG TCA GGG AAT AG -3’, Rev 5’- TTG ATG GTG GGT TGG ATG GG-3’. Actin promoter; fwd 5’- AGC GCG GCT ACA GCT TCA -3’, Rev 5’- CGT AGC ACA GCT TCT CCT TAA TGT-3’.

**LC-MS/MS Analysis of Nutlin 3b**

For preparation of plasma samples, mouse plasma (10 µL) was mixed with 990 µL of methanol, vortexed, and centrifuged at 10,000 × g for 10 min at 4 °C. An aliquot of 100 µL of the supernatant was transferred to a glass tube and spiked with 10 pmol of ketoconazole as an internal standard. Subsequently, 250 µL of methanol and 800 µL of chloroform were added, followed by vortexing. After the addition of 400 µL of ultrapure water and 50 µL of 1 M sodium chloride, the mixture was vortexed for 2 min and centrifuged at 1,200 × g for 4 min at room temperature. The lower organic phase was collected, evaporated under a nitrogen stream, and reconstituted in 75 µL of methanol and 25 µL of ultrapure water. A 10 µL aliquot was injected into the LC-MS/MS system. For preparation of tissue samples (liver and brain), tissue samples (10 mg) were homogenized in 100 µL of chloroform/methanol (1:1, v/v) using a BioMasher II homogenizer (Nippi, Japan). The homogenate was mixed with 900 µL of chloroform/methanol (1:1, v/v), vortexed, and centrifuged at 10,000 × g for 10 min at 4 °C. A 100 µL aliquot of the supernatant was transferred to a 1.5 mL tube and diluted with 900 µL of methanol. From this, 100 µL was transferred to a glass tube, spiked with 10 pmol of ketoconazole, and processed identically to plasma samples. Ketoconazole was purchased from Selleck Biotechnology (Japan). Methanol, chloroform, ultrapure water, acetonitrile, 1 M sodium chloride solution, and 1 M ammonium acetate solution were obtained from Fujifilm Wako Pure Chemical (Japan).

Quantification of Nutlin 3b was performed using reverse-phase liquid chromatography coupled to tandem mass spectrometry (LC-MS/MS), based on a previously published method ^S4^ with minor modifications. The LC-MS/MS system consisted of a QTRAP 5500 mass spectrometer (AB SCIEX, USA) interfaced with a Nexera X2 HPLC system (Shimadzu, Japan) and an HTC PAL autosampler (CTC Analytics, Switzerland). Chromatographic separation was performed using a COSMOCORE 2.6C18 column (2.1 × 150 mm, 2.6 µm; Nacalai Tesque, Japan), maintained at 60 °C. The mobile phase consisted of: Mobile phase A: isopropanol/acetonitrile/1 M ammonium acetate (160:40:1, v/v/v), Mobile phase B: acetonitrile/ultrapure water/1 M ammonium acetate (160:40:1, v/v/v). The gradient program was as follows: 0–1 min: 30% A / 70% B, 1–3 min: linear gradient to 90% A / 10% B, 3–7.5 min: held at 90% A / 10% B, 7.5–12 min: re-equilibrated to 30% A / 70% B. Detection was carried out in positive ion mode using multiple reaction monitoring (MRM). The MRM transitions were: Nutlin 3b: m/z 581.164 → 99.064 (collision energy: 85 V), Ketoconazole (internal standard): m/z 531.149 → 82.053 (collision energy: 89 V).

The drug half-life was calculated using the exponential decay model, C(t)=C_0_ e^−^*^k^*^t^ , where *C_0_* is the initial concentration, *k* is the elimination rate constant, and *t* is time.

**Toxicity assessment in mice**

For short-term toxicity assessment of drugs, young C57BL/6 mice at 10 weeks old were intraperitoneally injected once at 50, 100, or 200mg/kg of Nutlin 3a or 3b. After the injection of drugs at 100mg or 200mg/kg, the survival, body weights, and blood parameters of mice were evaluated within 24 hours. After one-shot injection of Nutlin 3b at 50 or 100mg/kg into mice, seven days follow-up were performed for measurement of body weights and blood parameters. Blood parameters were analysed by Fuji DRI-CHEM NX700i (Fuji Film, Japan). For long-term toxicity assessment, Nutlin 3b at 11.62 mg/kg was intraperitoneally injected into young C57BL/6 mice at 10 weeks old every week for three months. Each group comprises six mice (female n=3 and male n=3). Complete blood counts were obtained by collecting blood from the retro-orbital sinus of mice using EDTA-2K–treated capillary tubes, and measurements were performed with a PCE-310 hematology analyzer. Blood parameters test, histopathological and RT-PCR analysis of tissues were performed at the end of the study.

**ELISA assay**

The SASP concentration of the culture medium was measured using an AuthentiKine IL6 or IL1 ELISA assay kit (Proteintech Group Inc). In brief, appropriately diluted medium was added to plates precoated with capture antibodies. Then biotin-labeled IL6 or IL1b antibodies were reacted to target proteins, and streptavidin-HRP was attached to biotin. TMB was used as the HRP substrate for colorimetric determination.

[**Immunofluorescent staining**](https://lsd-project.jp/weblsd/c/begin/immunofluorescent%20staining)

Immunofluorescent staining of γH2AX was described previously ^75^. Briefly, IMR90 cells were treated with 40 μM Nutlin 3a or Nutlin 3b for 72 h. Pre-permeabilised cells were fixed with 3.7% paraformaldehyde. After permeabilization of cell membranes, cells were treated with blocking buffer (0.1% skim milk, 0.1% BSA in PBS) and primary antibody (anti-γ-H2AX phospho-Ser139 antibody). Subsequently, cells were treated with secondary antibody solution (Alexa Fluor 555). Nuclei were stained with DAPI. Images were recorded using a fluorescence microscope (IX-73, Olympus, Japan).

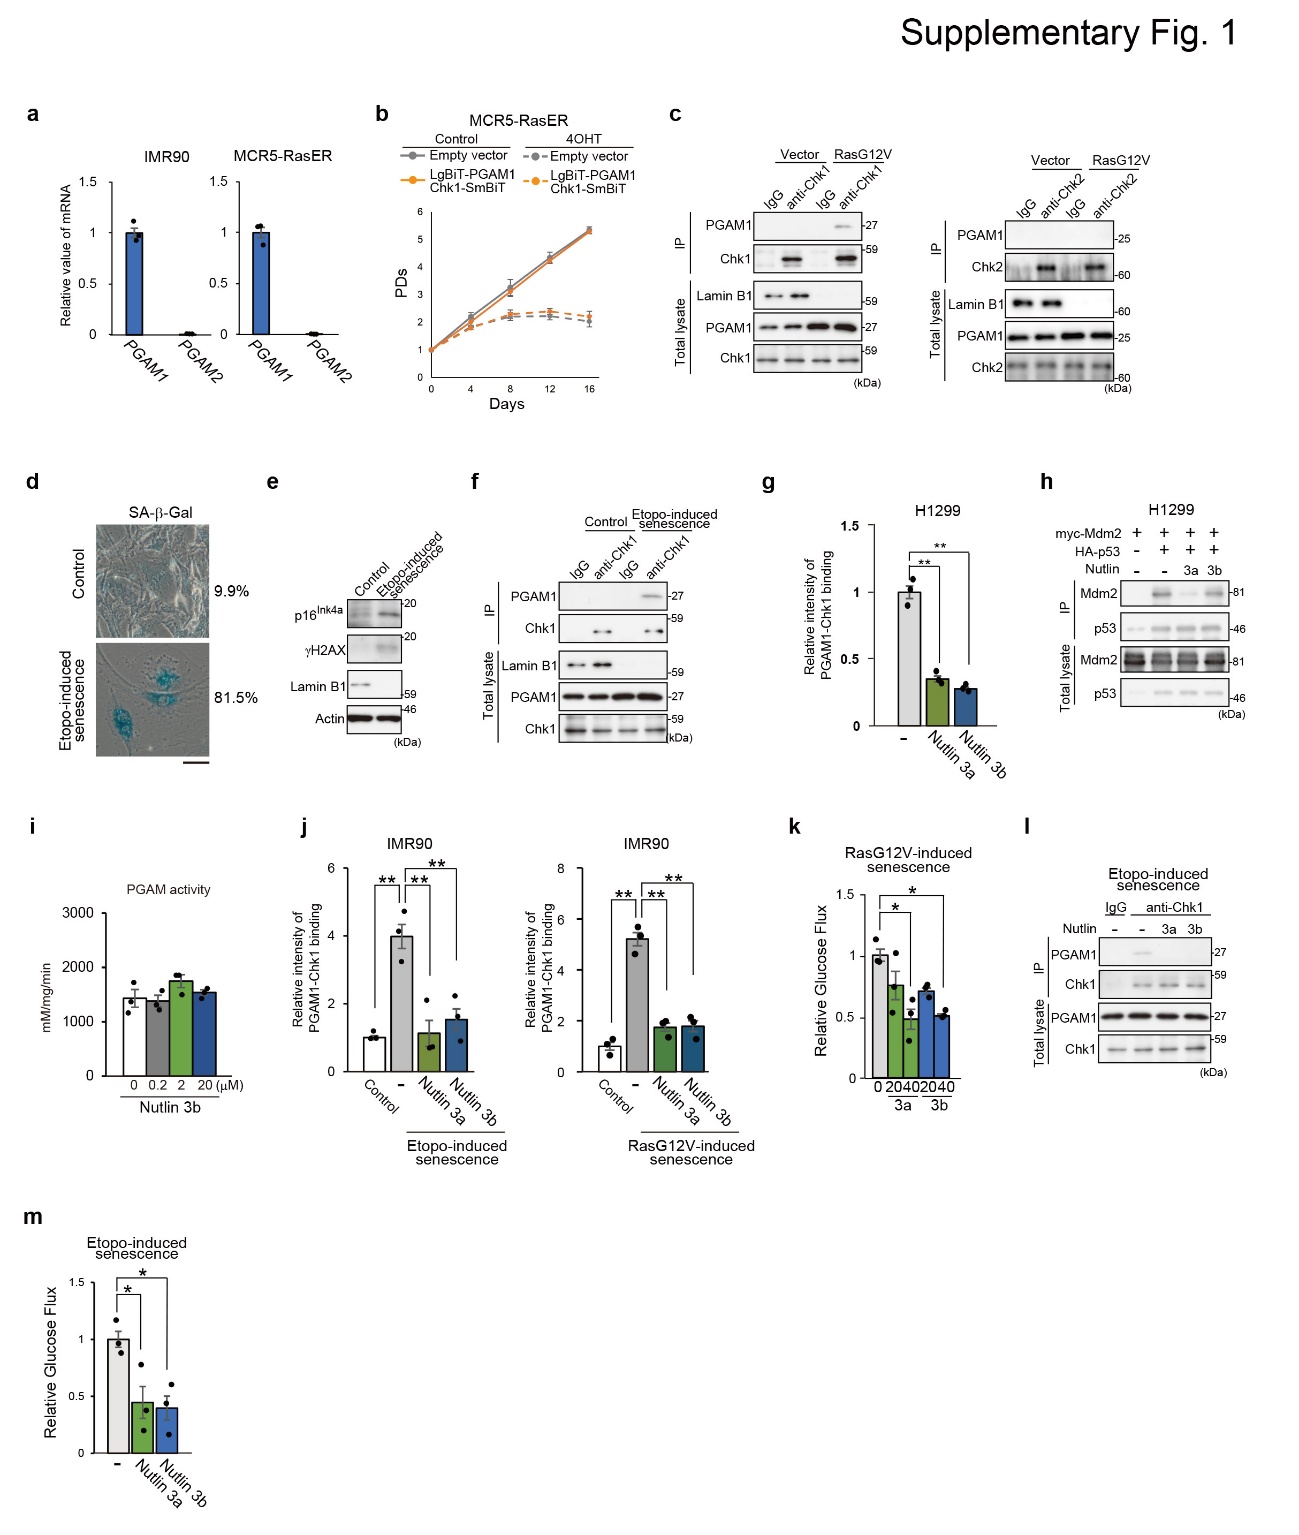

**Supplementary Figure 1. PGAM1-Chk1 interaction in senescent human primary fibroblasts and lung cancer cells (Relevant to Figure 1).**

**a.** Expression profiles for PGAM1 and 2 in human fibroblasts, IMR90 (left panel) and MCR5-RasER (right). Relative values for indicated mRNAs evaluated by RT-PCR are shown after normalization against *RPL13a* mRNA levels (n=3, biological replicates). **b.** Growth curves of MCR5-RasER cells with or without LgBiT-tagged PGAM1 and SmBiT-tagged Chk1. With or without tamoxifen treatment, proliferative potentials are shown as numbers of population doublings (n=3, biological replicates). **c.** Immunoprecipitation assay for endogenous PGAM1 and Chk1 or Chk2 proteins (left and right panels, respectively) in Ras G12V-expressing senescent cells (SnCs). Senescent and non-senescent cells were prepared by retroviral infection with Ras G12V expression vectors or empty vectors, respectively. Lysates of collected cells were immunoprecipitated with anti-Chk1 or anti-Chk2 antibody, followed by western blotting using anti-PGAM1 antibody. (**d.-f.**) IMR90 cells, human primary fibroblasts, were exposed to DNA-damaging etoposide (100 μM) for 2 days, followed by stress-induced senescence. Senescent features were evaluated. Percentages of SA-β GAL staining (**d.**) and protein levels of p16^Ink4a^, Lamin B1, and γH2AX (**e.**) were shown. Bar indicates 100 μm. **f.** Immunoprecipitation assay for endogenous PGAM1 and Chk1 proteins in etoposide-induced SnCs. Senescent and control cells were collected after 6h treatment with MG132. Lysates were immunoprecipitated with anti-Chk1 antibody. (**g. and h.**) Effects of Nutlin 3a and 3b in H1299 lung cancer cell lines. **g.** NanoBiT assay to detect PGAM1-Chk1 binding in cancer cells. LgBiT-PGAM1 and Chk1-SmBiT were retrovirally introduced into H1299 lung cancer cells. After 48 h treatment with Nutlin 3a or 3b, cells were collected for NanoBiT assay (n=3, biological replicates). **h.** Effect of Nutlin 3a and 3b on p53-Mdm2 interaction. Immunoprecipitation was performed to detect p53-Mdm2 interaction in H1299 cancer cells. HA-p53 and myc-Mdm2 were introduced into H1299 cells. After 48 h of treatment with Nutlin 3a or 3b, cells were collected for immunoprecipitation assay. **i.** PGAM enzymatic activity in the presence of Nutlin 3b. Recommbinant PGAM1 proteins were applied for its enzymatic assay in the presence of Nutlin 3b at the indicated dosages. **j.** NanoBiT assay between PGAM and Chk1 in SnCs during Nutlin-3a and -3b treatment. IMR90 cells expressing PGAM-Chk1-NanoBiT were prepared, which were treated with etoposide (left panel) or with oncogenic stress (right) to induce premature senescence. PGAM-Chk1-NanoBiT was evaluated in these SnCs after treatment with Nutlin-3a or -3b. **k.** Glucose flux was measured in oncogene-induced senescent IMR90 cells with or without Nutlin 3a or 3b treatment (n=3, biological replicates). (**l. and m.**) Effects of Nutlin 3a and 3b in Etoposide-induced senescent IMR90 cells. **l.** Effects of Nutlin 3a and 3b on PGAM1-Chk1 interaction in Etoposide-induced senescence. Stress-induced senescent IMR90 cells were treated with Nutlin 3a or 3b for 48 h. Interactions between endogenous PGAM1 and Chk1 proteins were evaluated by immunoprecipitation assay. **m**. Glucose flux was measured in Etoposide-induced SnCs with or without Nutlin 3a or 3b treatment (n=3, biological replicates). Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined by one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
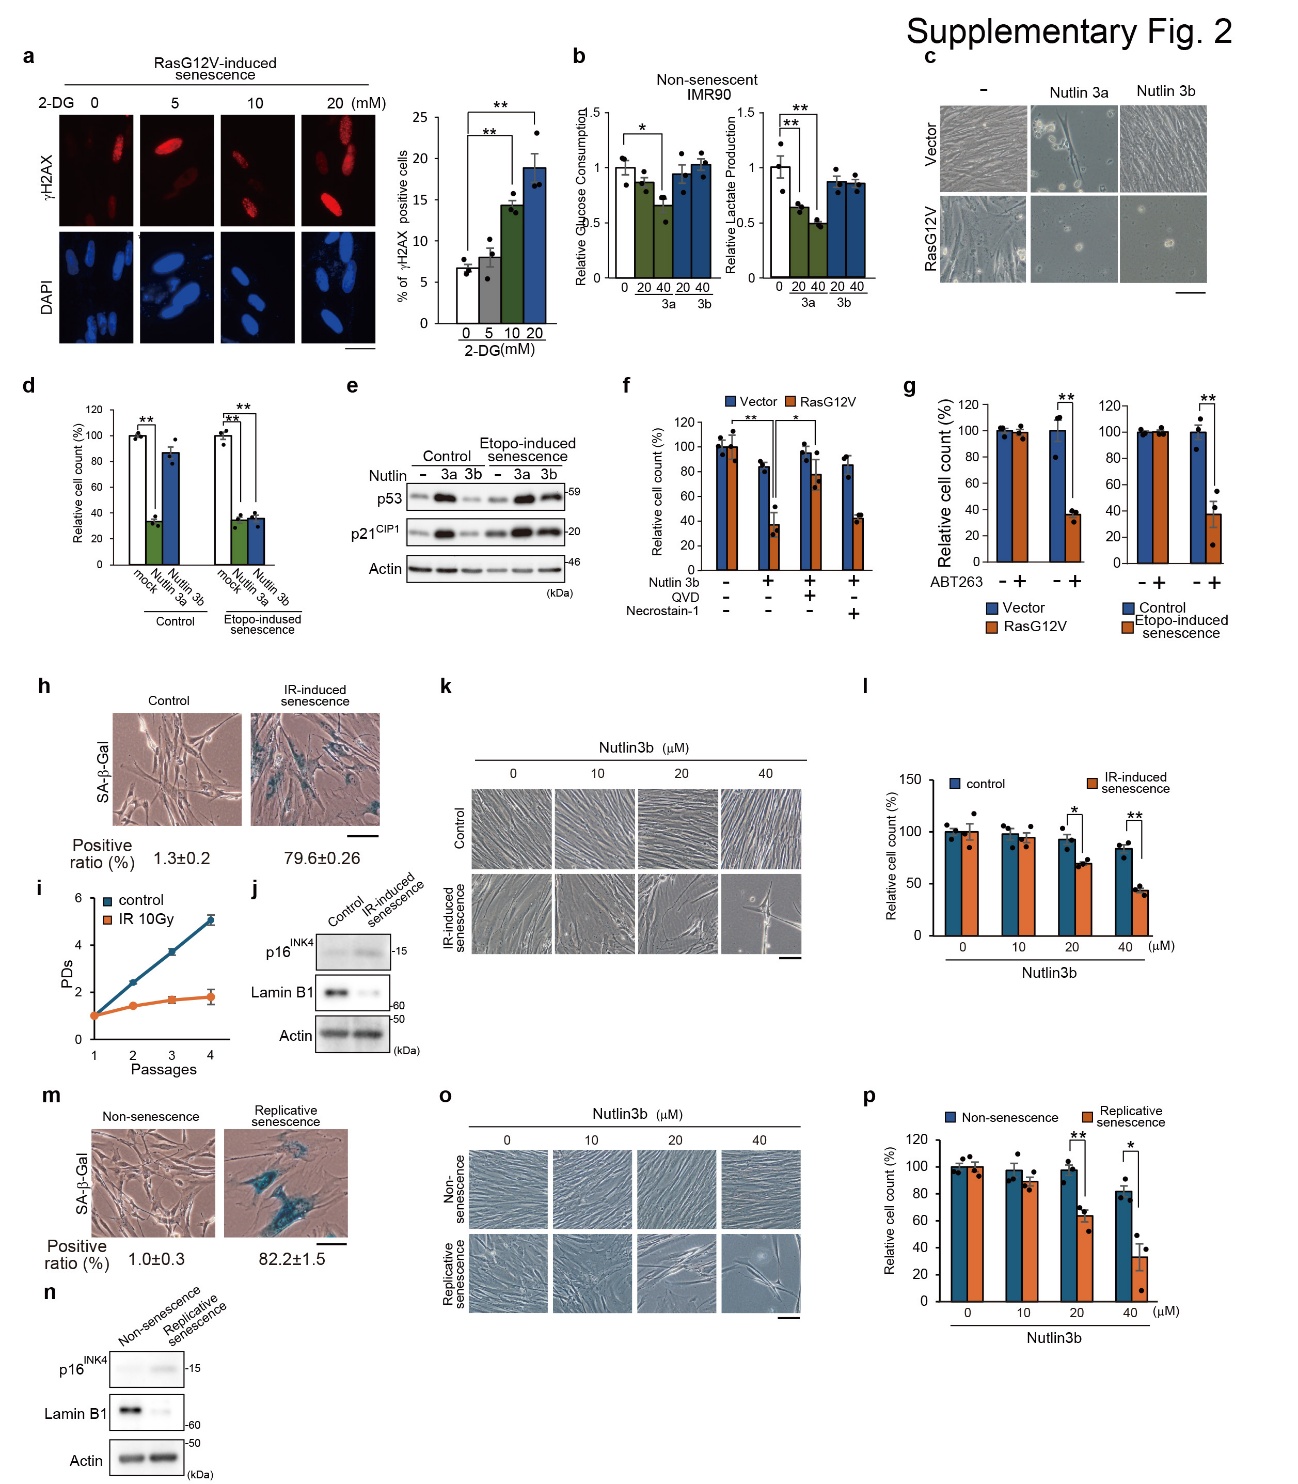
**

**Supplementary Figure 2. Senolytic effects of Nutlin 3b (Relevant to Figure 2).**

**a.** Detection of phosphorylated γH2AX at Ser-139 as a DNA damage marker. Ras G12 V-induced senescent cells were treated with 2DG. γH2AX-positive cells were counted in indicated cells (right panel). Bar indicates 20 μm. Data are representative of two independent experiments. **b.** Glucose consumption and lactate production were evaluated in non-senescent control cells with Nutlin 3a (green) or 3b (blue) treatment (n=3 biological replicates). **c.** Representative pictures of indicated cells with 40 μM Nutlin 3a, or 3b. Bar indicates 100 μm. **(d. e.)** The effect of Nutlin 3a and 3b against human primary fibroblasts during DNA-damage induced senescence. Senescent and non-senescent cells were prepared with or without etoposide treatment. These cells were exposed to Nutlin 3a or 3b for 96 h. **d.** Cell survival was assessed in indicated cells (green; Nutlin 3a, blue; Nutlin 3b) (n=3, biological replicates). **e.** p53 and p21 ^CIP1^ levels are shown in indicated cells with Nutlin 3a or 3b treatment. Data are representative of two independent experiments. **f.** Apoptosis inhibitor alleviates senolysis induced by Nutlin 3b. QVD; an inhibitor of apoptosis, Necrostatin-1; an inhibitor of necrosis (n=3, biological replicates). **g.** Senolytic effect of ABT263 on senescent cells by OIS (left panel) or by DNA damage (right panel). (**h.**-**l.**) The effect of Nutlin 3b on irradiation (IR)-induced senescence. IR-induced SnCs and non-senescent control cells were prepared. Cells were treated with Nutlin 3b. **h.** Representative pictures of SA-β-Gal staining. Averages of positivity of SA-β-Gal staining are shown. **i.** Growth curves of IR-induced SnCs. **j.** Western blotting for p16^Ink4a^ and lamin B1. **k.** Representative pictures of cells after Nutlin 3b treatment. **l.** Relative cell counts under indicated concentrations of Nutlin 3b. (**m.**-**p.**) The effect of Nutlin 3b on replicative senescence. **m.** Representative pictures of SA-β-Gal staining. Averages of positivity of SA-β-Gal staining are shown. **n.** Western blotting for p16^Ink4a^ and lamin B1. **o.** Representative pictures of cells after Nutlin 3b treatment. **p.** Relative cell counts under indicated concentrations of Nutlin 3b. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined by unpaired Student’s two-tailed t-tests (g. and i.) or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
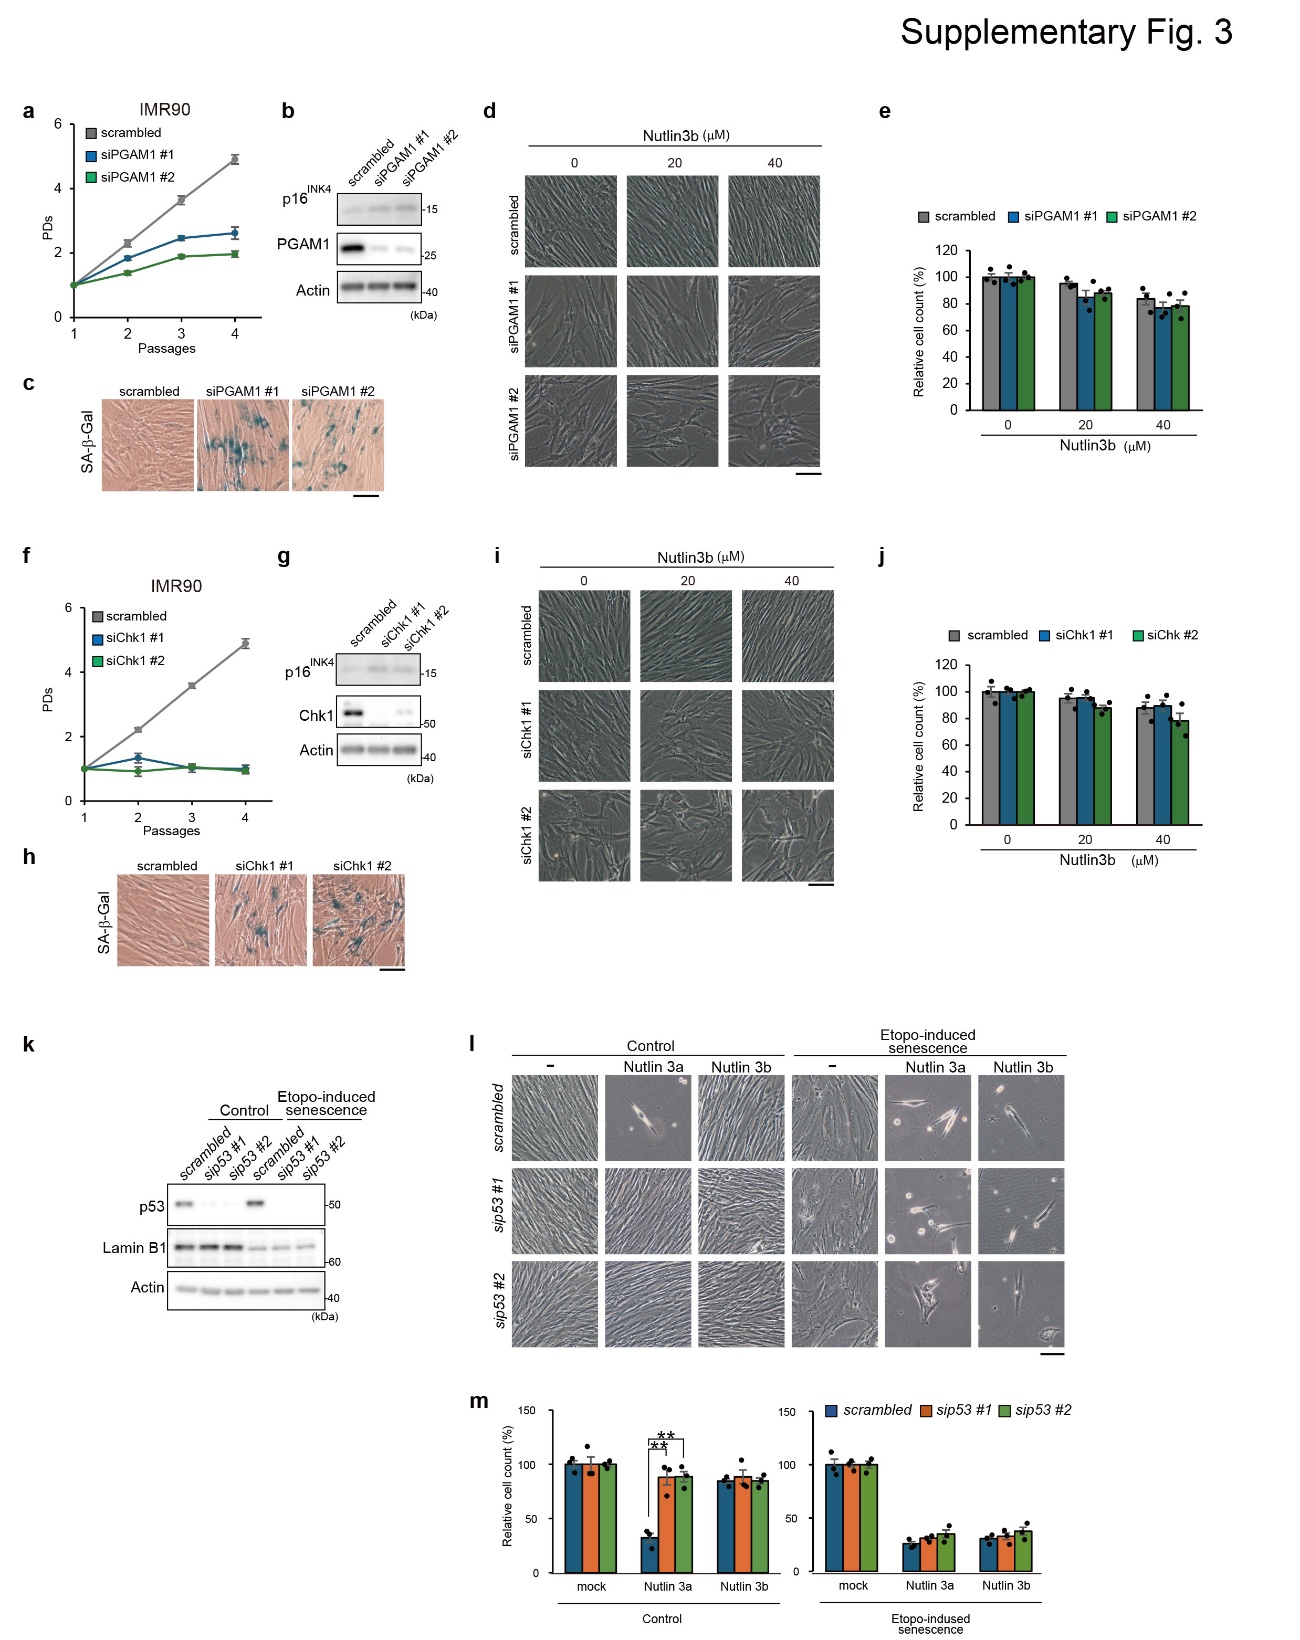
**

**Supplementary Figure 3. Senolytic effects of Nutlin 3b on PGAM1-, Chk1-, or p53-knockdown (KD) SnCs (Relevant to Figure 2).**

(**a.**-**j.**) The effect of Nutlin 3b on SnCs provoked by PGAM1- or Chk1- knockdown (KD). (**a.**-**e.**) SnCs induced by PGAM1-KD were prepared. **a.** Growth curves after Nutlin 3b treatment. **b.** Western blotting of p16^Ink4a^ and PGAM1. **c.** SA-β-Gal staining of SnCs. Averages of positivity of the staining are shown. (**d.**-**e.**) These SnCs were treated with Nutlin 3b. Representative pictures (**d.**) and cell counts (**e.**) of indicated cells after Nutlin 3b treatment. (**f.**-**j.**) SnCs induced by Chk1-KD were prepared. **f.** Growth curves after Nutlin 3b treatment. **g.** Western blotting of p16 and Chk1. **h.** SA-β-Gal staining of SnCs. Averages of positivity of the staining are shown. Representative pictures (**i.**) and cell counts (**j.**) of indicated cells after Nutlin 3b treatment. (**k.**-**m.**) The effect of p53 knockdown (KD) on Nutlin 3a or 3b-treated SnCs. **k.** Western blotting of p53 and Lamin B1 in p53-KD SnCs. **l.** Representative pictures of p53-KD SnCs after treatment of Nutlin 3a or 3b. **m.** Cell counts of indicated cells after Nutlin 3a or 3b treatment. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined by unpaired Student’s two-tailed t-tests or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
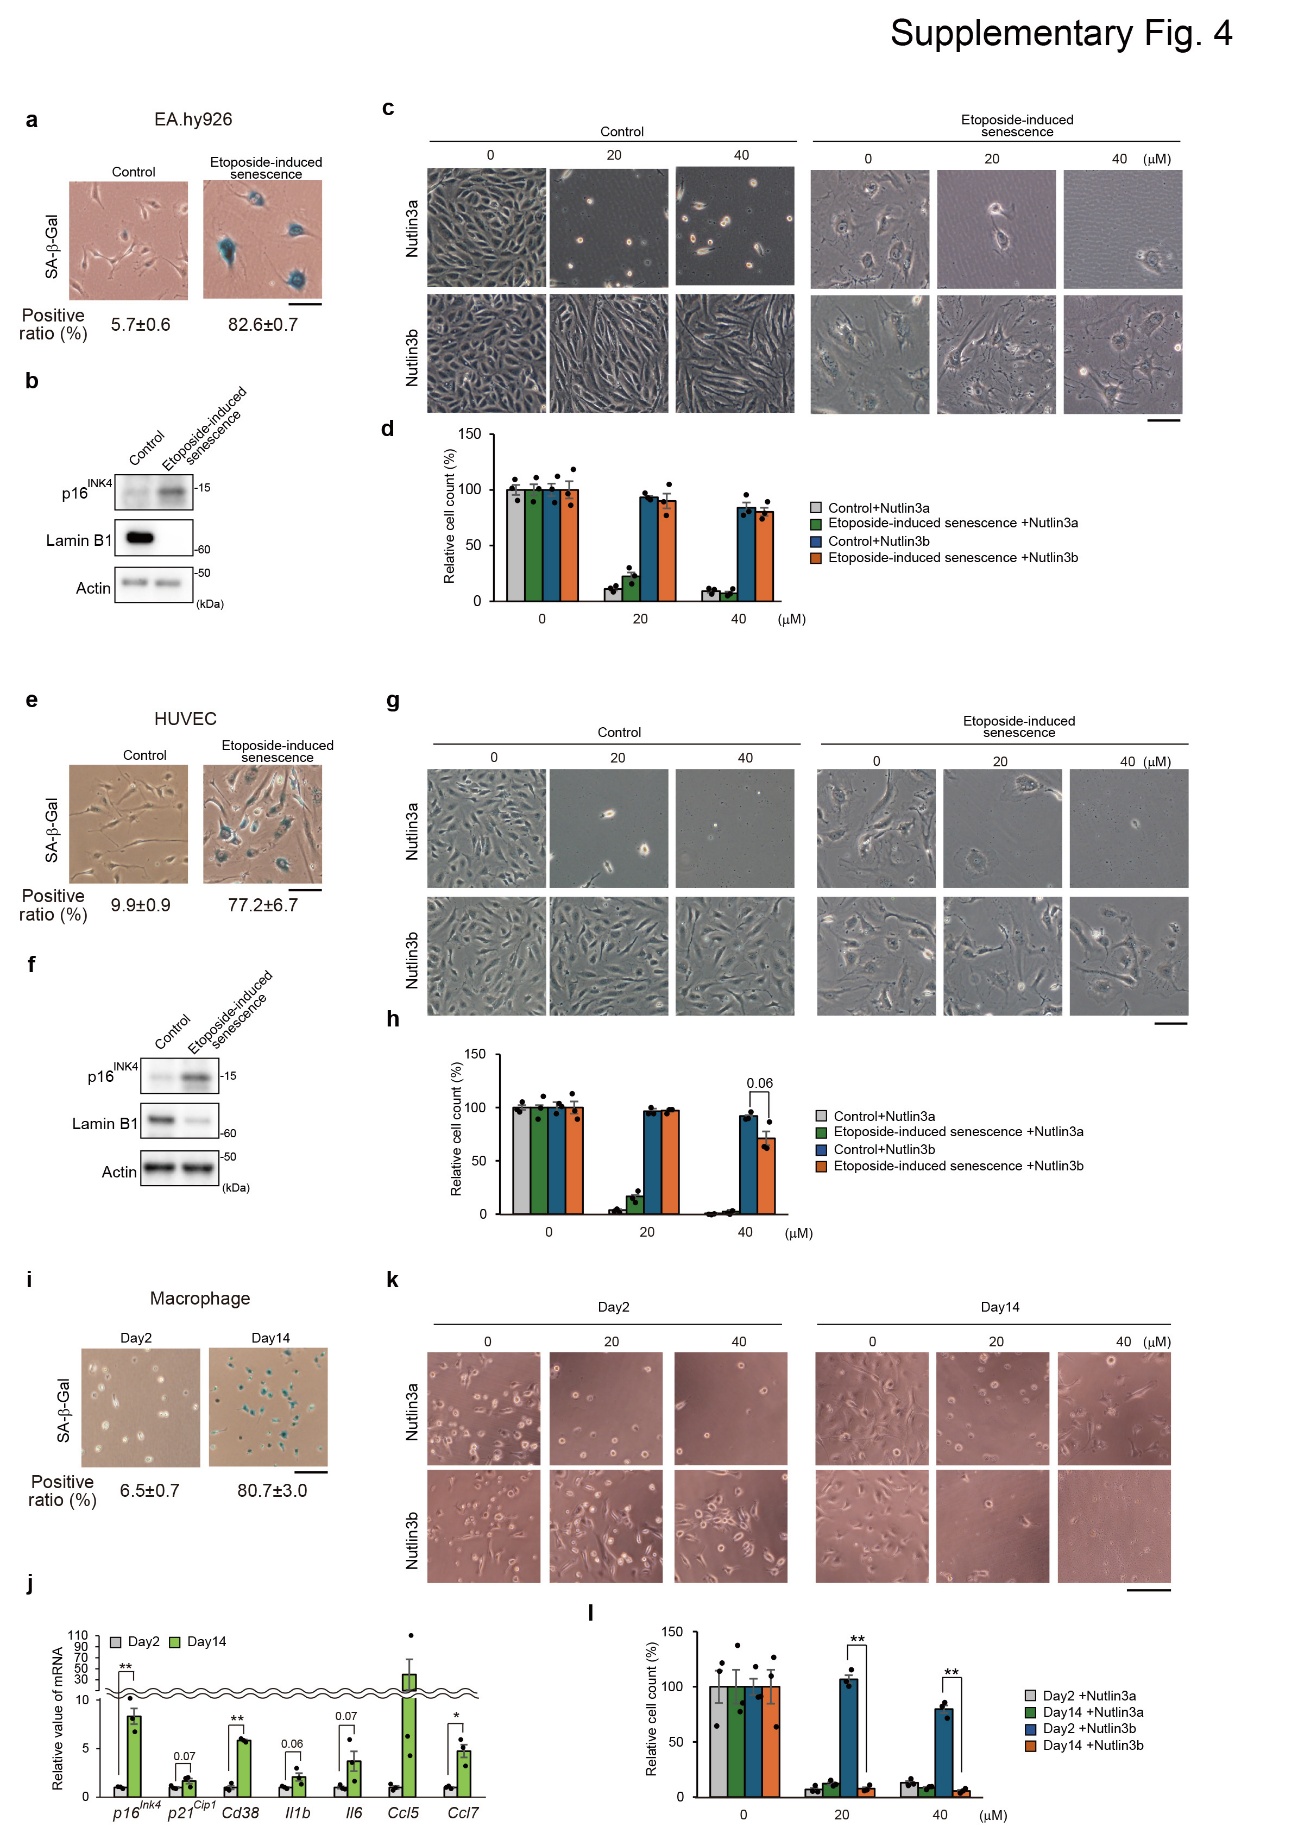
**

**Supplementary Figure 4. The effects of Nutlin 3a or 3b on SnCs of vascular endothelial cells and macrophages (Relevant to Figure 2).**

(**a.**-**j.**) The effect of Nutlin 3a or 3b on senescent human vascular endothelial cells; EA.hy926 (**a.**-**d.**) and HUVEC (**e.**-**h.**), respectively. (**a.**-**d.**) DNA damage-induce SnCs of EA.hy926 were prepared by etoposide treatment. **a.** SA-β-Gal staining. Averages of positivity of the staining are shown. **b.** Western blotting of p16^Ink4a^ and lamin B1. **c.** Representative pictures of cells after Nutlin 3a or 3b treatment. **d.** Cell counts of indicated cells after Nutlin 3a or 3b treatment. (**e.**-**h.**) DNA damage-induce SnCs of HUVEC were prepared. **e.** SA-β-Gal staining. Averages of positivity of the staining are shown. **f.** Western blotting of p16^Ink4a^ and lamin B1. **g.** Representative pictures of cells after Nutlin 3a or 3b treatment. **h.** Cell counts of indicated cells after Nutlin 3a or 3b treatment. (**i.**-**l.**) The effect of Nutlin 3a or 3b on senescent macrophage cells. Intraperitoneal primary macrophages were collected from young mice, which reached replicative senescence after 14 days culture *in vitro*. **i.** SA-β-Gal staining of macrophages. Averages of positivity of the staining are shown. **j.** Evaluation of mRNAs for senescent parameters by RT-PCR. Representative pictures (**k.**) and cell counts (**l.**) of indicated cells after Nutlin 3a or 3b treatment. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined by unpaired Student’s two-tailed t-tests or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
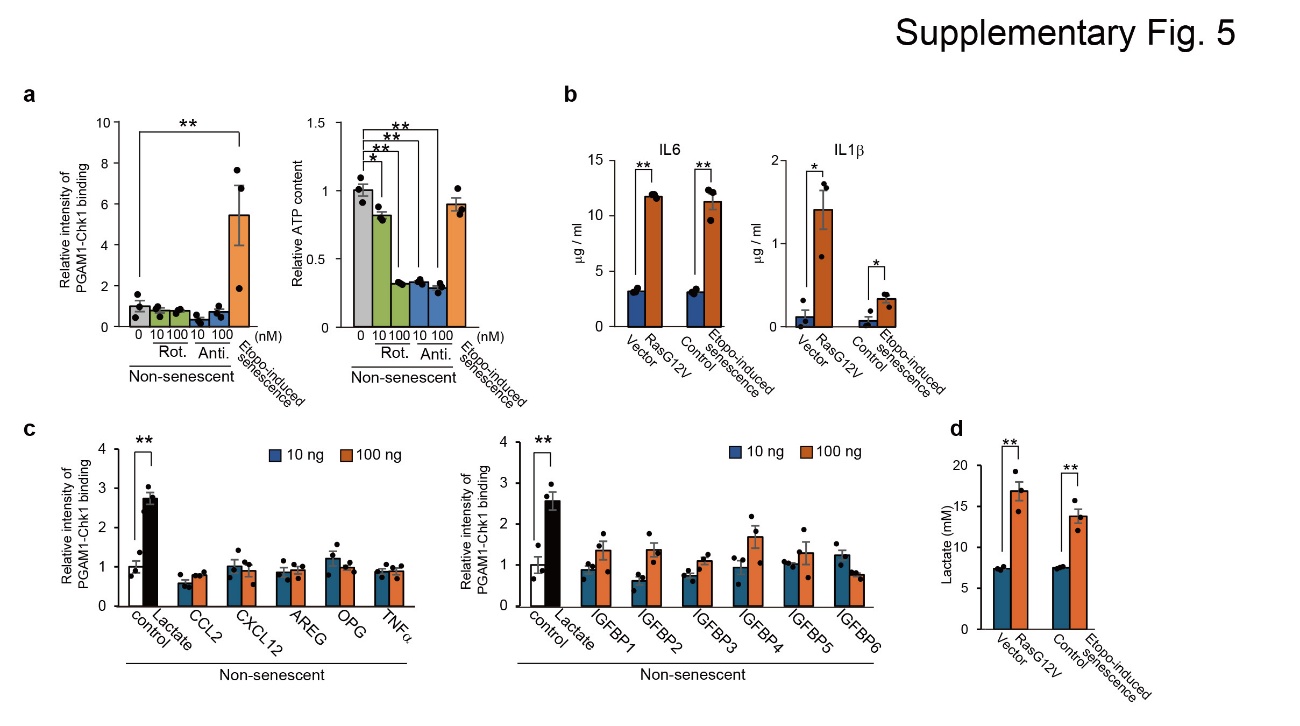
**

**Supplementary Figure 5. NanoBiT assay for PGAM1-Chk1 binding under mitochondrial inhibitors or SASP factors (Relevant to Figure 2).**

**a.** NanoBiT assay to detect PGAM1-Chk1 binding in non-senescent IMR90 cells (n=3, biological replicates). After 24 h treatment with rotenone (Rot.) or antimycin (Anti.), cells were collected for NanoBiT assay (left panel). ATP levels of indicated cells were measured by CellTiter-Glo (right panel). These values were normalized by CellTiter-Fluor. **b.** ELISA assay evaluated the levels of IL6 and IL1b in culture medium from indicated cells. **c.** The effects of SASP factors on PGAM-Chk1 binding. Non-senescent cells expressing PGAM-Chk1-NanoBiT were prepared and treated with indicated recombinant SASP proteins or lactate. NanoBiT assay were performed. **d.** Evaluation of lactate concentration in the culture of senescent and non-senescent cells. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined by unpaired Student’s two-tailed t-tests or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
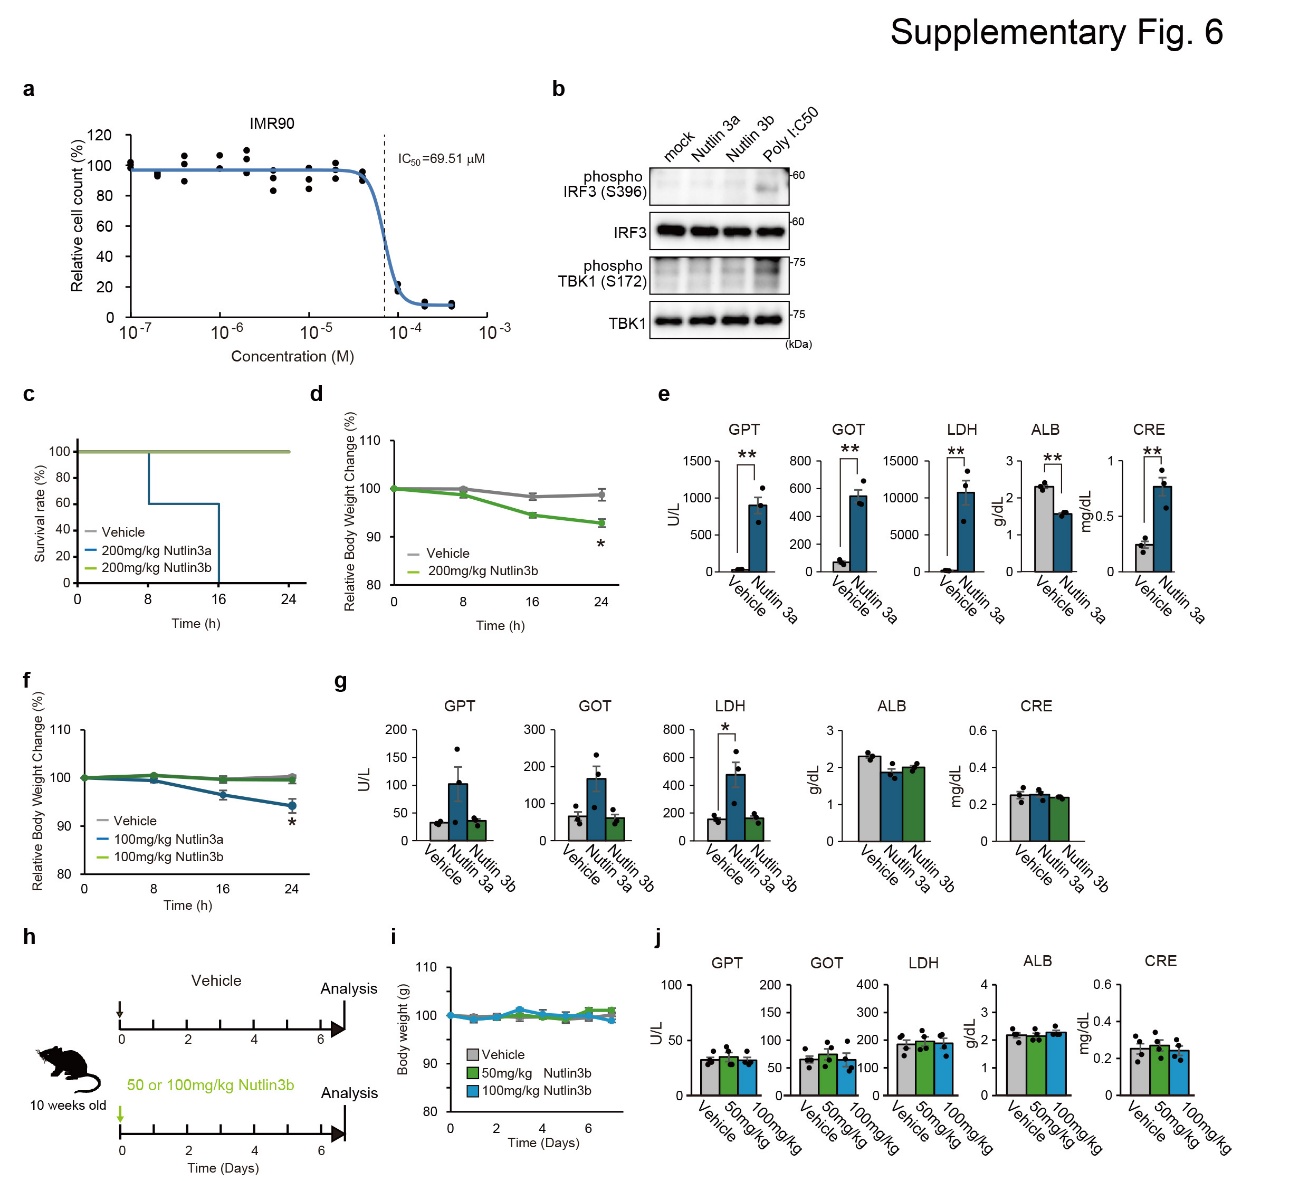
**

**Supplementary Figure 6. Short-term toxicity assessments of Nutlin 3b (Relevant to Figure 3).**

**a.** IC50 of Nutlin-3b in IMR90 cells. Primary IMR90 cells are exposed to increasing amounts of Nutlin 3b. IC50 of Nutlin 3b is evaluated. **b.** The effect of Nutlin 3a and 3b on DNA sensing immune pathway in non-senescent cells. Cells were treated with polyinosinic:polycytidylic acid (Poly I:C), stimulatot for toll-like receptor 3 (TLR3), followed by activation of cGAS-STING pathway. Phosphorylation of IRF3 and TBK1 proteins were evaluated by western blotting. (**c.**-**j.**) Short-term treatment of young mice at ten weeks old by Nutlin 3a or 3b. Mice were injected once with high-dose drugs; 200mg/kg (**c.**-**e.**) and 50 or 100mg/kg (**f.**-**j.**). **c.** Survival of mice within 24 hours after injection of drugs at 200mg/kg. Each group comprises mice with n=5. **d.** Body weights of mice after injection of Nutlin 3a or 3b at 200mg/kg. **e.** Blood parameters of mice after injection of Nutlin 3a at 200mg/kg. Each group comprises mice with n=3. (**f.**-**g.**) Comparison of one-shot treatment with Nutlin 3a and 3b at 100mg/kg. Each group comprises mice with n=3. **f.** Body weights of mice after injection of drugs at 100mg/kg. **g.** Comparison of blood parameters of mice. (**h.**-**j.**) Outcome of one-shot injection of Nutlin 3b at 50 or 100mg/kg. Each group comprises mice with n=4. **h.** Protocol of mice injected with Nutlin 3b at 50 or 100mg/kg. **i.** Body weights during seven days after injection. **j.** Blood parameters of mice after injection of Nutlin 3b at 50 or 100mg/kg. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined by unpaired Student’s two-tailed t-tests or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
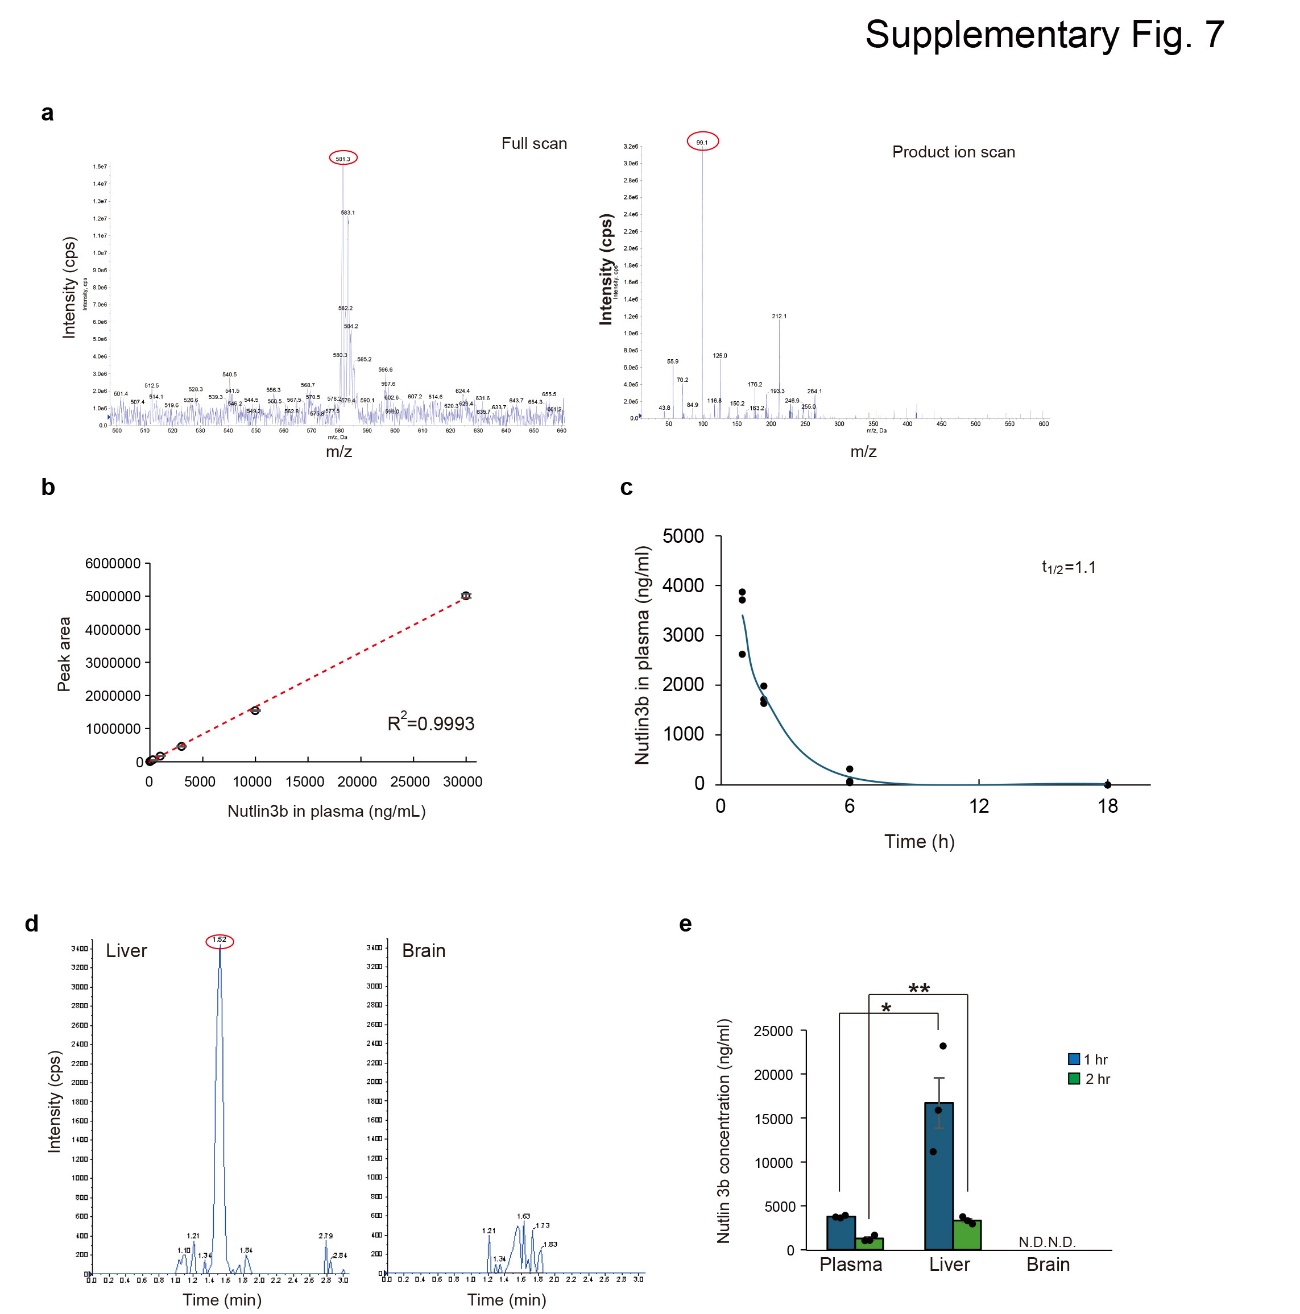
**

**Supplementary Figure 7. Evaluation of the pharmacokinetics of Nutlin 3b using LC-MS/MS (Relevant to Figure 3).**

**a.** Indentification of Nutlin 3b by mass spectrometry. The left panel shows the full scan spectrum, and the right panel shows the product ion scan spectrum. **b.** Linear regression analysis of peak areas versus the concentrations of Nutlin 3b spiked into plasma. **c.** Evaluation of plasma Nutlin 3b levels after intraperitoneal injection (11.62 mg/kg) into mice (n=3). Blood samples were collected at the indicated time points. **d.** Detection of the LC-MS/MS peak corresponding to Nutlin 3b in liver and brain tissues. A peak at 1.5 minutes corresponding to Nutlin 3b was detected in 1 μg of liver tissue, whereas no significant peak was observed in 100 μg of brain tissue. **e.** Comparison of Nutlin 3b levels in plasma, liver, and brain of mice after injection. N.D.; not detected. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined by unpaired Student’s two-tailed t-tests.

**
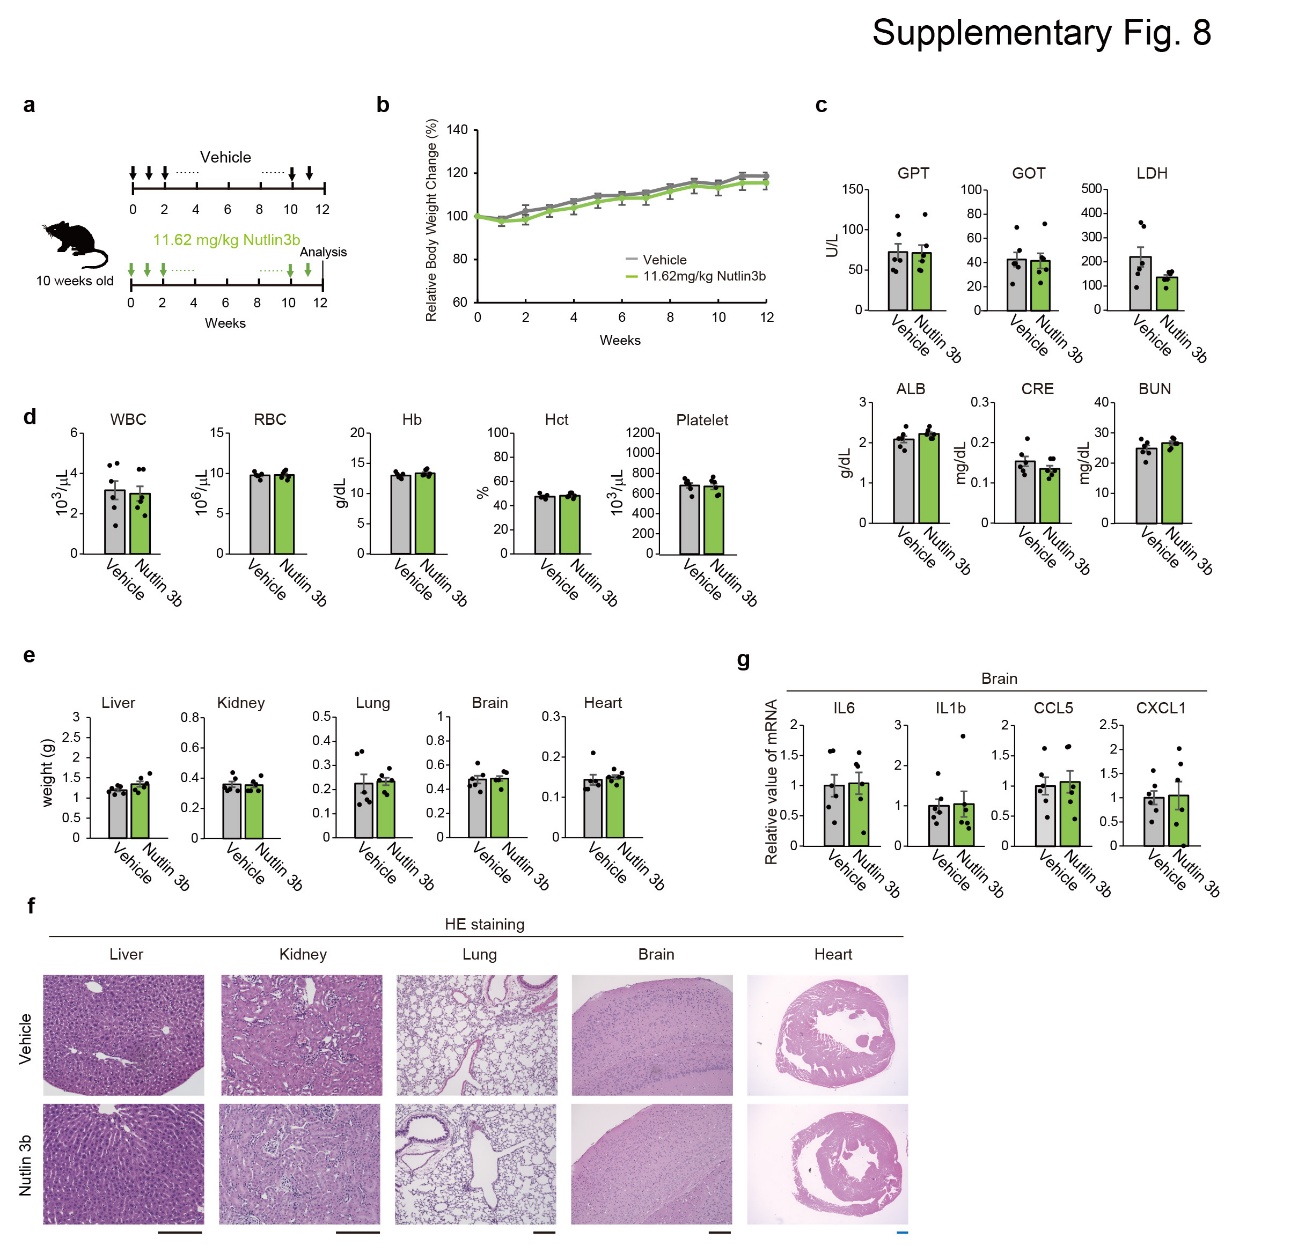
**

**Supplementary Figure 8. Long-term toxicity assessments of Nutlin 3b (Relevant to Figure 3).**

**a.** Protocol of the injection of Nutlin 3b (11.62 mg/kg) into young mice every week for three months. Each group comprises six mice (female n=3 and male n=3). **b.** Body weights of mice during Nutlin 3b treatment for three months. (**c.**-**d.**) Blood parameters of mice after long-term treatment of Nutlin 3b. **c.** Biochemical examination of blood. **d.** Blood cell counts. **e.** The comparison of tissue weights between vehicle and Nutlin 3b treated after three-month assessment**.** **f.** Representative pictures of HE staining of tissues after long-term treatment. Black and blue bar indicate 200 μm and 500 μm, respectively. **g.** RT-PCR analysis of SASP factors in brain after Nutlin 3b treatment for three months.

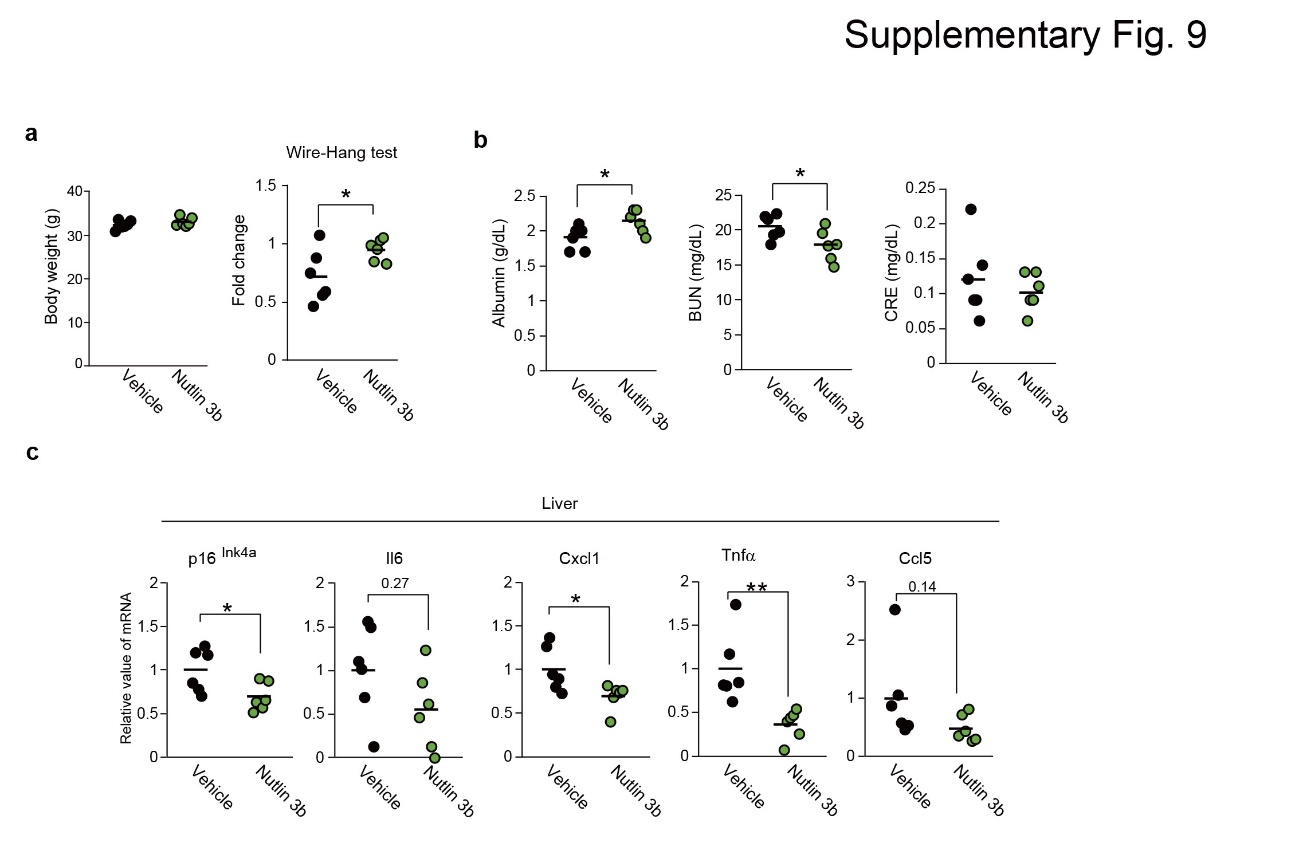

**Supplementary Figure 9. Administration of Nutlin 3b in aged mice (Relevant to Figure 3).**

Administration of Nutlin 3b in aged male mice for three months. Several physiological parameters were assessed one week after Nutlin 3b treatment (n=6, mice). **a.** Body weight and wire-hang test in aged male mice with or without Nutlin 3b treatment. **b.** Blood parameters in aged male mice with or without Nutlin-3b treatment. Plasma albumin (left panel), lactate BUN (middle) and BUN creatinine (CRE) levels (right panel).　**c.** Assessment of mRNA levels of p16^Ink4a^ and proinflammatory factors in liver tissues with or without Nutlin 3b treatment. Data represents the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined using unpaired Student’s two-tailed t-tests.

**
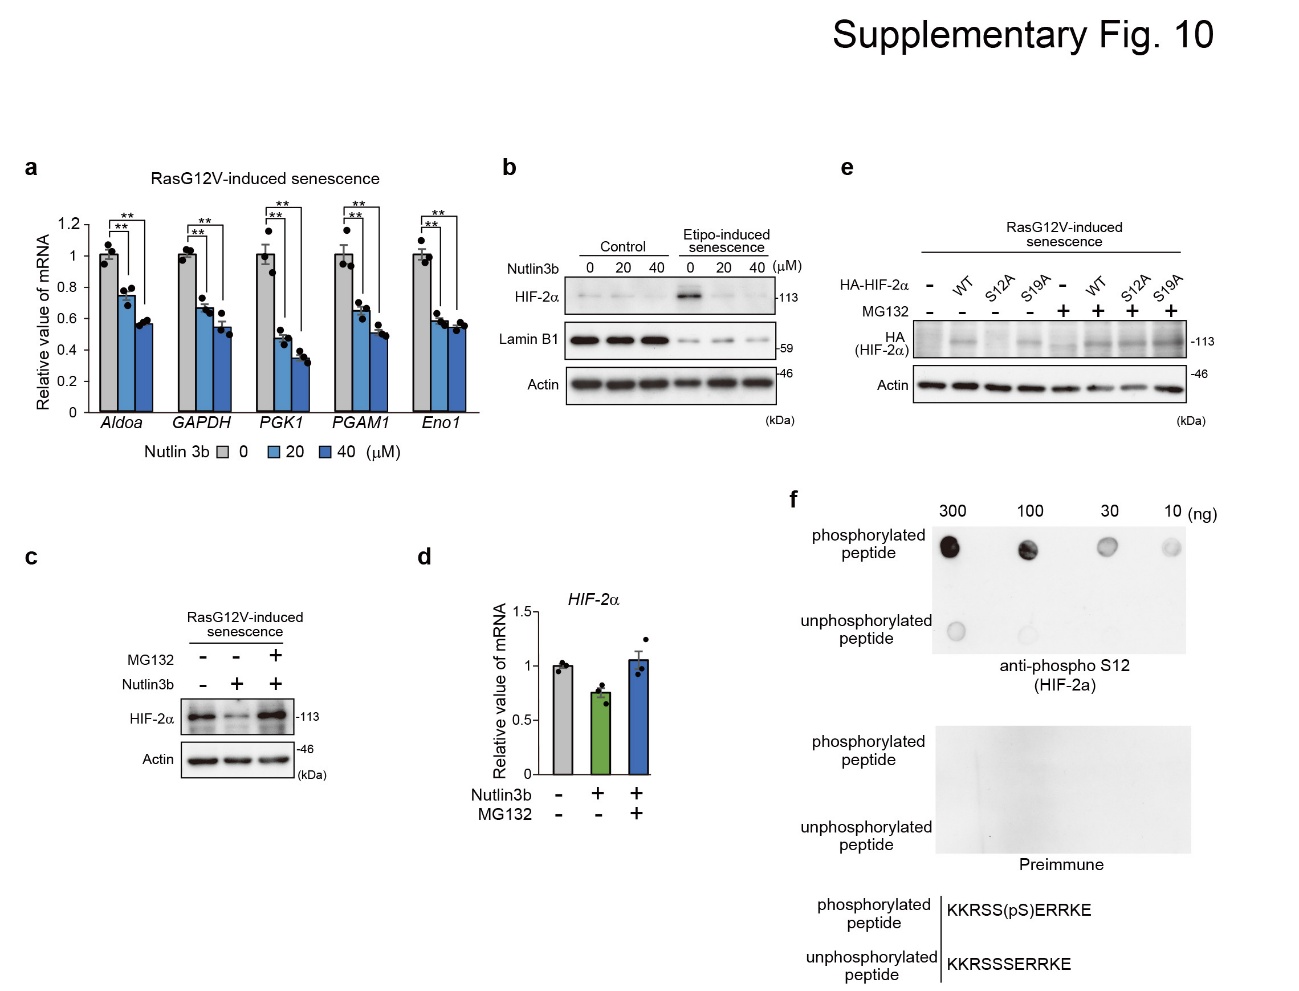
**

**Supplementary Figure 10. The interference to PGAM1-Chk1 binding downregulates HIF-2α protein (Relevant to Figure 4).**

**a.** Assessment of mRNA levels for glycolytic enzymes after Nutlin 3b treatment. Senescent cells were prepared as described in Figure 4A (n=3, biological replicates). **b.** The effect of Nutlin 3b on HIF-2α protein in etoposide-induced SnCs. Protein levels of HIF-2α are shown by western blot. Senescent and control cells were treated with Nutlin 3b for 48 h. (**c, d.**) The effect of Nutlin 3b on HIF-2α protein. In addition to Nutlin3b, SnCs were treated with or without MG132, a proteasome inhibitor. **c.** The effect of Nutlin 3b on HIF-2α protein with or without MG132. **d.** HIF-2α mRNA levels were evaluated in SnCs (n=3, biological replicates). **e.** Evaluation of HIF-2α proteins with or without mutations at Ser-12 or Ser-19. Indicated versions of HA-tagged HIF-2α (WT, S12A or S19A) were ectopically expressed in SnCs. Cells with or without MG132 treatment were collected for western blotting. **f.** Validation of anti-phospho-S12-HIF-2α antibody. Dot blot analysis by anti-phospho-S12 antibody (upper panel) or by pre-immune serum (lower panel). Different concentrations of indicated peptides were dot plotted. Data are representative of two independent experiments. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.005, respectively. Statistical analyses were performed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

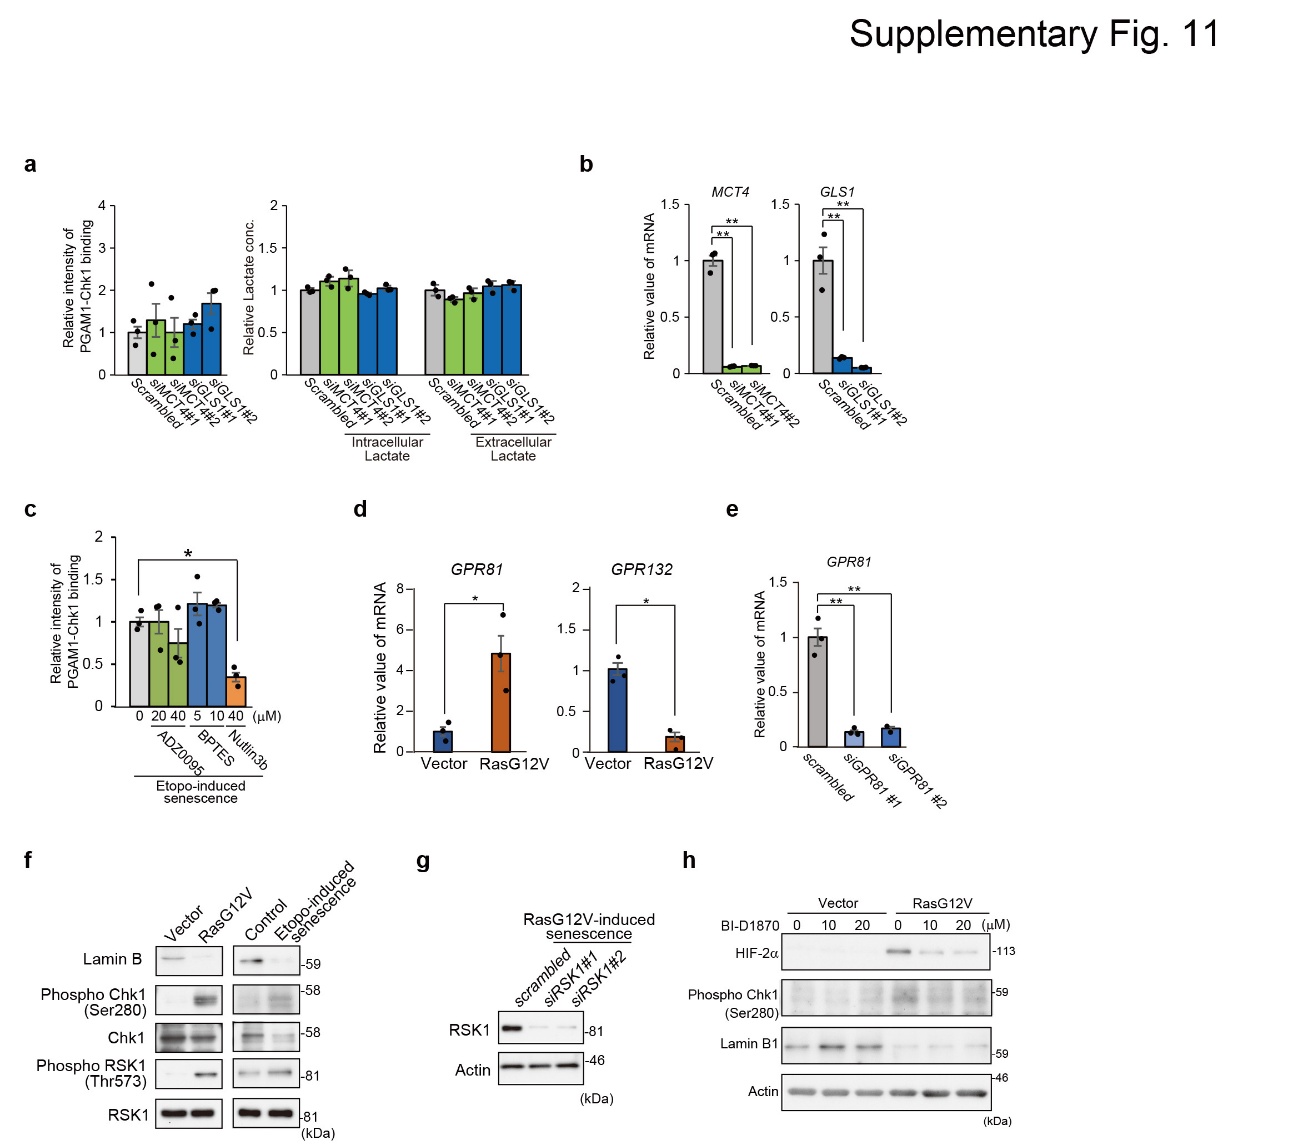

**Supplementary Figure 11. Lactate promotes PGAM1-Chk1 binding (Relevant to Figure 4).**

(**a.**-**c.**) The effect of inhibiting MCT4 (lactate uptake transporter) or GLS1 (glutaminase 1) on PGAM-Chk1 interaction. SnCs expressing PGAM-Chk1-NanoBiT were prepared, which were transfected with indicated specific siRNAs (**a.**-**b.**) or treated with indicated inhibitors (**c.**). **a.** PGAM-Chk1-NanoBiT assay (left panel) and lactate evaluation in their medium (right). **b.** RT-PCR quantification of the indicated mRNA levels after the knockdown by MCT4 or GLS1 siRNA. **c.** The effect of inhibitor of MCT4 or GLS1 on PGAM-Chk1 interaction. SnCs with PGAM-Chk1-NanoBiT were treated with indicated drugs; ADZ0095 and BPTES as inhibitor for MCT4 and GLS1, respectively. **d.** Comparison of GPR81 and GPR132 mRNA between control and SnCs by RT-PCR (n=3, biological replicates). **e.** GPR81 mRNA levels were evaluated after its siRNA knockdown in indicated cells of Fig. 4H. **f.** Activation of RSK1 kinase in SnCs. Senescence was induced by oncogenic Ras (left panels) or by DNA damage (right panels). Western blot probed by the antibodies against Chk1, RSK1, phospho-Chk1-S280, and phospho-RSK1-Thr573 in indicated cells. Data are representative of two independent experiments. **g.** The effect of RSK1 knockdown in oncogene-induced SnCs. The indicated extracts of Fig. 4K were probed by indicated antibodies. **h.** Inactivation of Rsk1 kinase downregulates HIF-2α protein and Chk1 phosphorylation in S280 in SnCs. Control or senescent cells were exposed to BI D1870, an inhibitor of Rsk1. All western blots were repeated twice and representative data are shown. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were performed with unpaired Student’s two-tailed t-tests or one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
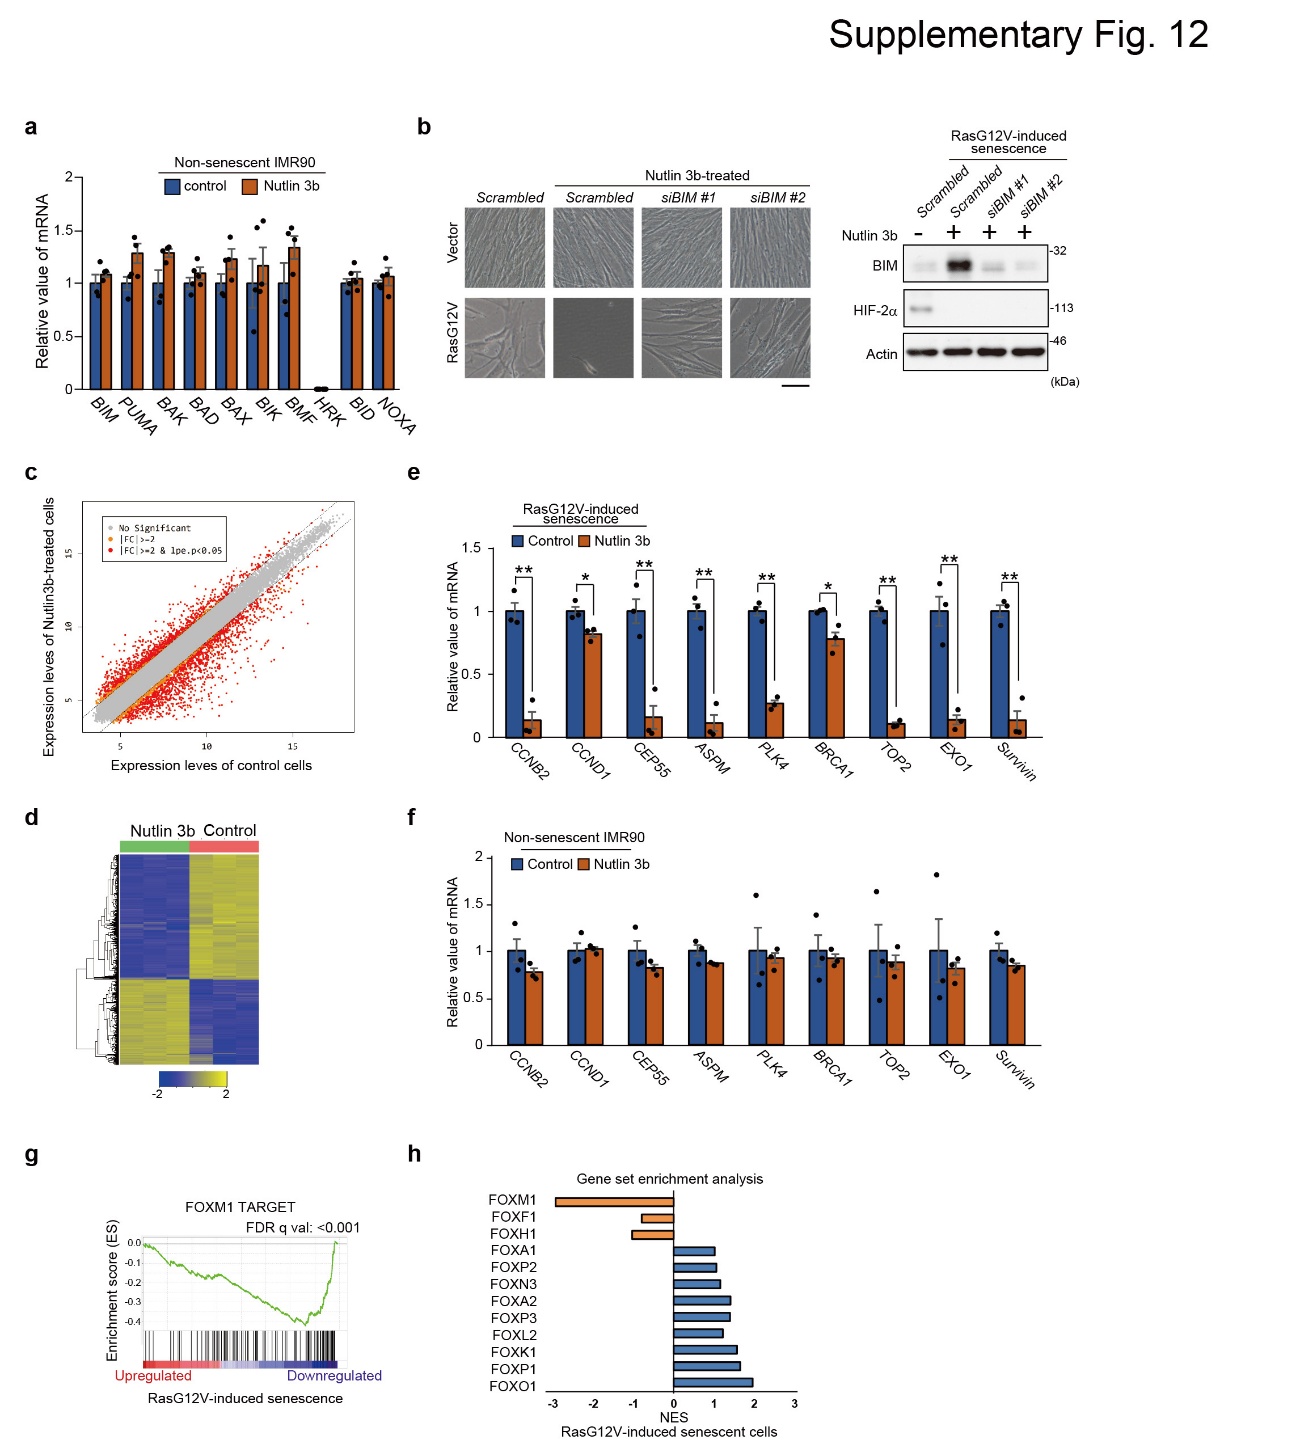
**

**Supplementary Figure 12. PGAM1-Chk1 antagonist suppresses FOXM1 in senescence (Relevant to Figure 5).**

**a.** Assessment of the pro-apoptotic BH family in early passage cells after Nutlin 3b treatment using RT-PCR analysis (n=3, biological replicates). **b.** Representative pictures of BIM-knockdown cells (left panel). Bar indicates 100 μm (n=3, biological replicates). Validation of BIM knockdown (right panel). Western blotting was performed for the extract from indicated cells. **c.** Comparison by microarray analysis between control and Nutlin 3b treatment in SnCs (n=3, biological replicates). Gray dots are genes with no statistical significance. Genes with FC≥2 or with FC≥2 & lpe p>0.05 are presented as orange or red dots, respectively. **d.** Two-way, hierarchical clustering heatmap using Z-scores of normalized values. 2,105 probes with FC≥2 & lpe p>0.05 are presented. Upregulated and downregulated mRNAs are shown in yellow and blue, respectively. (**e. and f.)** The profile of mRNAs for FOXM1 targets after Nutlin 3b treatment in SnCs (**e**) and in non-senescent cells (**f**); CCNB2, CCND1, CEP55, ASPM, PLK4, BRCA1, TOP2, EXO1and Survivin (n=3, biological replicates). **g.** Gene set enrichment analysis (GSEA) for FOXM1 targets in Nutlin 3b-treated SnCs. **h.** Gene set enrichment analysis (GSEA) for FOX family proteins. NES values for each FOX member are shown. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were determined using unpaired Student’s two-tailed t-tests.

**
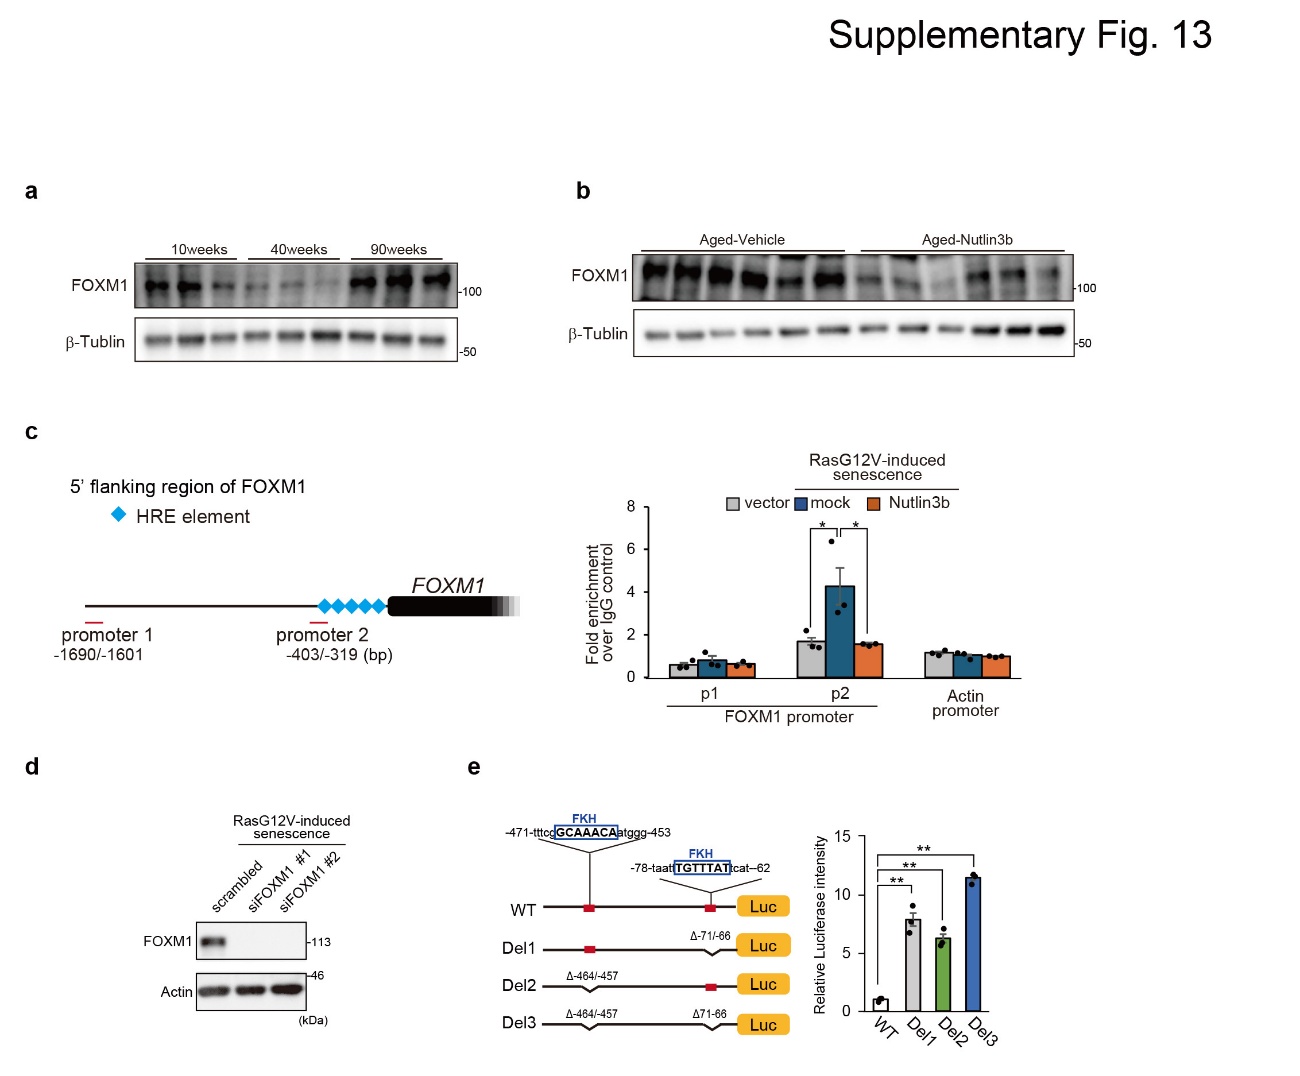
**

**Supplementary Figure 13. Pro-apoptotic BIM is provoked in senolysis by a PGAM1-Chk1 antagonist. (Relevant to Figure 5).**

(**a.**-**b.**) Evaluation of FOXM1 proteins in young and aged liver of mice with or without Nutlin 3b treatment. **a.** Comparison of FoxM1 protein levels in livers among young (10 weeks), middle-aged (40 weeks), and old (90 weeks) mice. **b.** Western blotting of FoxM1 in aged livers from vehicle- or Nutlin 3b-treated mice. **c.** Chromatin immunoprecipitation (ChIP)-qPCR assay of HIF-2α binding against FoxM1 promoter. HREs (Hypoxia responsive element) are located at about 500 bp upstream of FoxM1 ORF (left panel). Primer sets were designed for the promoter of FoxM1 and Actin; promoter-1 and -2 (p1 and p2) sets for 1690 bp and 400bp of upstream of FoxM1 promoter, respectively. Non-senescent and senescent cells (SnCs) were prepared. The qPCR assay by these primer sets were performed against indicated samples from ChIP by anti HIF-2α antibody or IgG control (right panel). **d.** Validation of FOXM1 knockdown in senescent cells. Western blotting was performed. Data are representative of two independent experiments. **e.** Luciferase assay of FKH mutants promoters in SnCs. Indicated promoters of WT and FKH mutants were generated by PCT-based mutagenesis (left panel). Indicated reporter plasmids were transfected in SnCs for luciferase assay (right panel). Data are representative of two independent experiments. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were performed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
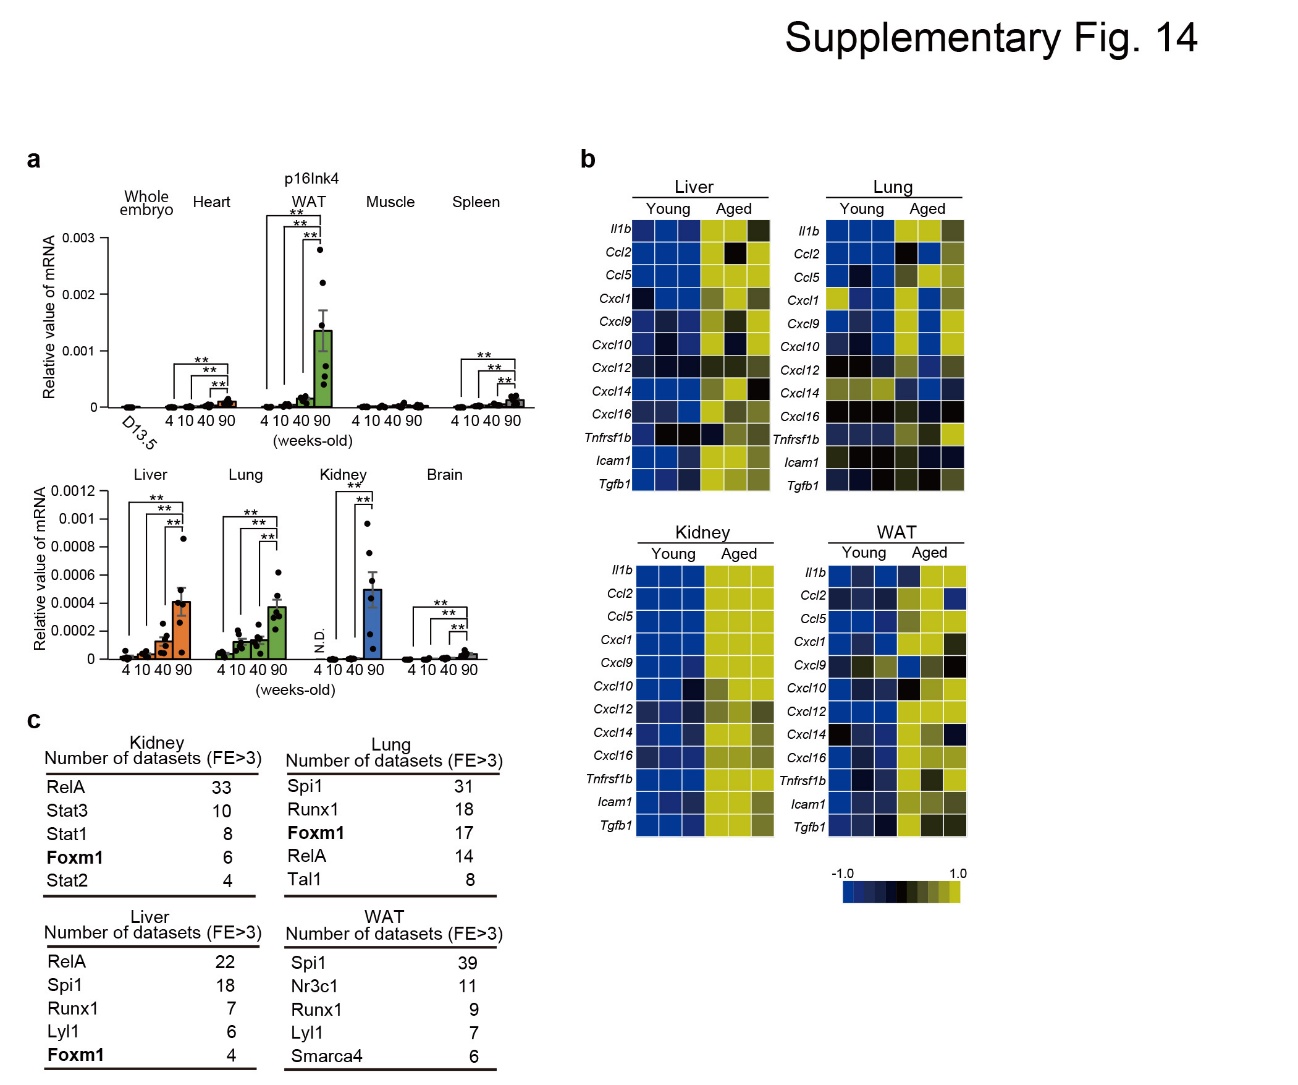
**

**Supplementary Figure 14. FOXM1 targets are upregulated in aged tissues. (Relevant to Figure 6).**

**a.** The *in vivo* profiles of p16^Ink4a^ mRNA in several tissues of 4, 10, 40, and 90 week-old mice, in addition to embryo at day 13.5. Indicated tissues are collected for RNA extraction. **b.** The heatmap analysis of SASP genes between young and aged mice. 

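The heatmaps show 12 genes, and all were measured in the 4 tissues. In the kidney all 12 were higher at 90 weeks and called, and in the liver all 12 were higher and 8 were called. In the lung 8 were higher, 2 of them called (Il1b and Tnfrsf1b), and 4 were lower, of which Cxcl14 was called at -1.37 (standard error 0.18, adjusted p = 0.0183). In WAT 10 were higher and 2 lower, none past limma's adjusted threshold, and 8 were higher at an unadjusted p under 0.05. Adjusted over the list alone, 10 were higher in the liver, 3 in the lung, 12 in the kidney and 8 in WAT; the genes were chosen for the figure, so these counts are not independent evidence. The median log2 change over the 12 genes was 1.60 in the liver, 0.32 in the lung, 2.30 in the kidney and 1.32 in WAT. Every aged mouse was above every young mouse for 9 genes in the liver, 4 in the lung, 12 in the kidney and 7 in WAT, where chance leaves the groups apart in either direction for 10% of genes. Ccl2 rose most in the kidney, by 6.07 (standard error 0.66, adjusted p = 0.000618), and Cxcl12 least, by 0.46 (adjusted p = 0.0288). In the lung, Cxcl9 had the largest change, 2.47, but its standard error was 1.07 and it did not pass (adjusted p = 0.203).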

Indicated tissues were collected for transcriptomic analysis. **c.** Top5 transcriptional factors in indicated tissues were listed, according to high hit scores by fold enrichment analysis of comparative transcriptomic data. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were performed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
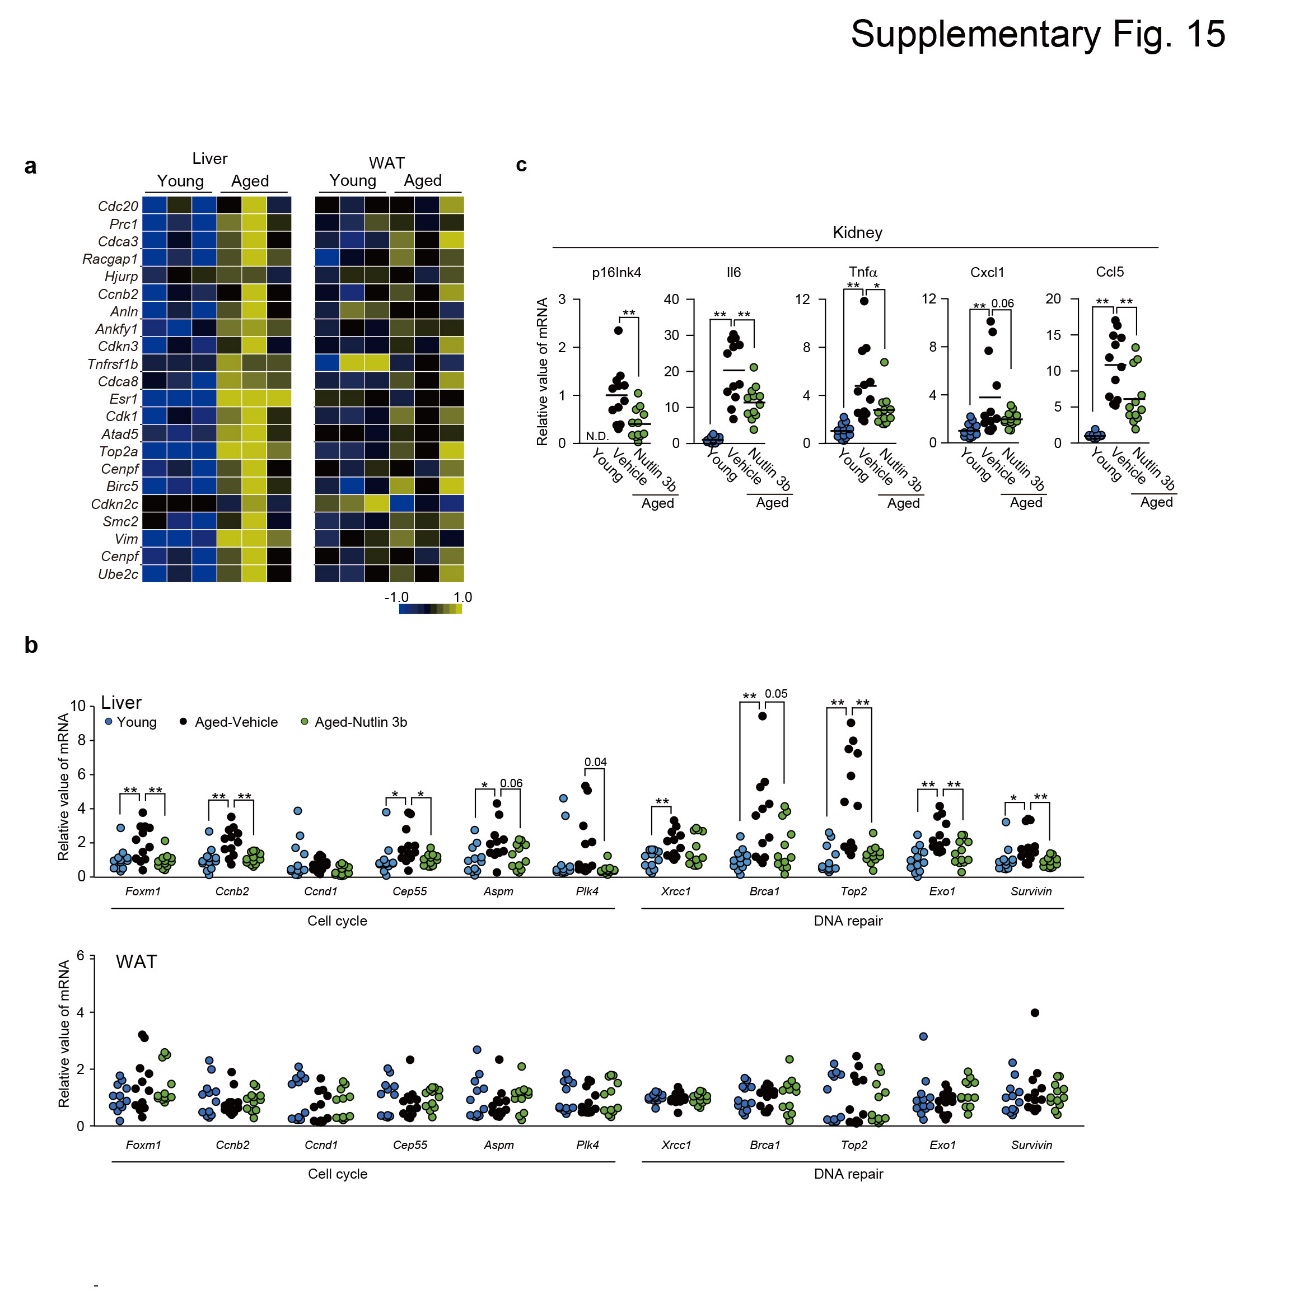
**

**Supplementary Figure 15. FOXM1 targets are upregulated in aged tissues. (Relevant to Figure 6).**

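Among the 21 Foxm1 target genes drawn for the kidney and lung, 20 were higher at 90 weeks in the liver and 9 of these were called, with a median log2 change of 1.50. Cdkn2c was the exception in the liver, at -0.10, and at 0.10 when the arrays were scaled to the spike-in spots. The called genes included Top2a at 3.19 (standard error 0.55, adjusted p = 0.0103), Vim at 2.27 (adjusted p = 0.00525) and Birc5 at 1.93 (adjusted p = 0.0225). In WAT 17 were higher and 4 lower (Anln, Cdkn2c, Esr1 and Hjurp), the last of which turned to 0.06 under quantile normalization. None passed the adjusted threshold in limma, 10 were higher and 1 lower at an unadjusted p under 0.05, and the median was 0.55. The largest rise in WAT was that of Tnfrsf1b, at 1.69 (standard error 0.42, adjusted p = 0.105), and the largest fall that of Cdkn2c, at -1.40 (standard error 0.29, adjusted p = 0.0698). Adjusted over the list alone, 13 were higher in the liver and 4 in WAT; as the list was drawn up for the figure, this is not independent evidence. Every aged mouse was above every young mouse for 16 genes in the liver and 7 in WAT, beside 10% by chance in either direction.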

**a.** The heatmap analysis of Foxm1 target genes in liver and WAT between young and aged mice, relevant to Fig.6c. **b.** RT-PCR assessment of Foxm1 target genes, including cell cycle and DNA repair genes, in aged liver and WAT (upper and lower panel) after Nutlin 3b treatment, relevant to Fig. 6d. Tissues were collected from young, aged and Nutlin 3b-treated aged mice. **c**. Comparison of mRNA levels for p16^Ink4a^ and SASP factors (IL6, Tnfα, Ccxl1, and Ccl5), relevant to Fig. 6e. Kidney extracts from indicated mice were analyzed by RT-PCR. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were performed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
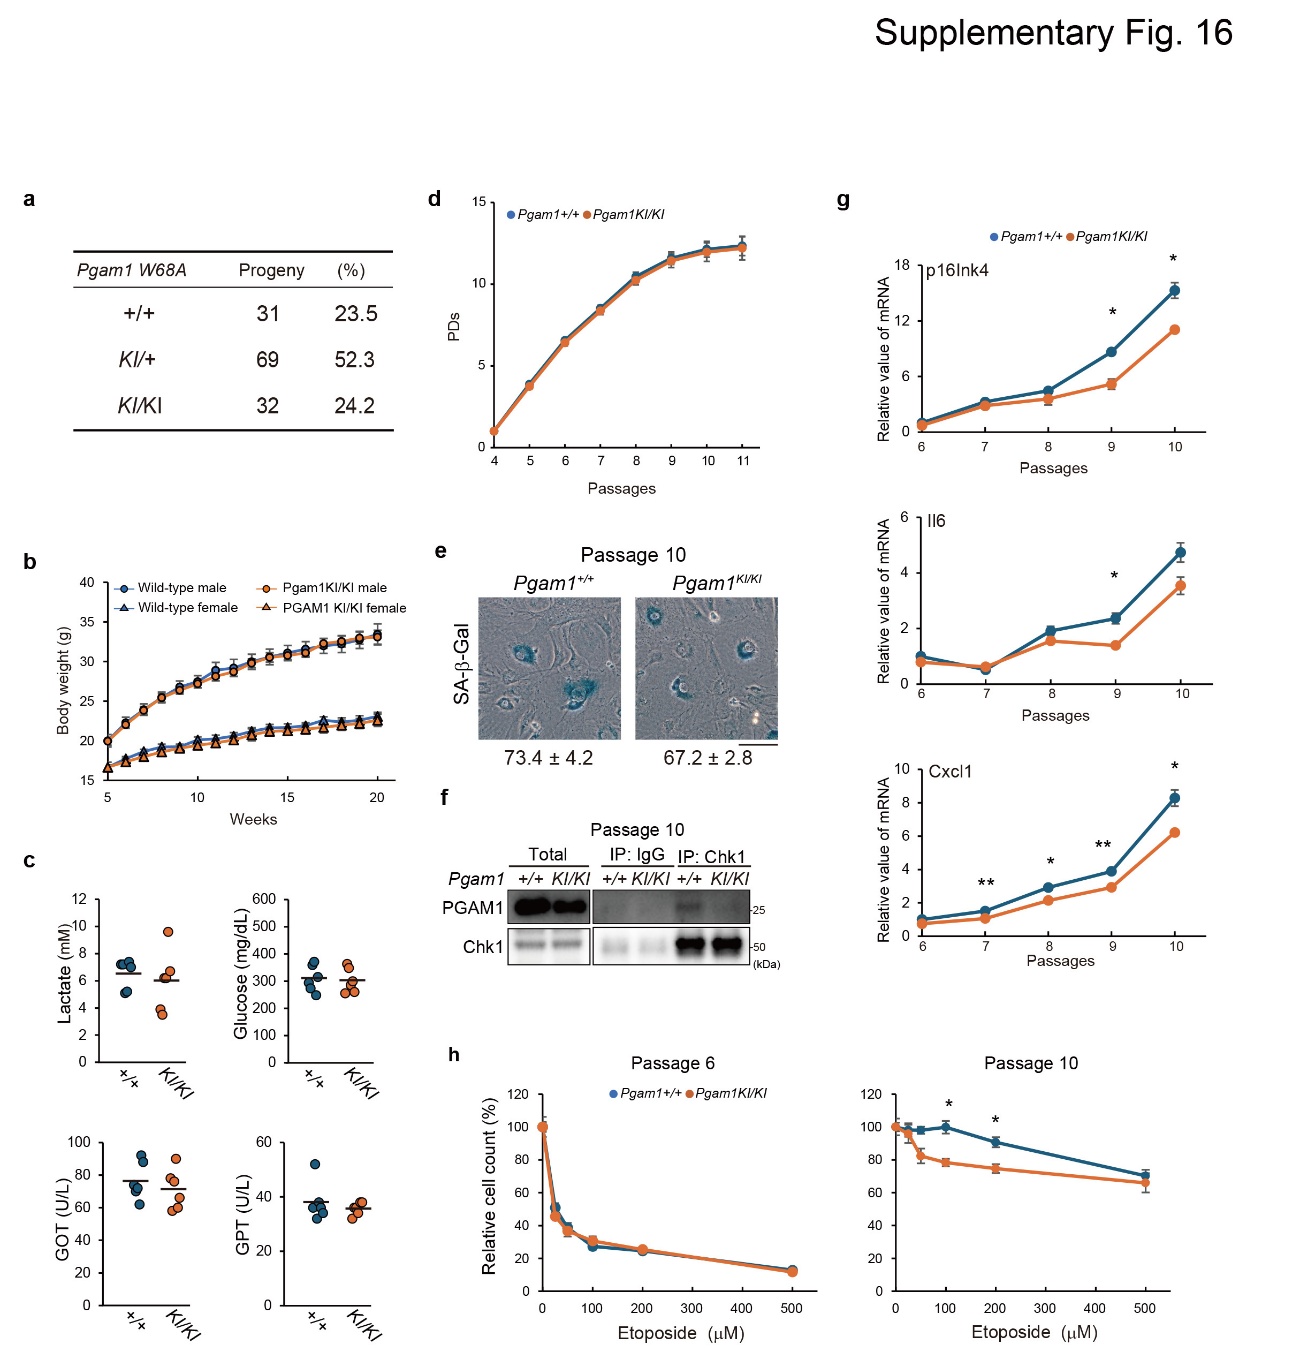
**

**Supplementary Figure 16. Characterization of MEFs from *Pgam1 ^KI/KI^* mice. (Relevant to Figure 7).**

(**a.**-**c.**) Construction of *Pgam1 W68A* knock-in (KI) mice by using the CRISPR/Cas9 system. **a.** Summary of *Pgam1* genotypes for 132 progenies from crosses between *Pgam1 ^KI/+^*mice. +/+; wild-type, KI/+; heterozygous KI, KI/KI; homozygous KI. **b.** Body weight of indicated mice until 20 weeks-old. **c.** Evaluation of indicated blood parameters in *Pgam1 ^KI/KI^* mice. **d.** Growth curves of MEFs from *Pgam1 ^+/+^* and *^KI/KI^* mice. Proliferative potentials are shown as numbers of population doublings (n=3, biological replicates). **e.** SA-β-Gal staining of wild-type or *Pgam1^KI/KI^* MEFs at passage 10. Bar indicates 100 μm **f**. Immunoprecipitation assay detection of the interactions between endogenous PGAM1 and Chk1 proteins in indicated MEFs. Wild-type or *Pgam1^KI/KI^* MEFs at passage 10 were collected after 6-h treatment with MG132. Indicated lysates were immunoprecipitated with anti-Chk1 antibody. **g.** Comparison of mRNA levels for p16^Ink4a^ and SASP factors (Il6 and Cxcl1) between wild-type and *Pgam1^KI/KI^* MEFs at indicated passages. **h.** Comparison of survival ability under DNA damage at early or senescent stage; passage 6 (left panel) and ten (right panel), respectively. Wild-type or *Pgam1^KI/KI^* MEFs were treated with etoposide at the indicated concentrations for 24 hours. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were performed using unpaired Student’s two-tailed t-tests.

**
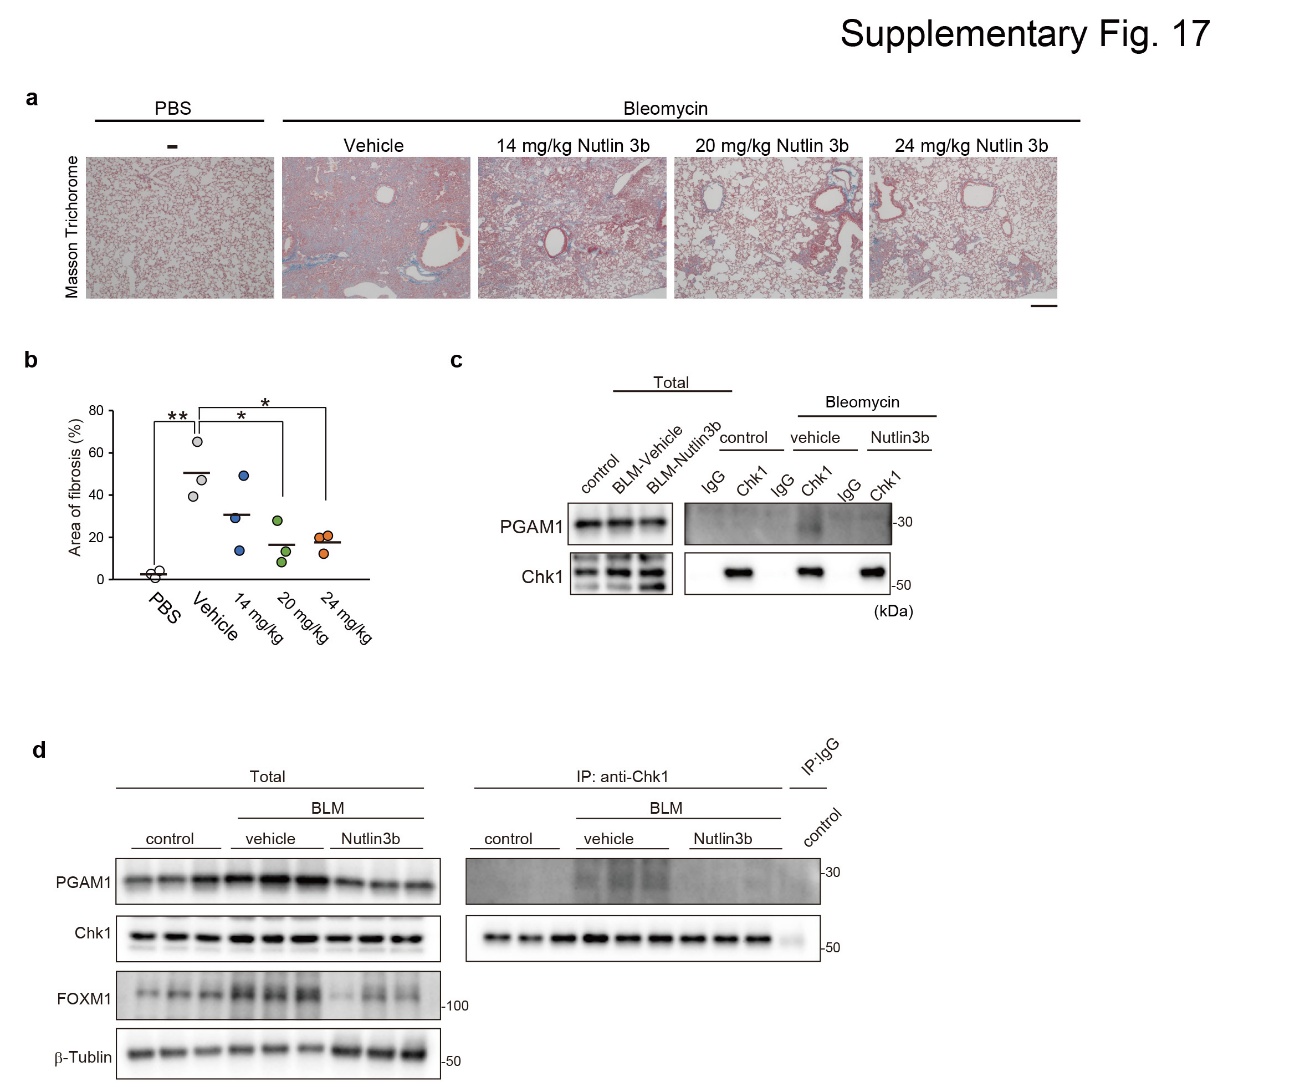
**

**Supplementary Figure 17. Verification of the therapeutic effects of Nutlin 3b in a beomycin-induced pulmonary fibrosis model (Relevant to Figure 7).**

2.5mg/kg bleomycin was administered intratracheally to CD1 mice (**a**-**b**). Indicated concentrations of Nutlin 3b were administered intraperitoneally four times a week from Day 8. Each group comprises mice with n=3. **a**. Representative images of lungs by masson’s trichrome staining, from mice treated with increasing concentrations of Nutlin 3b. Bar indicates 250 μm **b.** Quantification of the fibrotic area in lungs after Nutlin 3b treatment. **c.** Immunoprecipitation to detect PGAM1-Chk1 interactions in fibrosis-induced lungs with or without Nutlin 3b treatment. **d.** Western blotting of FoxM1 in fibrosis-induced lungs from vehicle- or Nutlin 3b-treated mice and from control (each n=3) (left panel). The same samples were applied for immunoprecipitation assay to detect PGAM1-Chk1 interactions (right panels). Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were performed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
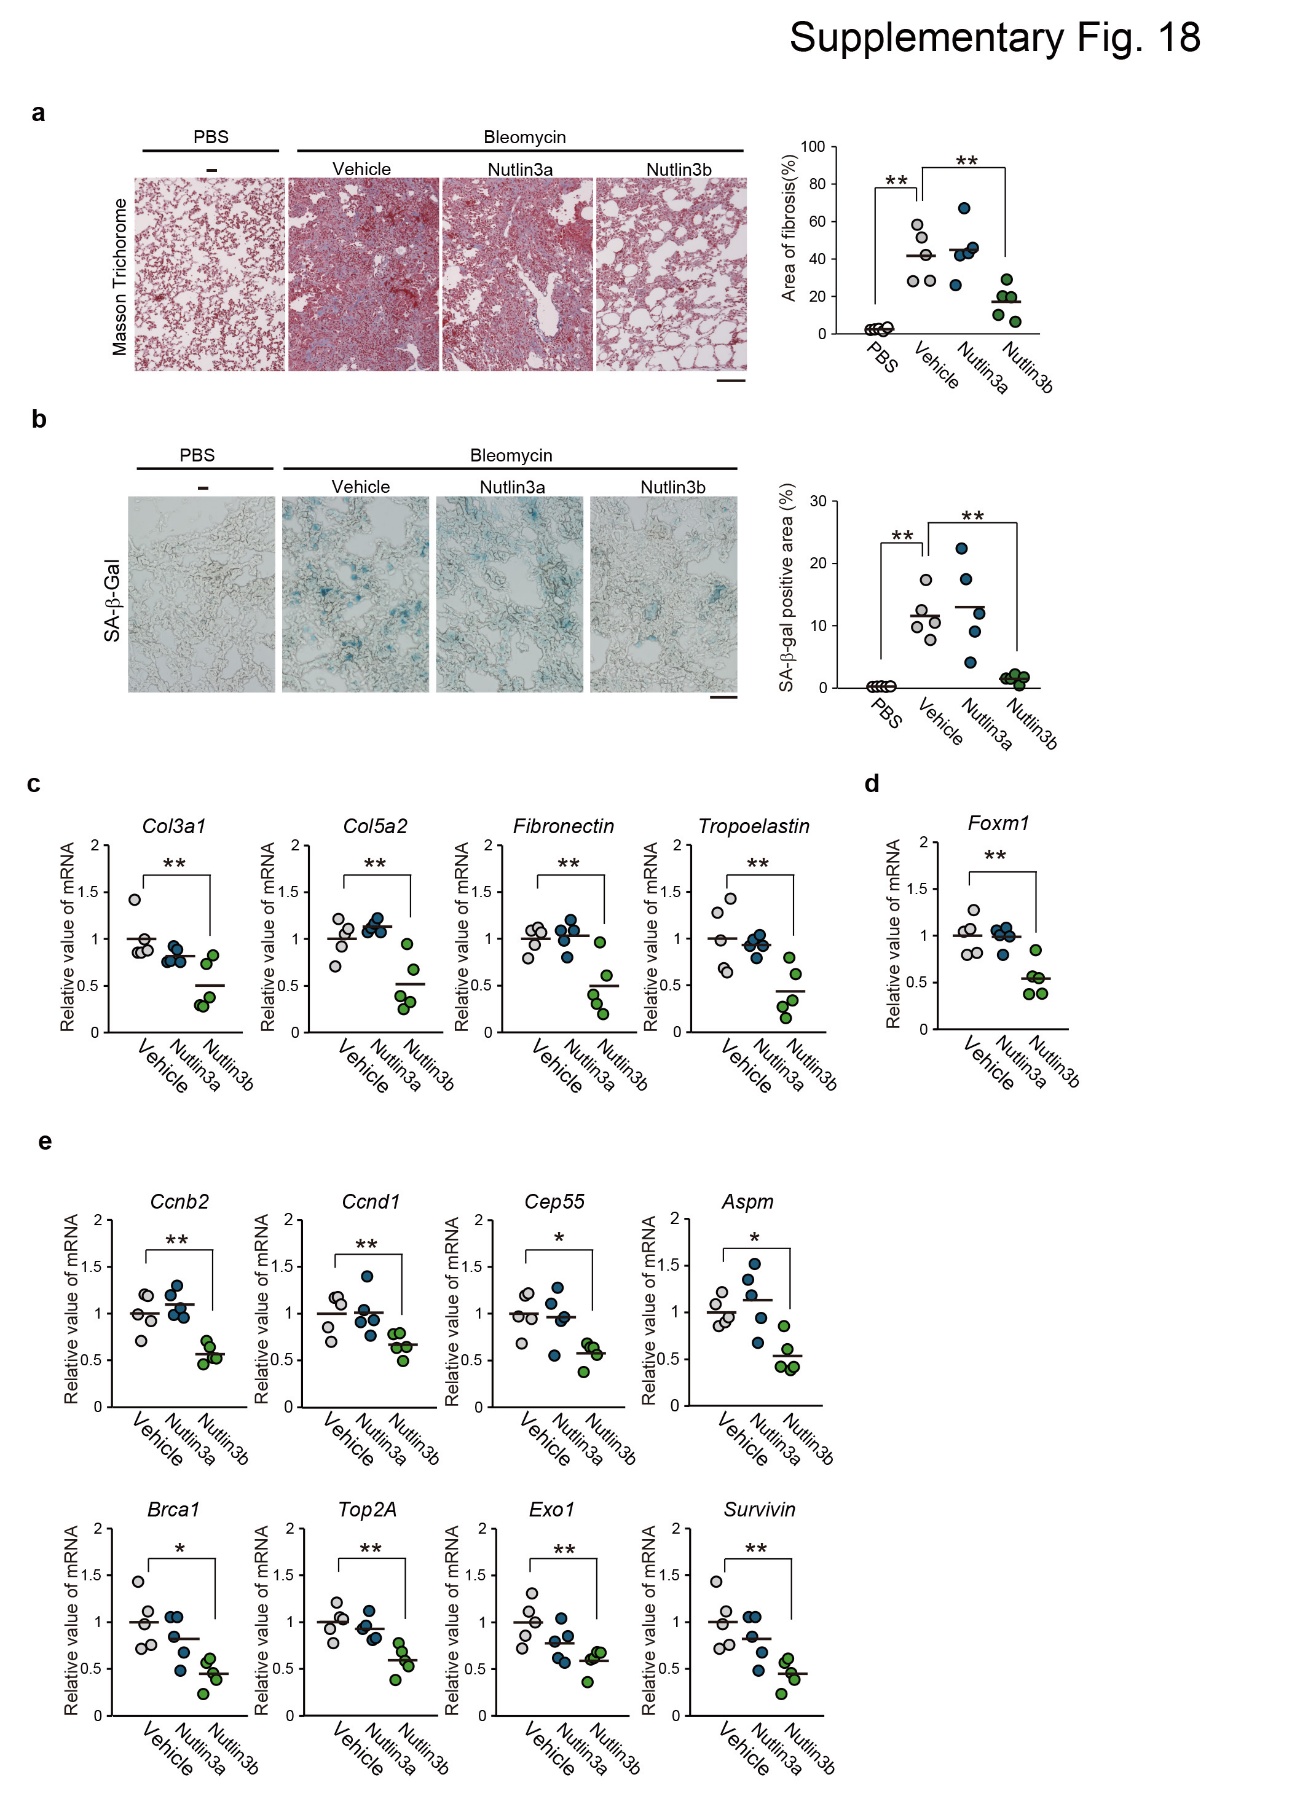
**

**Supplementary Figure 18. Comparison of the therapeutic effects of Nutlin 3a and 3b in a beomycin-induced pulmonary fibrosis model (Relevant to Figure 7).**

Comparison of Nutlin 3a and 3b against lung fibrosis model. Each group comprises mice with n=5. **a**. Representative images of lungs by masson’s trichrome staining, from mice treated with Nutlin 3a or 3b (left panels). Bar indicates 100 μm. Right panel indicates the quantification of the fibrotic area in lungs after Nutlin 3a or 3b treatment. **b.** SA-β-Gal stainings of lungs under Nutlin 3a or 3b treatment in lung fibrosis model. Representative pictures (left panels) and positivity of SA-β-Gal staining (right). Bar indicates 100 μm. **c.** The comparison of mRNAs for fibrotic parameters by RT-PCR between Nutlin 3a and 3b treated group. (**d.**-**e.**) Comparison of mRNAs for FoxM1 (**d.**) and its downstream targets (**e.**) in lungs under Nutlin 3a or 3b in lung fibrosis model. Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were performed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
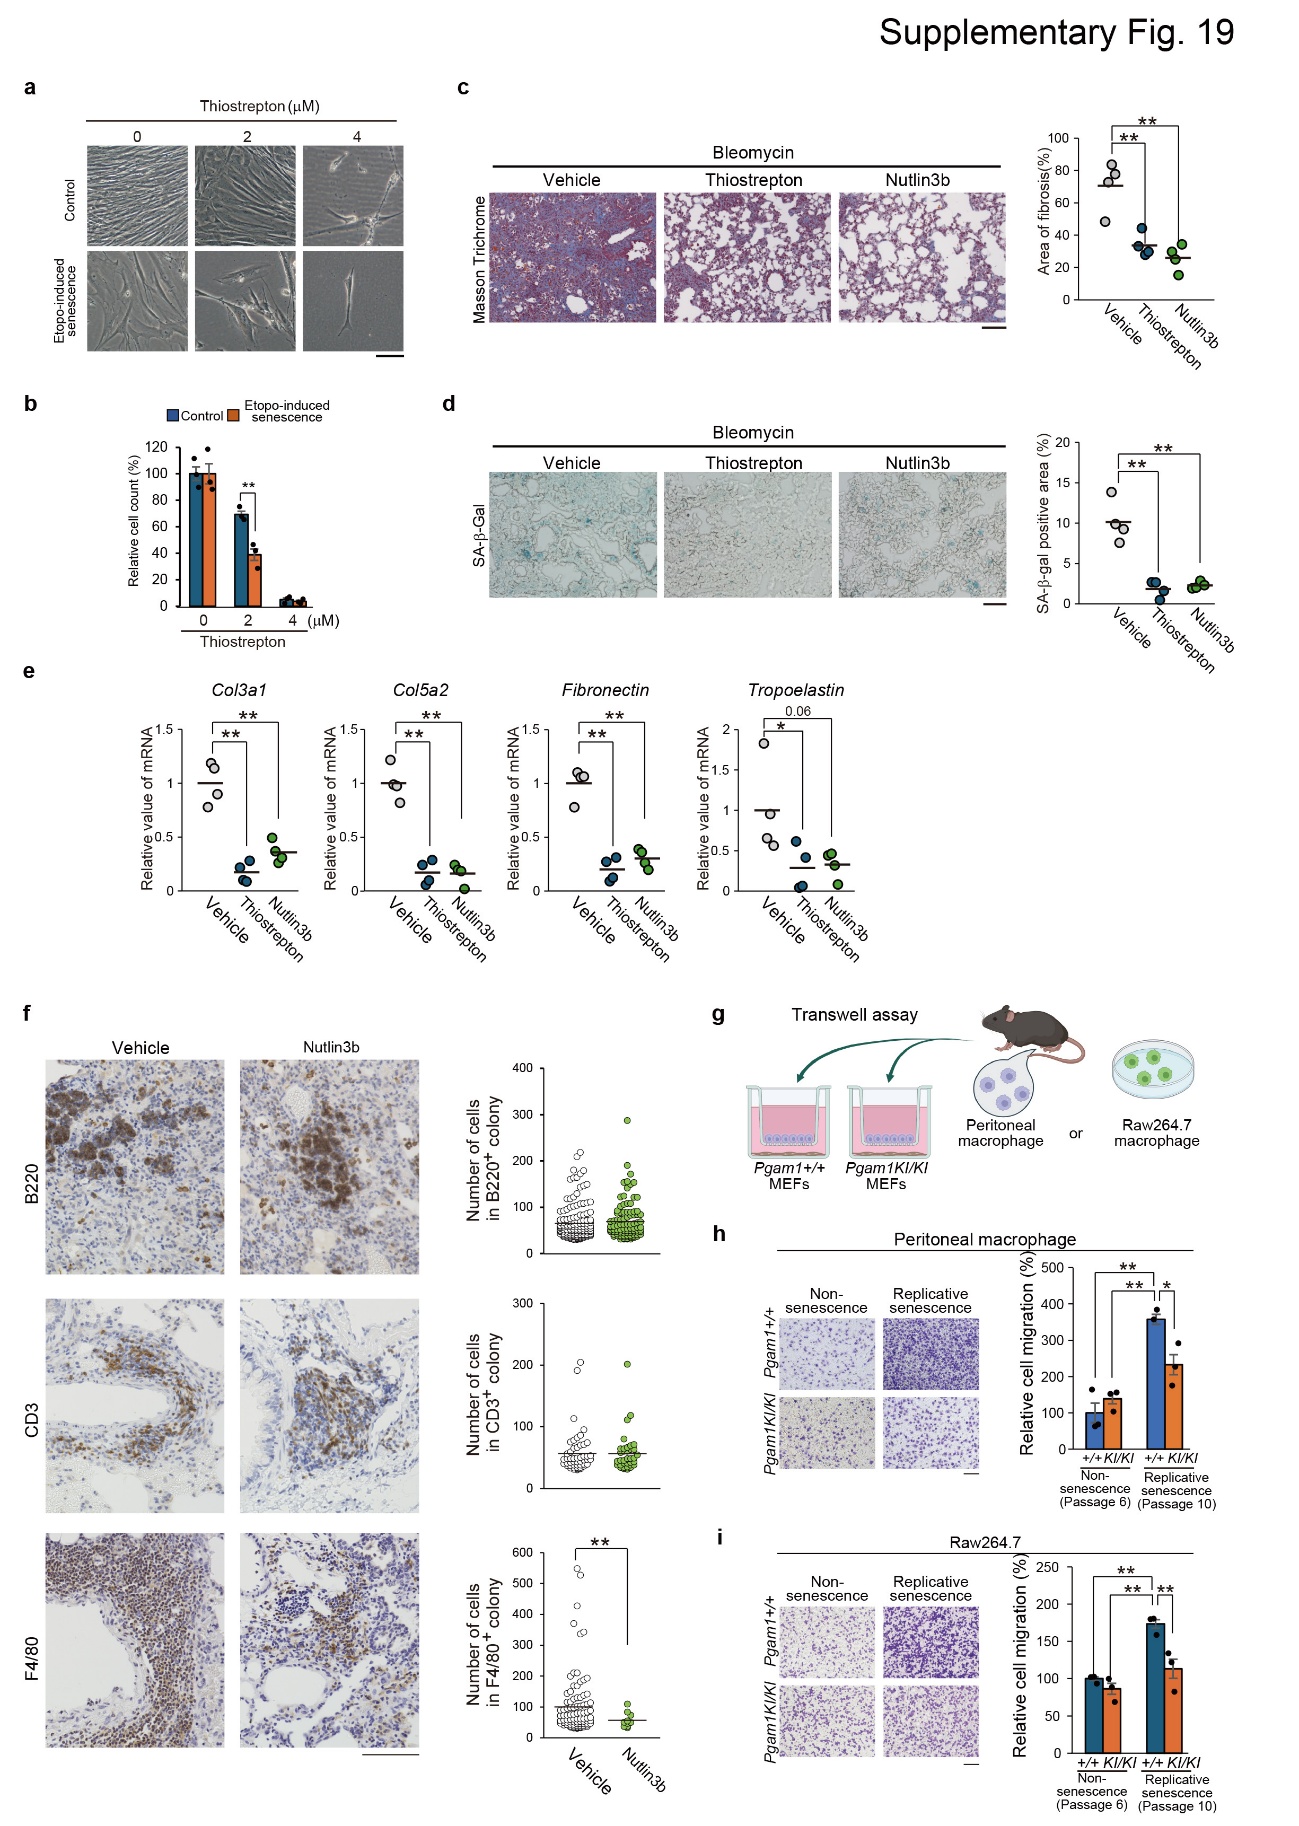
**

**Supplementary Figure 19. Verification of the therapeutic effects of Nutlin 3b in a beomycin-induced pulmonary fibrosis model (Relevant to Figure 7).**

(**a.**-**e.**) The effect of FOXM1 inhibitor, thiostrepton, *in vitro* (**a. -b.**) and *in vivo* (**c.**-**e.**). (**a. -b.**) The *in vitro* effect of inhibitor for FoxM1 on SnCs. SnCs and non-senescent cells were prepared. Representative pictures (**a.**) and cell counts of indicated cells (**b.**) after treatment by thiostrepton. (**c.**-**e.**) Mice with bleomycin-induce lung fibrosis were treated with thiostrepton or Nutlin 3b. Each group comprises mice with n=4. **c.** Representative images of lungs by masson’s trichrome staining, from mice treated with thiostrepton or Nutlin 3b (left panels). Bar indicates 100 μm. Right panel indicates the quantification of the fibrotic area in lungs after thiostrepton or Nutlin 3b treatment. **d.** SA-β-Gal staining of lung after drug treatment. Bar indicates 100 μm. **e.** Evaluation of mRNAs for fibrotic parameters by RT-PCR. **f.** Immunohistochemical analysis of immune cells, including B cell, T cell and macrophage, in lung fibrosis model after Nutlin 3b treatment. B220 antibody for B cells, CD3 antibody for T cells, and F4/80 antibody for macrophages, are utilized, respectively. Representative pictures (left panels) and cell numbers of indicated colonies (right). (**g.**-**i.**) Co-culture assay between macrophages and senescent fibroblasts. **g.** Diagram of co-culture assay. Primary MEFs from WT or *Pgam1 ^KI/KI^* mice were isolated. Replicative senescent MEFs were prepared. Young or replicative senescent MEFs were co-cultured with primary peritoneal macrophages or with Raw264.7 macrophages. (**h.**-**i.**) Young or replicative senescent MEFs were co-cultured with primary peritoneal macrophages (**h.**) or with Raw264.7 macrophages (**i.**). Representative pictures (left panels) and cell migration counts of macrophages (right). Data represent the mean ± SEM. Single (*) and double (**) asterisks indicate statistical significance of p<0.05 and p<0.01, respectively. Statistical analyses were performed using one-way analysis of variance (ANOVA) and Dunnett’s multiple comparison test.

**
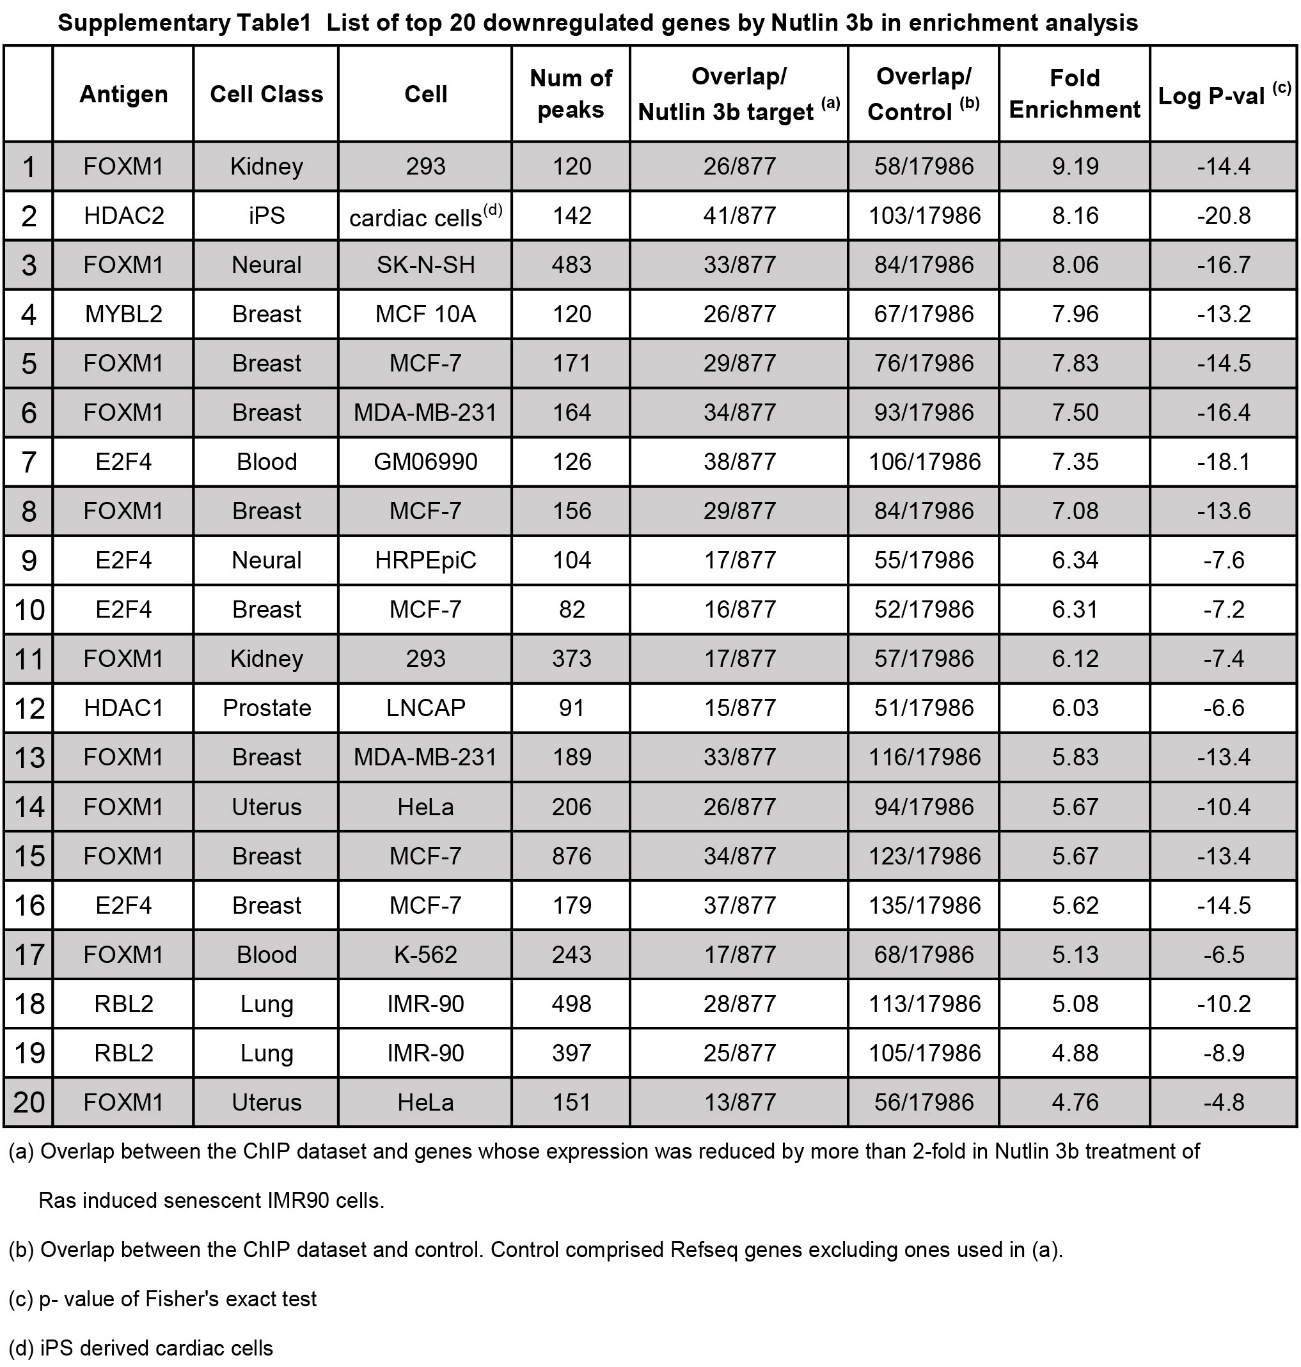
**

**Supplementary Table 1. Enrichment analysis by comparison between 9,442 ChIP datasets and 1,168 genes downregulated by Nutlin 3b demonstrated by microarray analysis.**

25,112 ChIP (chromatin immunoprecipitation) datasets in National Center for Biotechnology Information (NCBI), European Bioinformatics Institute (EBI) and DNA Data Bank of Japan (DDBJ) comprise 903 antigens (transcriptional factors and epigenetic regulators). Among these datasets, 9,442 ChIP datasets demonstrated >10 overlapping genes with information on 1,168 downregulated genes (>2-fold) by Nutlin 3b in senescent cells. Enrichment analysis was performed, based on the comparison between 9,442 ChIP datasets and microarray information (Fig. S12c). Top 20 transcriptional factors were listed, according to high hit scores by fold enrichment analysis of comparative transcriptomic data.

**
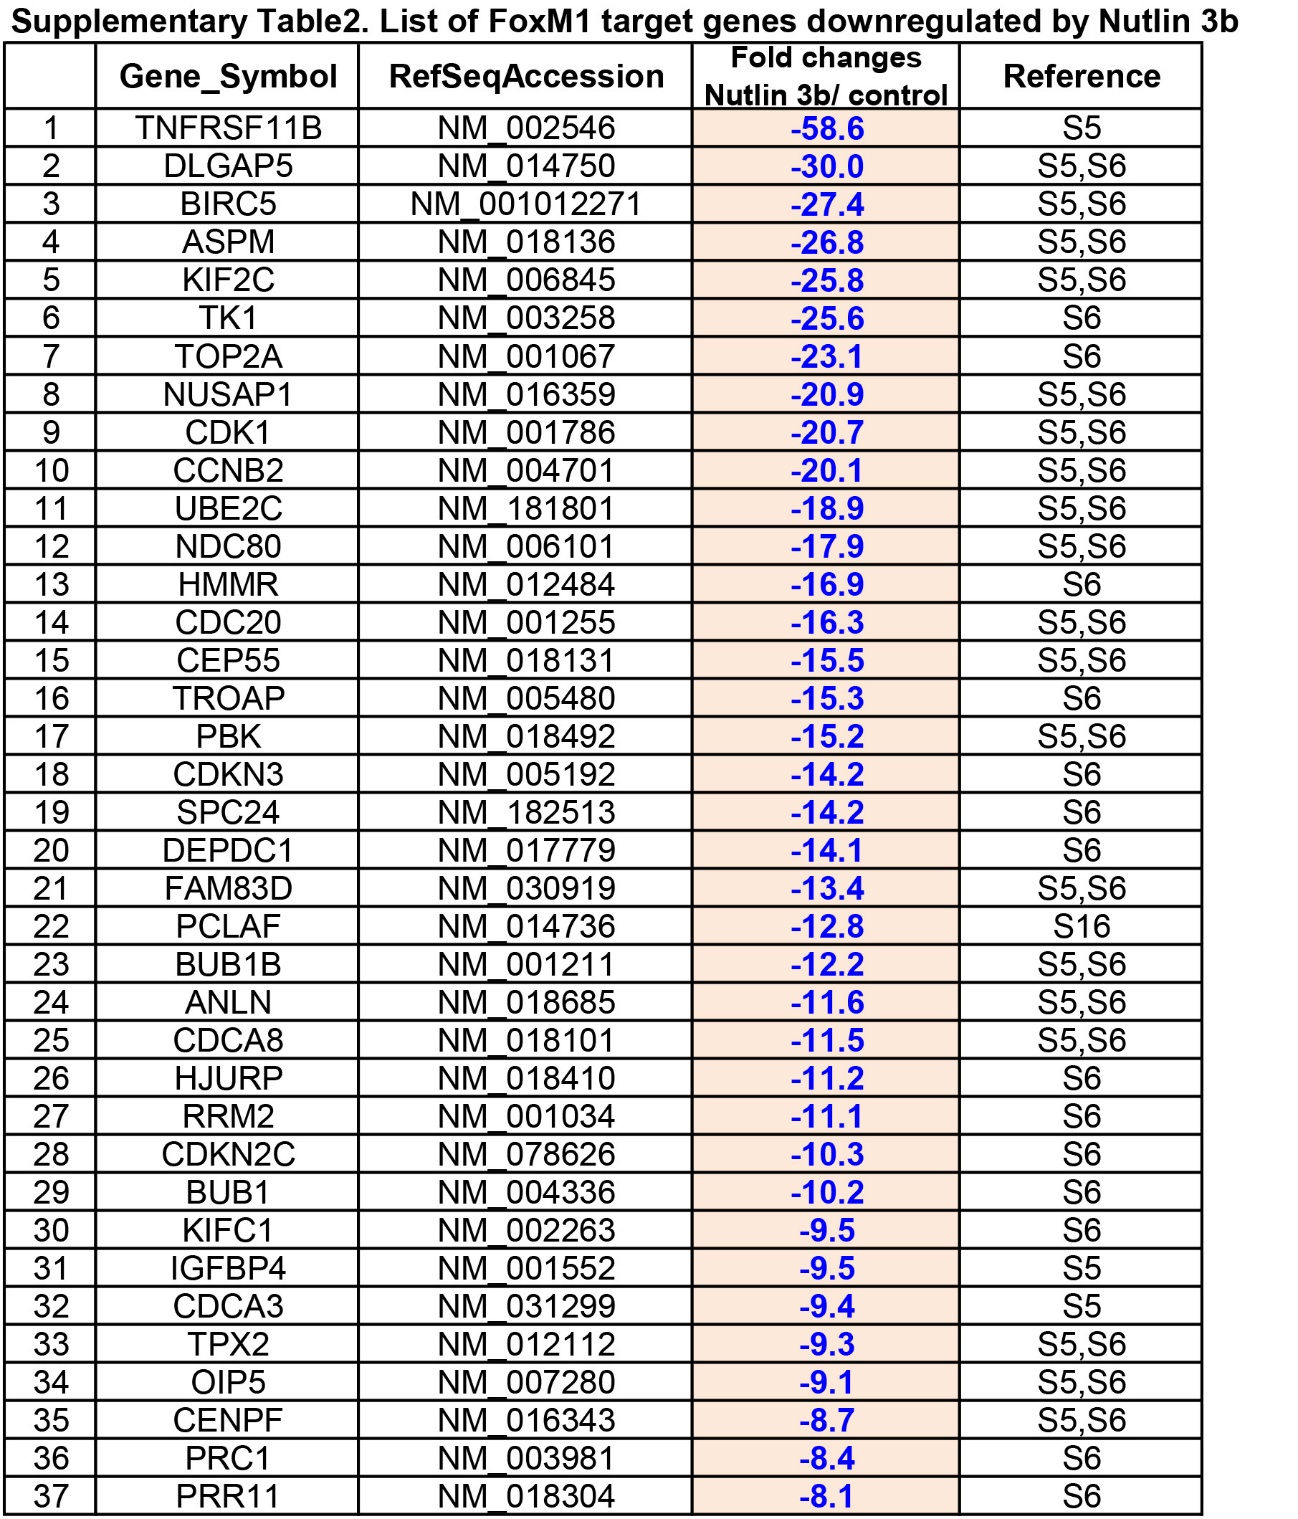
**

**Supplementary** **Table 2. List of FOXM1 target genes downregulated by Nutlin 3b.**

Among the 150 most downregulated genes (<-8.1-fold) by Nutlin 3b in SnCs, FOXM1 target genes were listed based on indicated references.

**
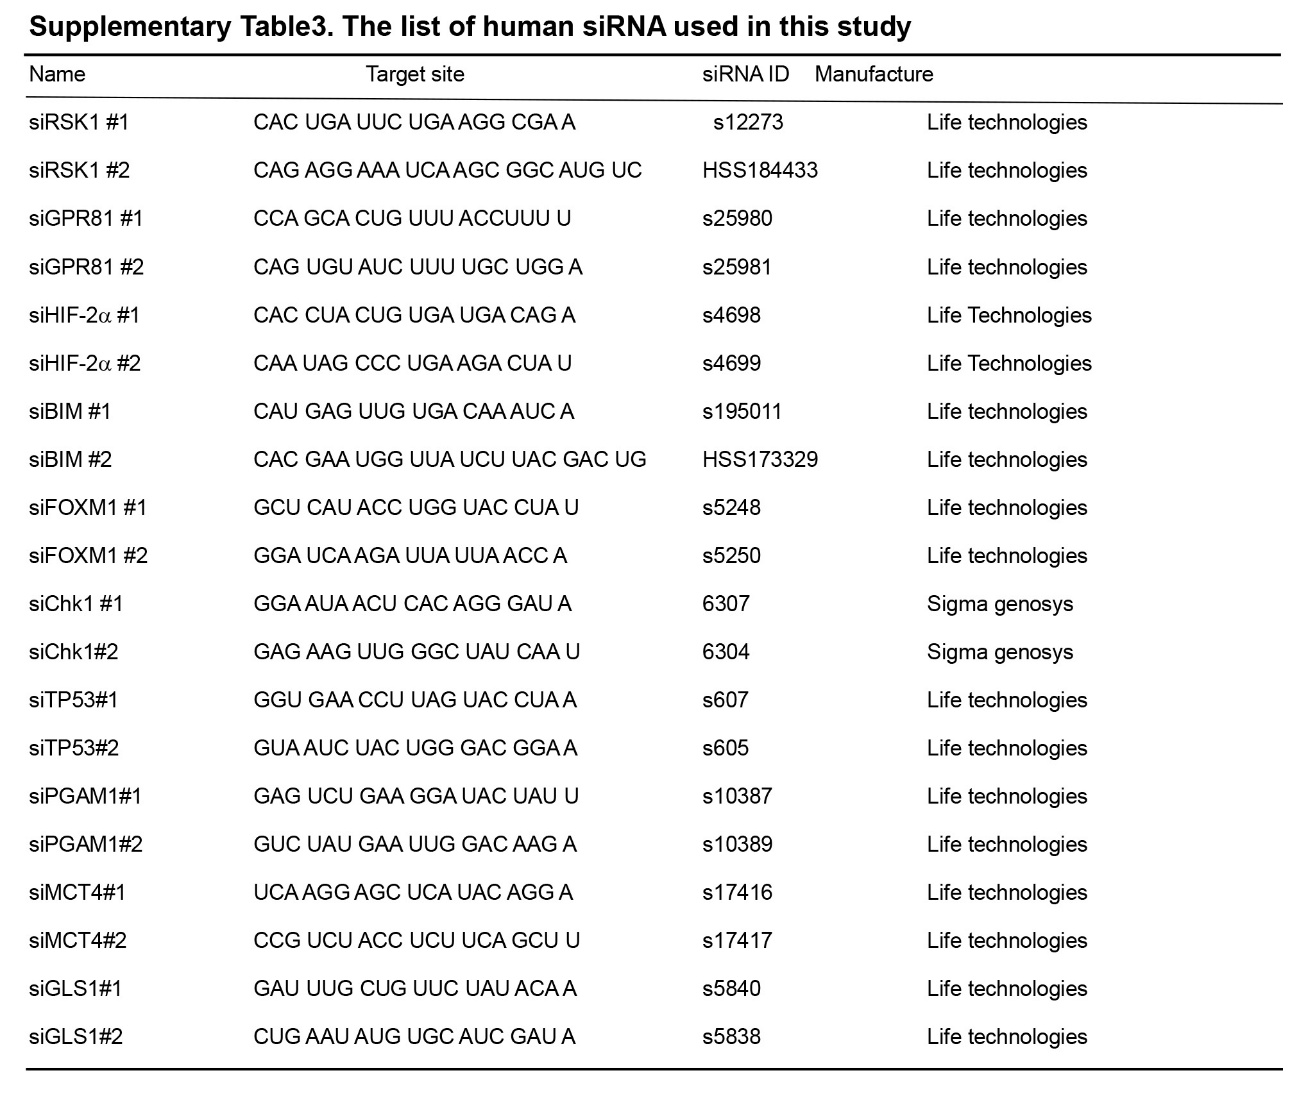
**

**Supplementary Table 3. List of human siRNAs used in this study.**

Target site, siRNA IDs, and manufacturers for each target gene are described.

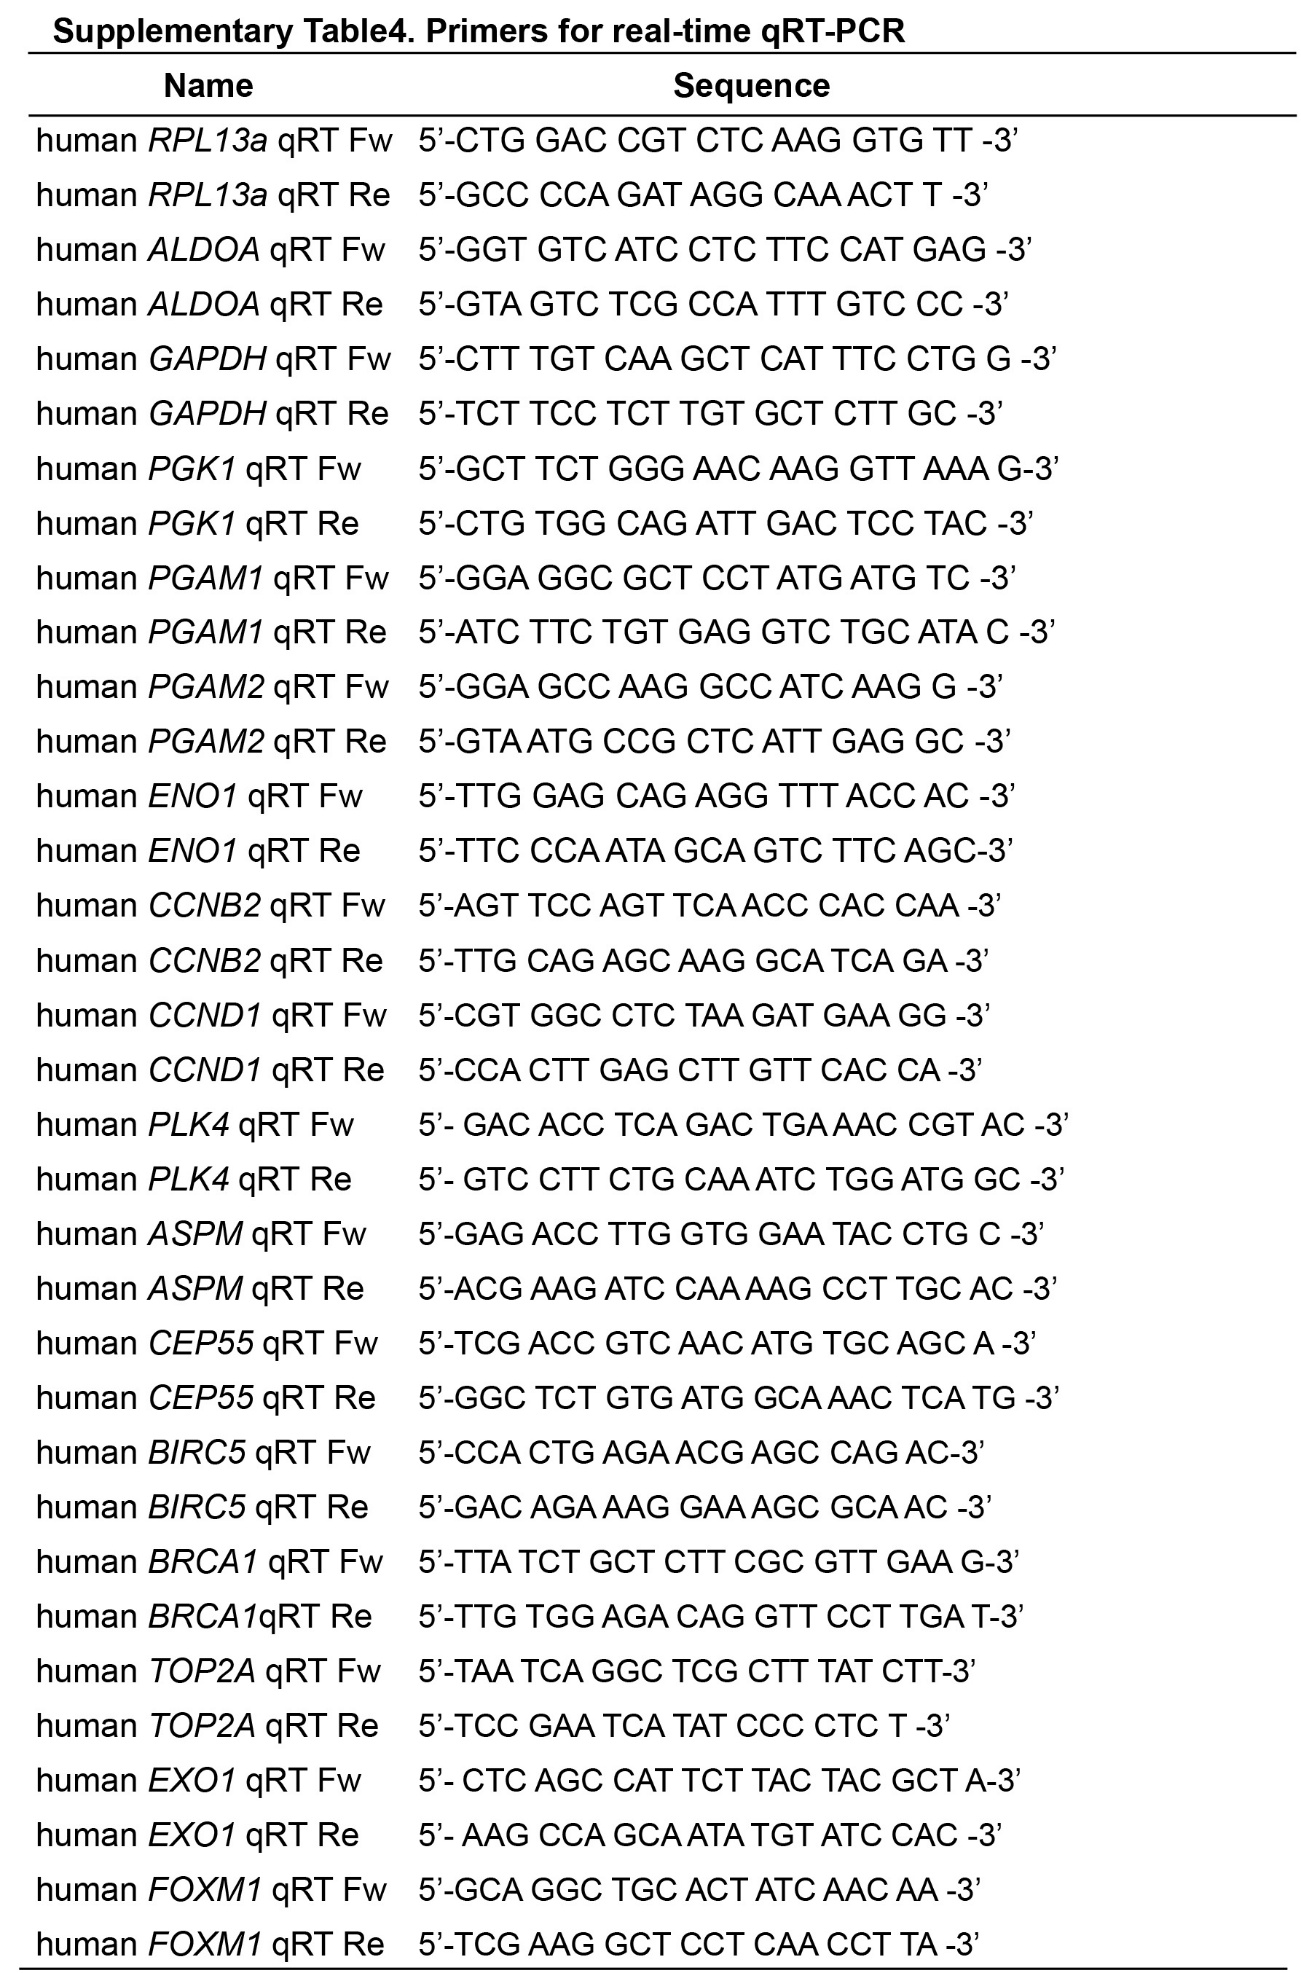

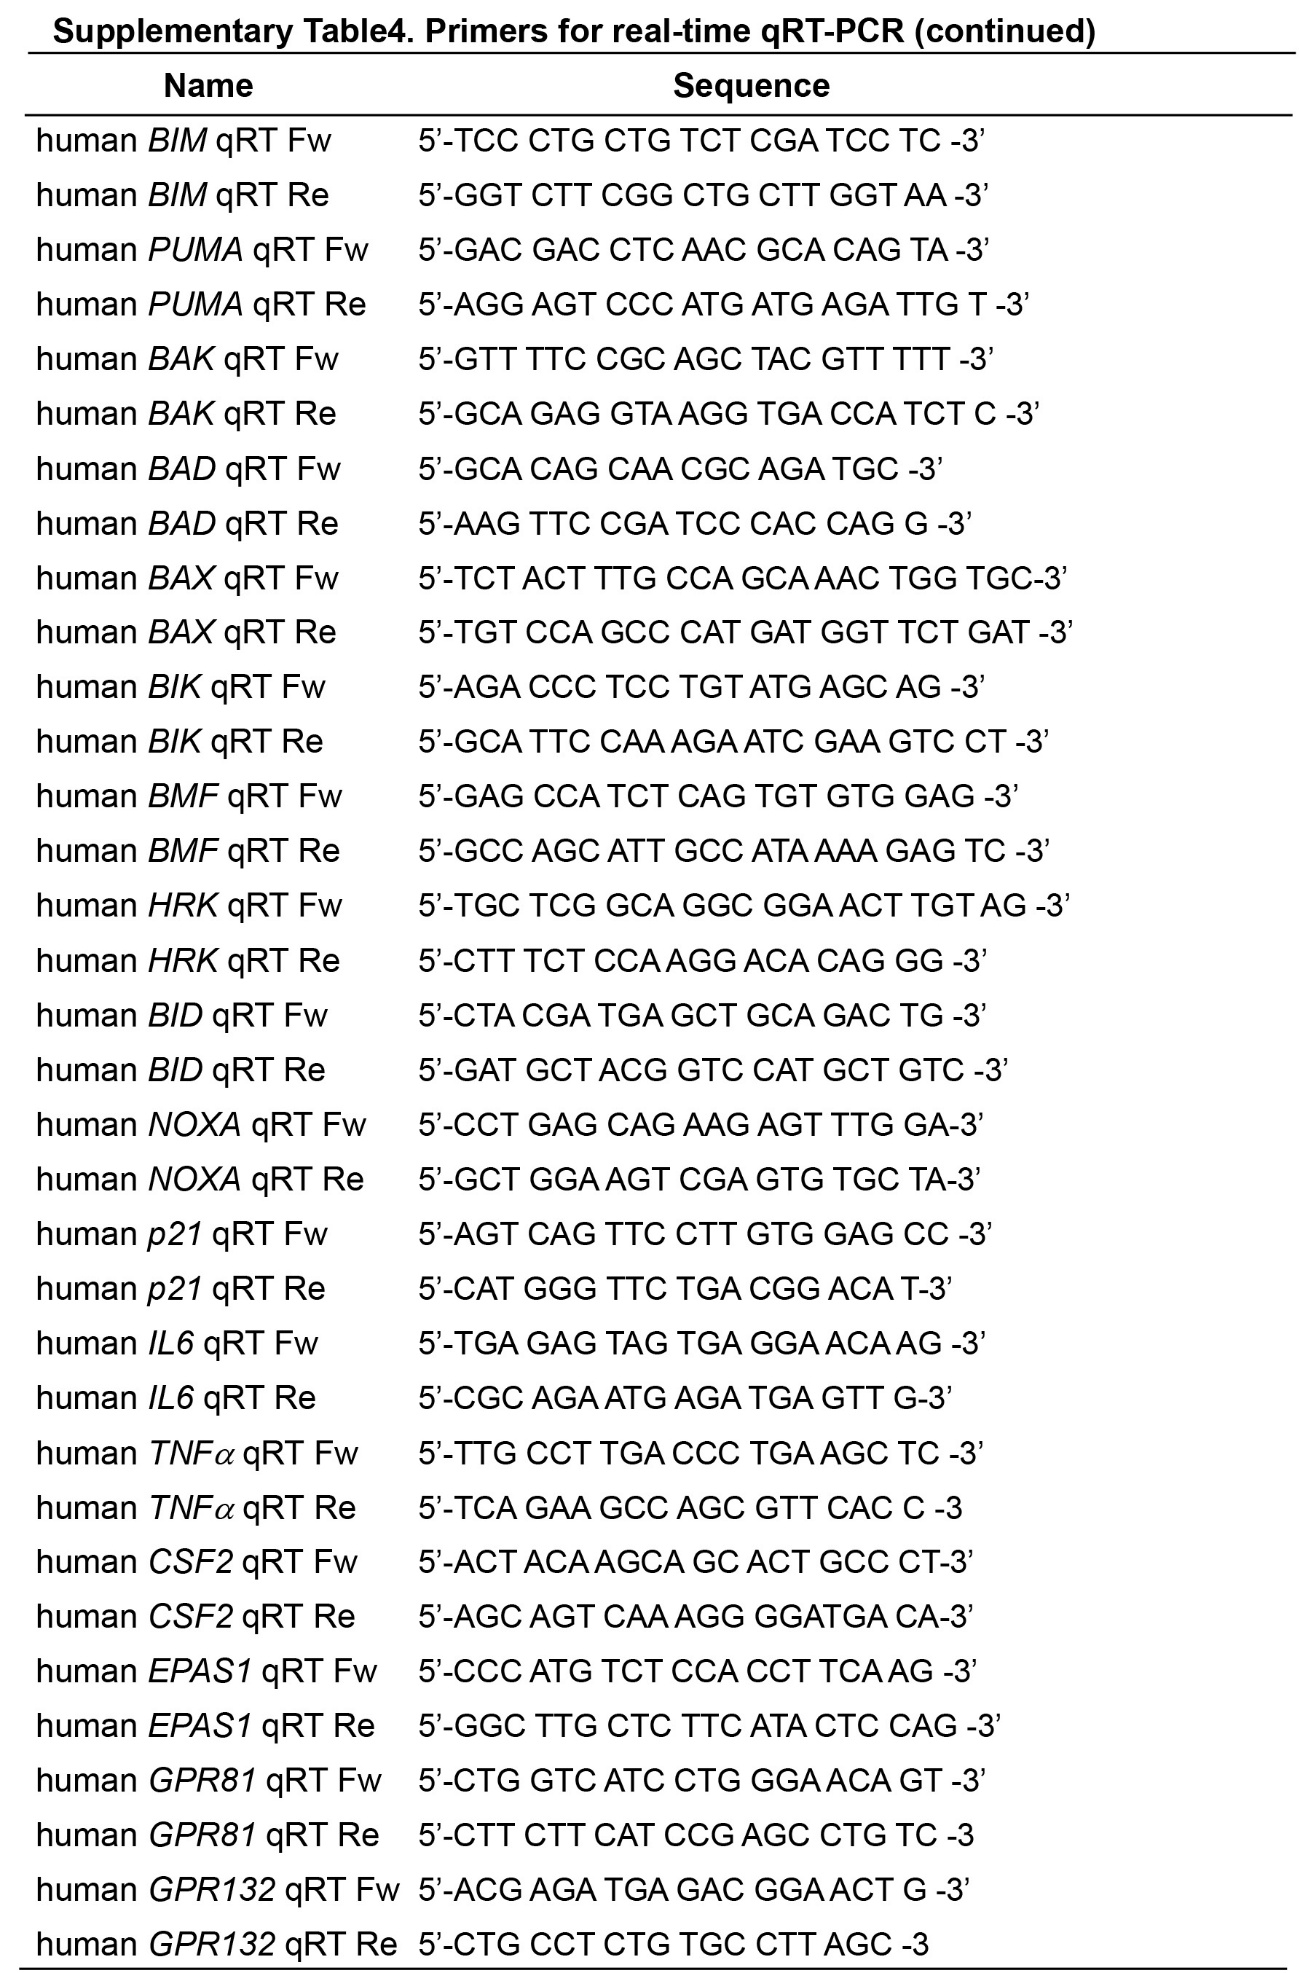

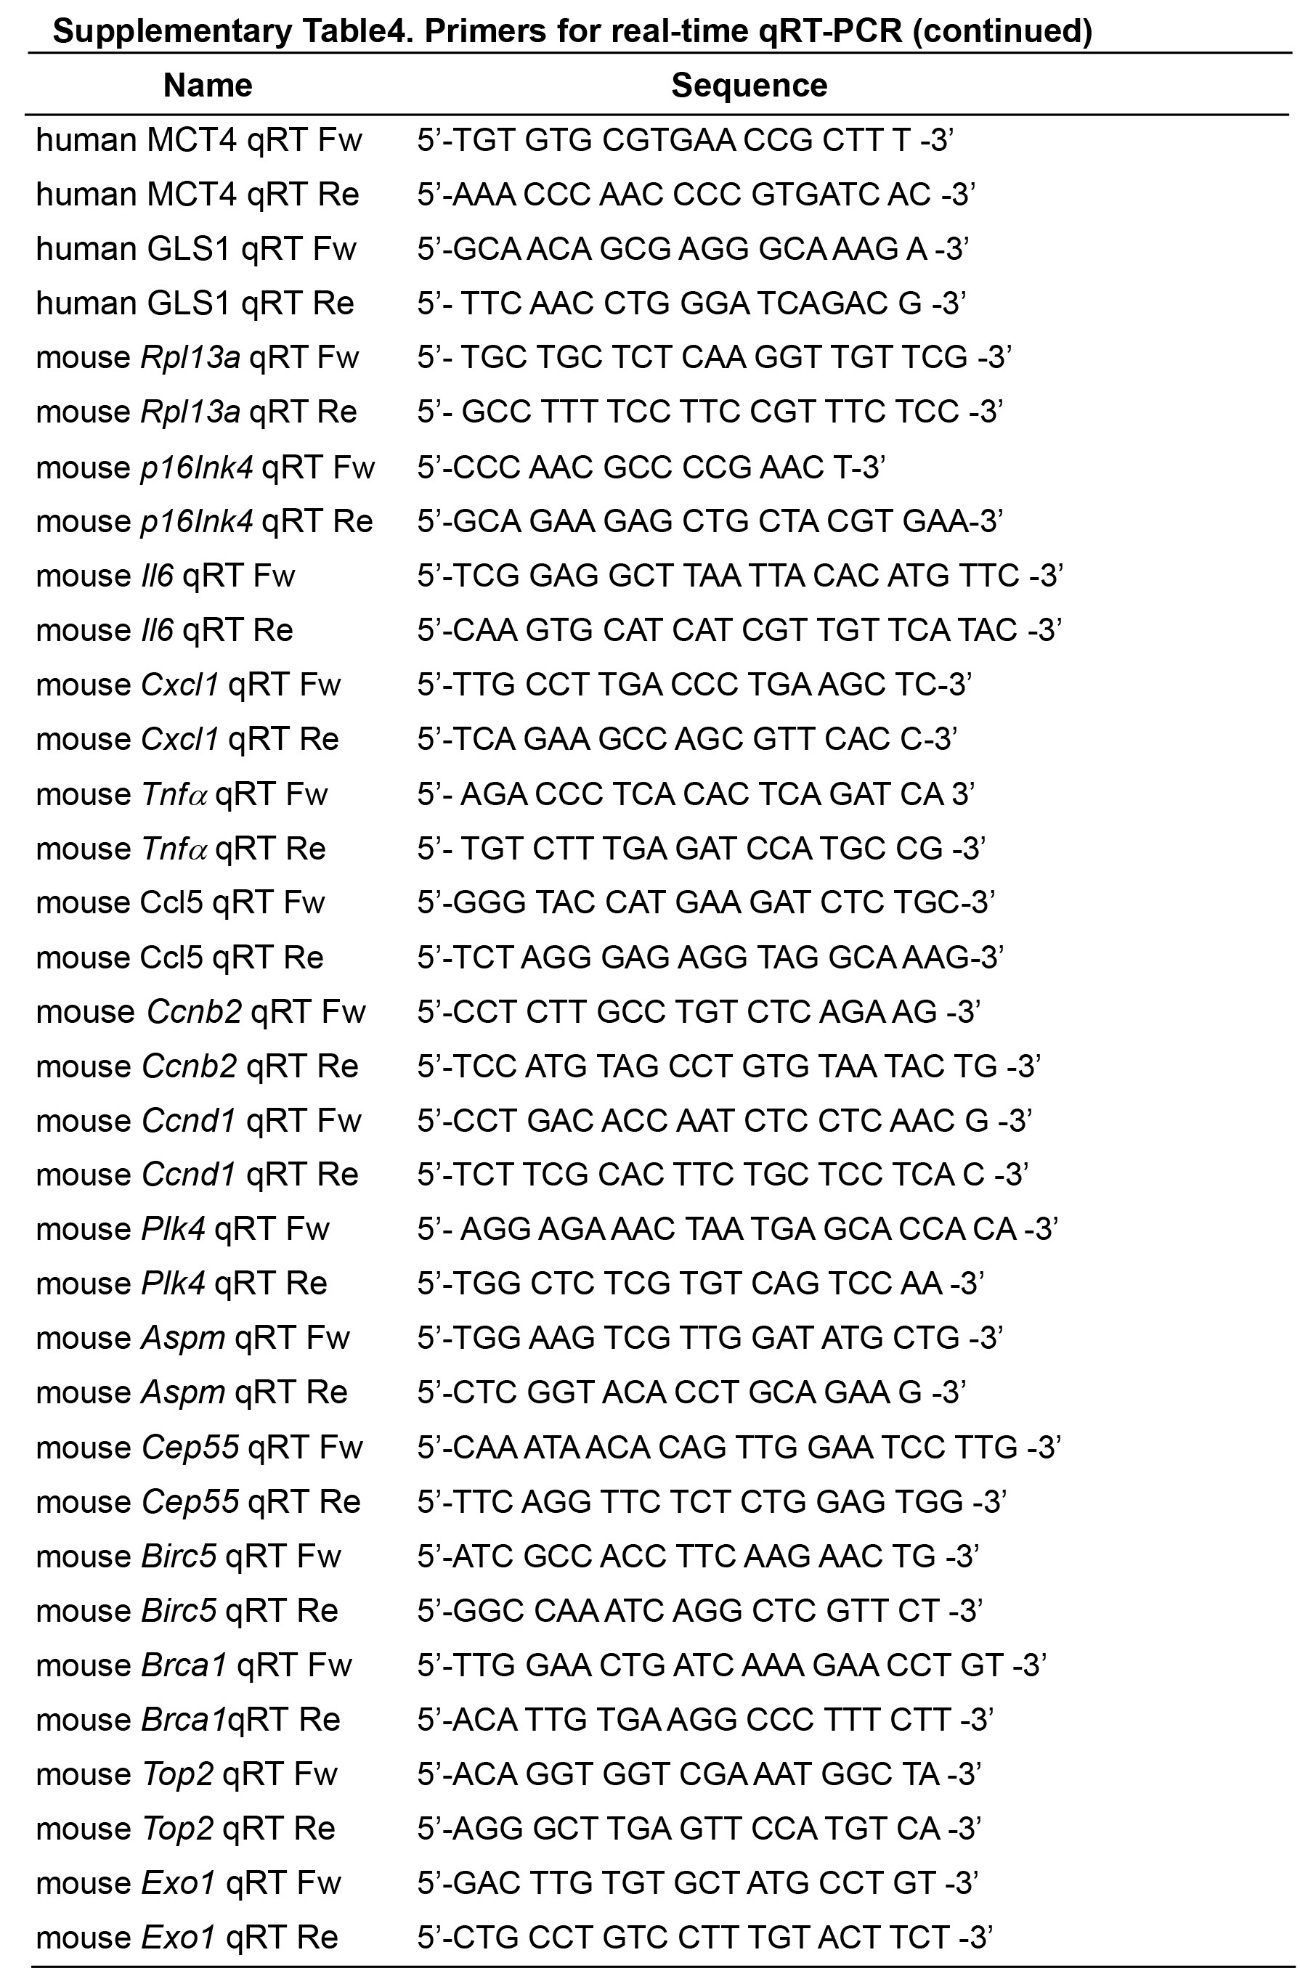

**
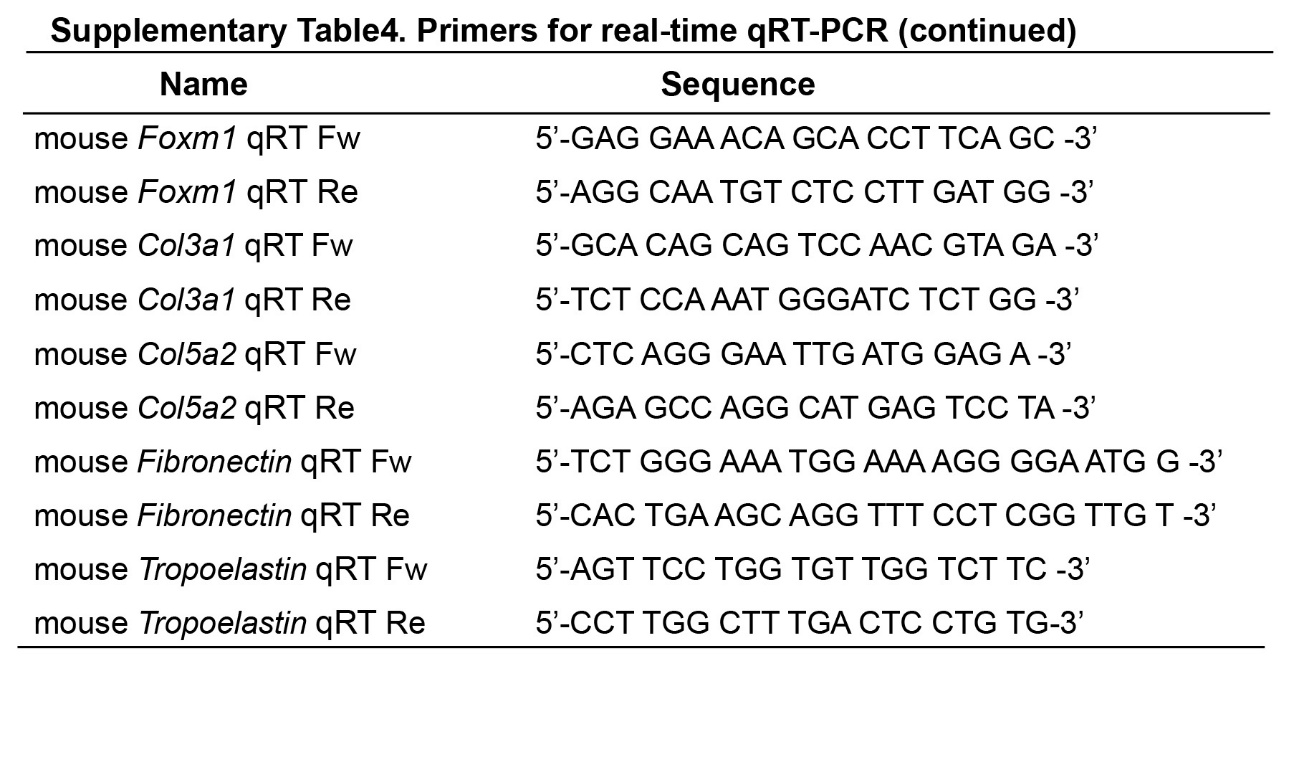
**

**Supplementary Table 4. List of primers for RT-PCR.**

Relevant sequences for each target gene are described.

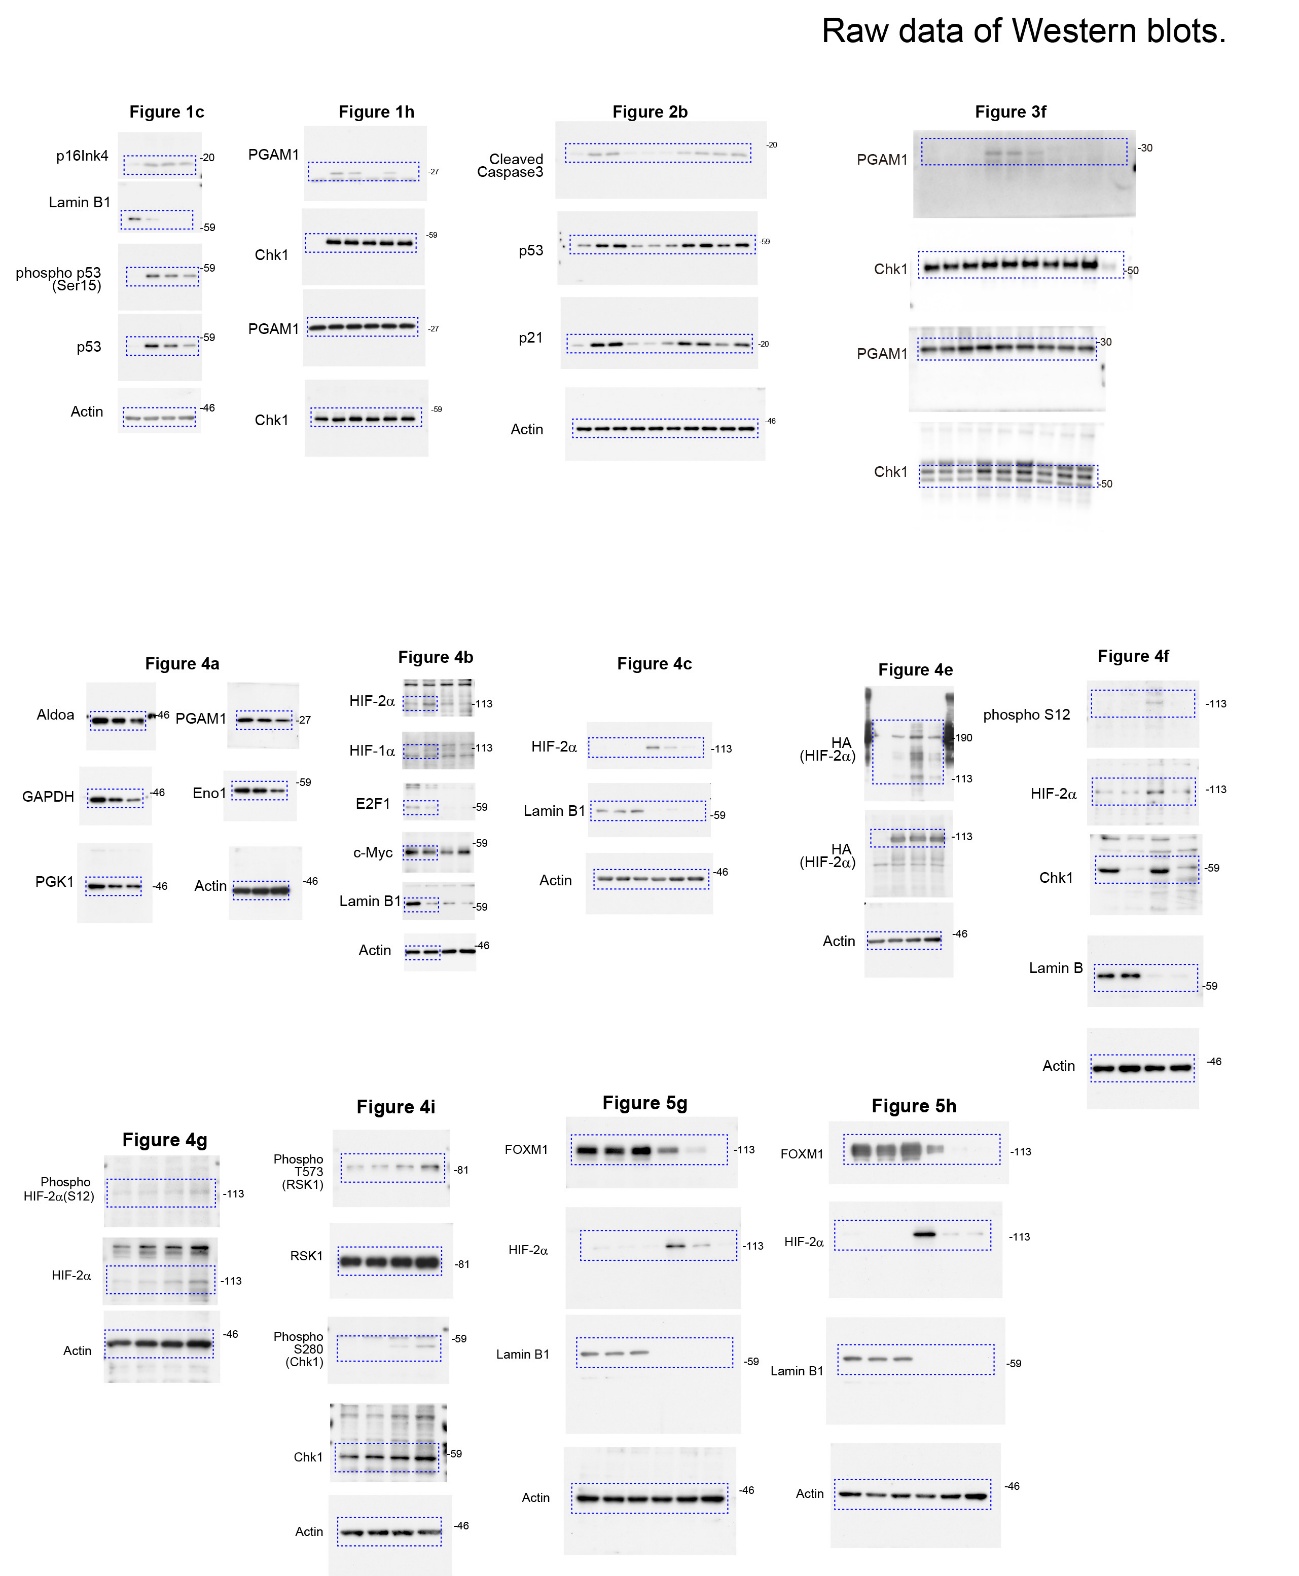

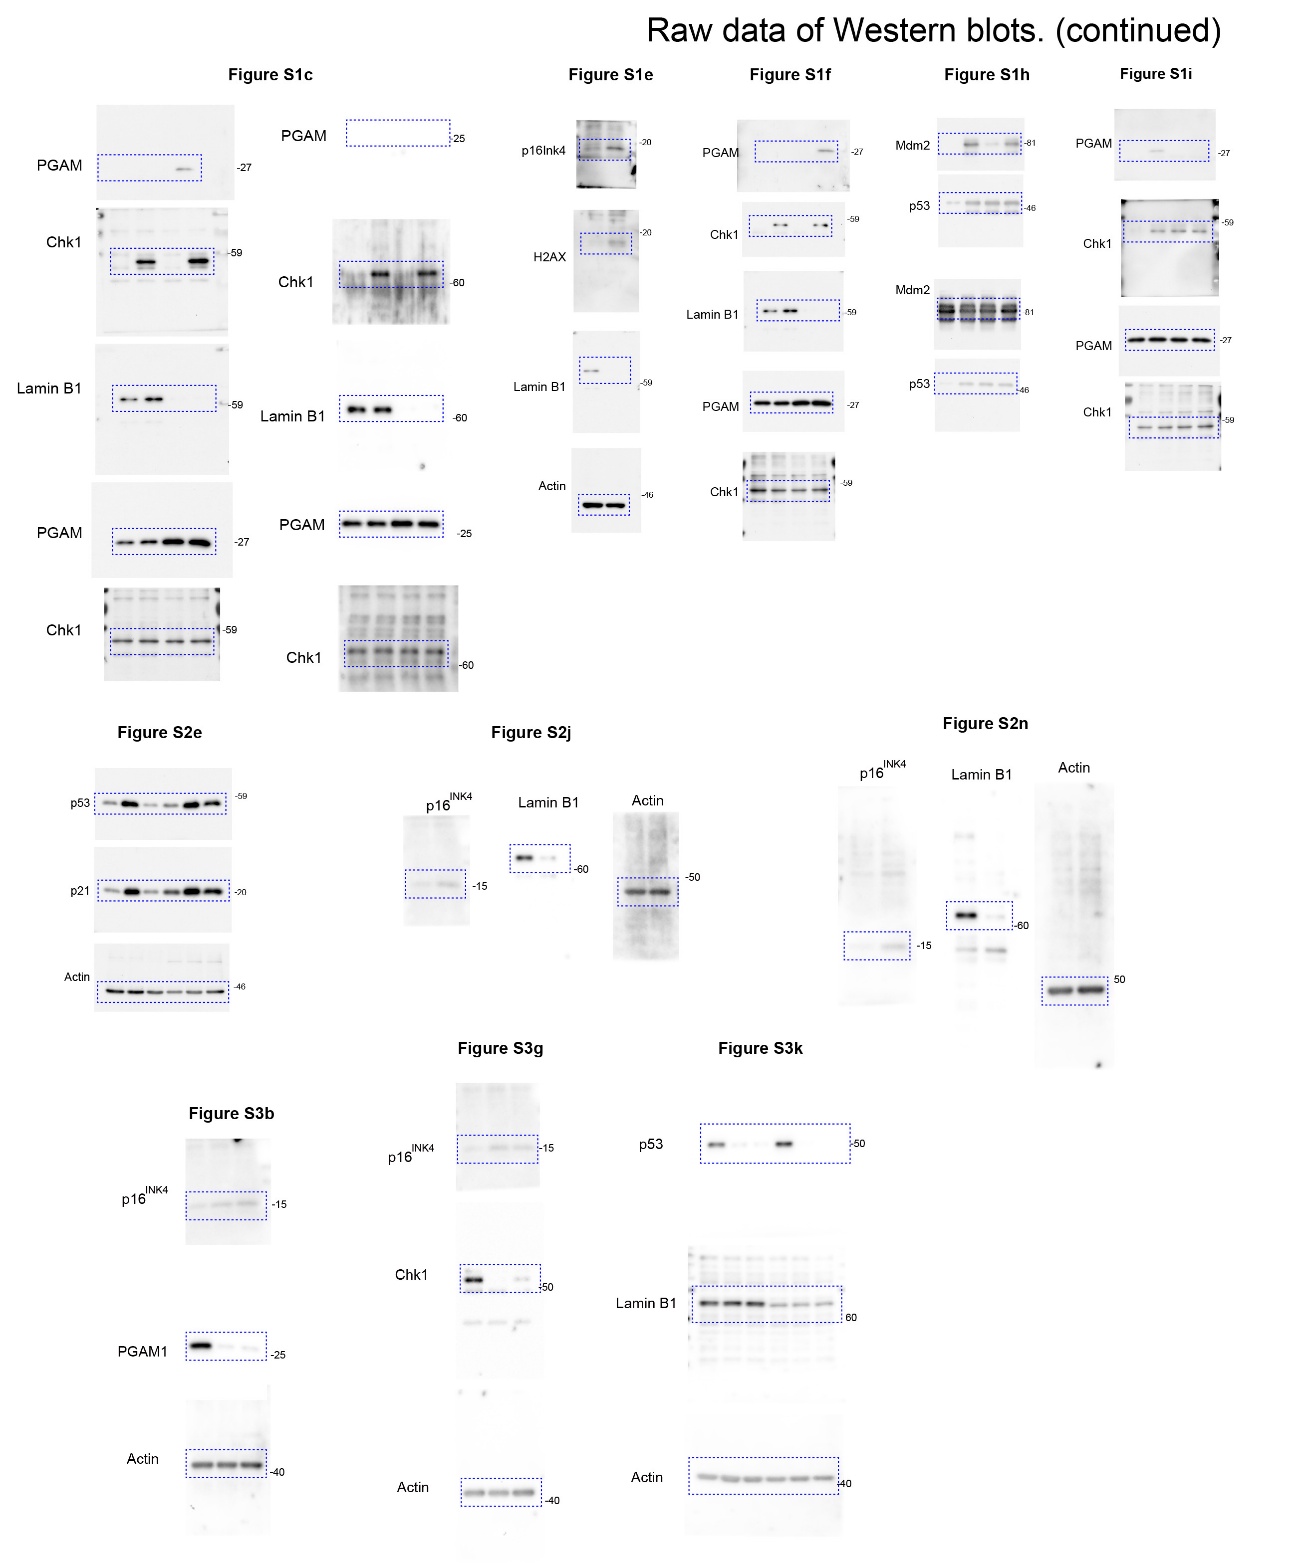

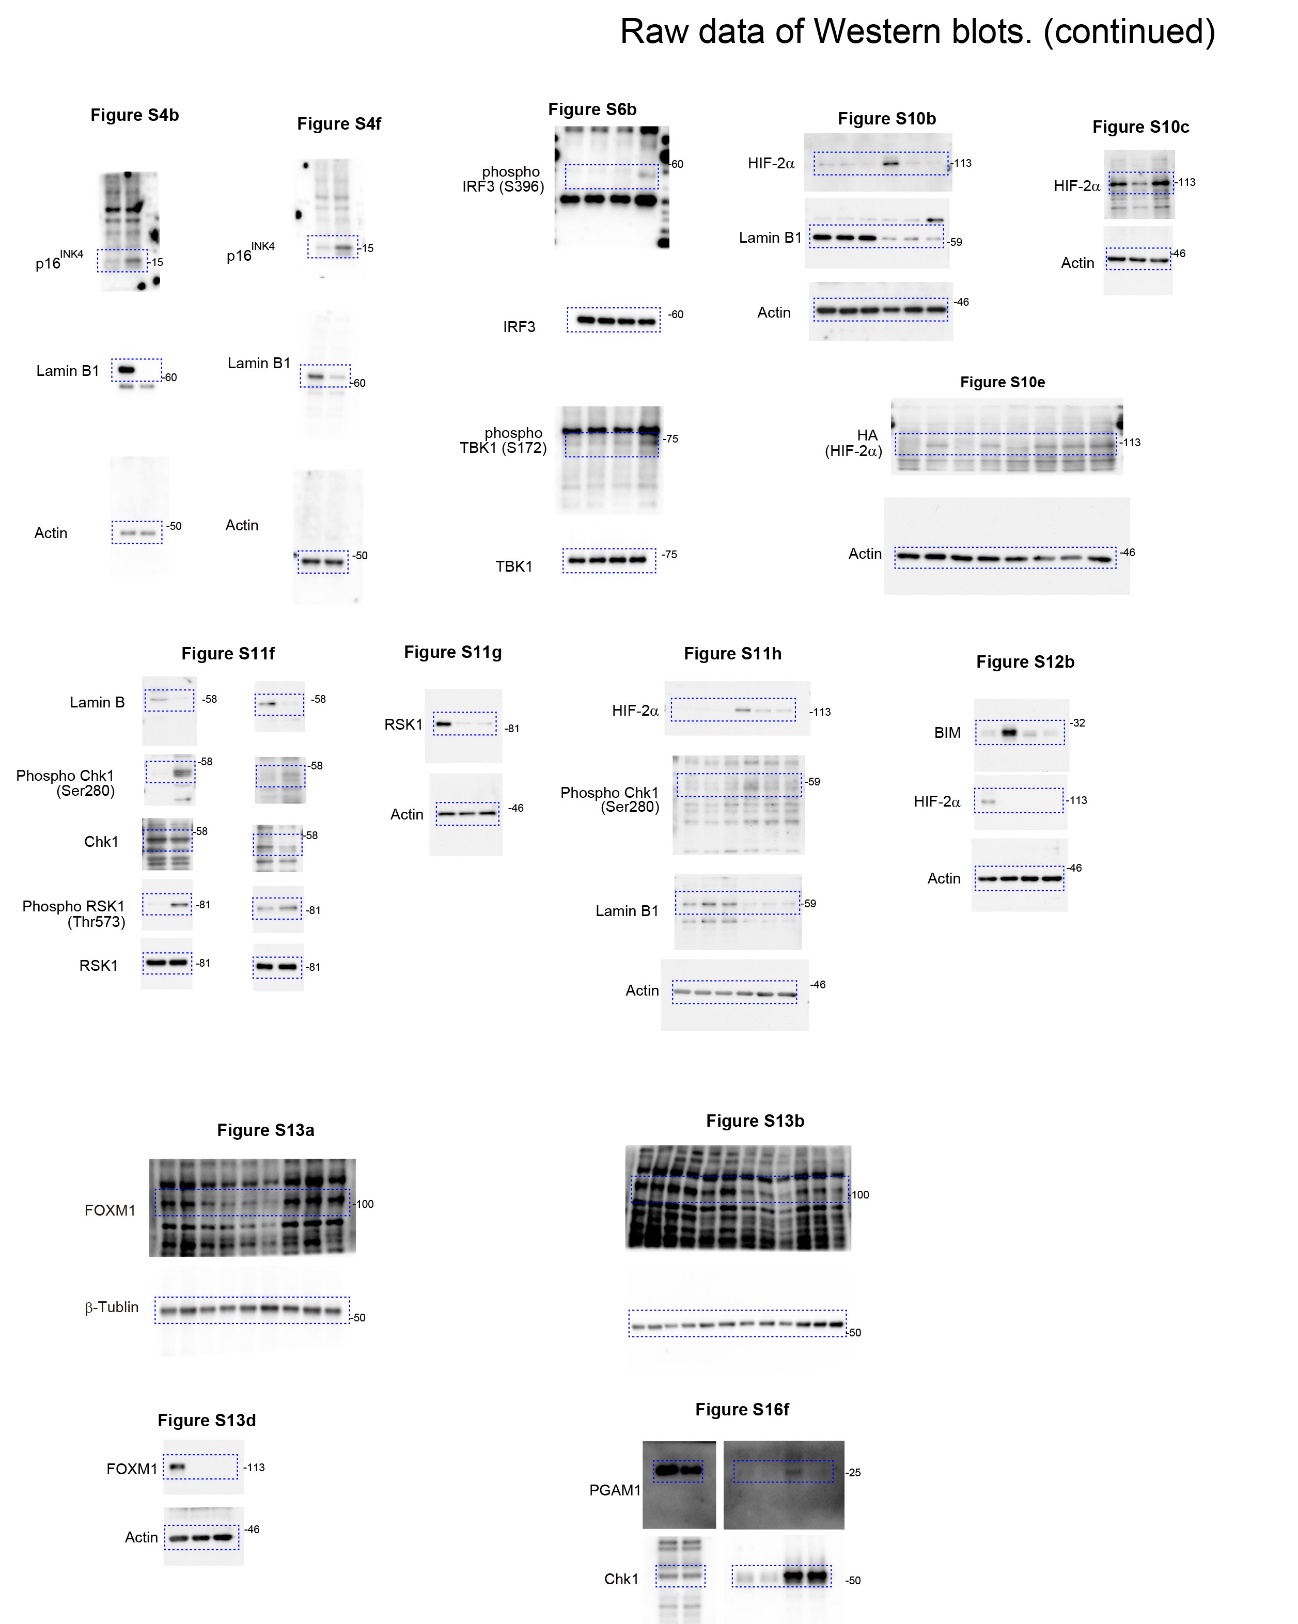

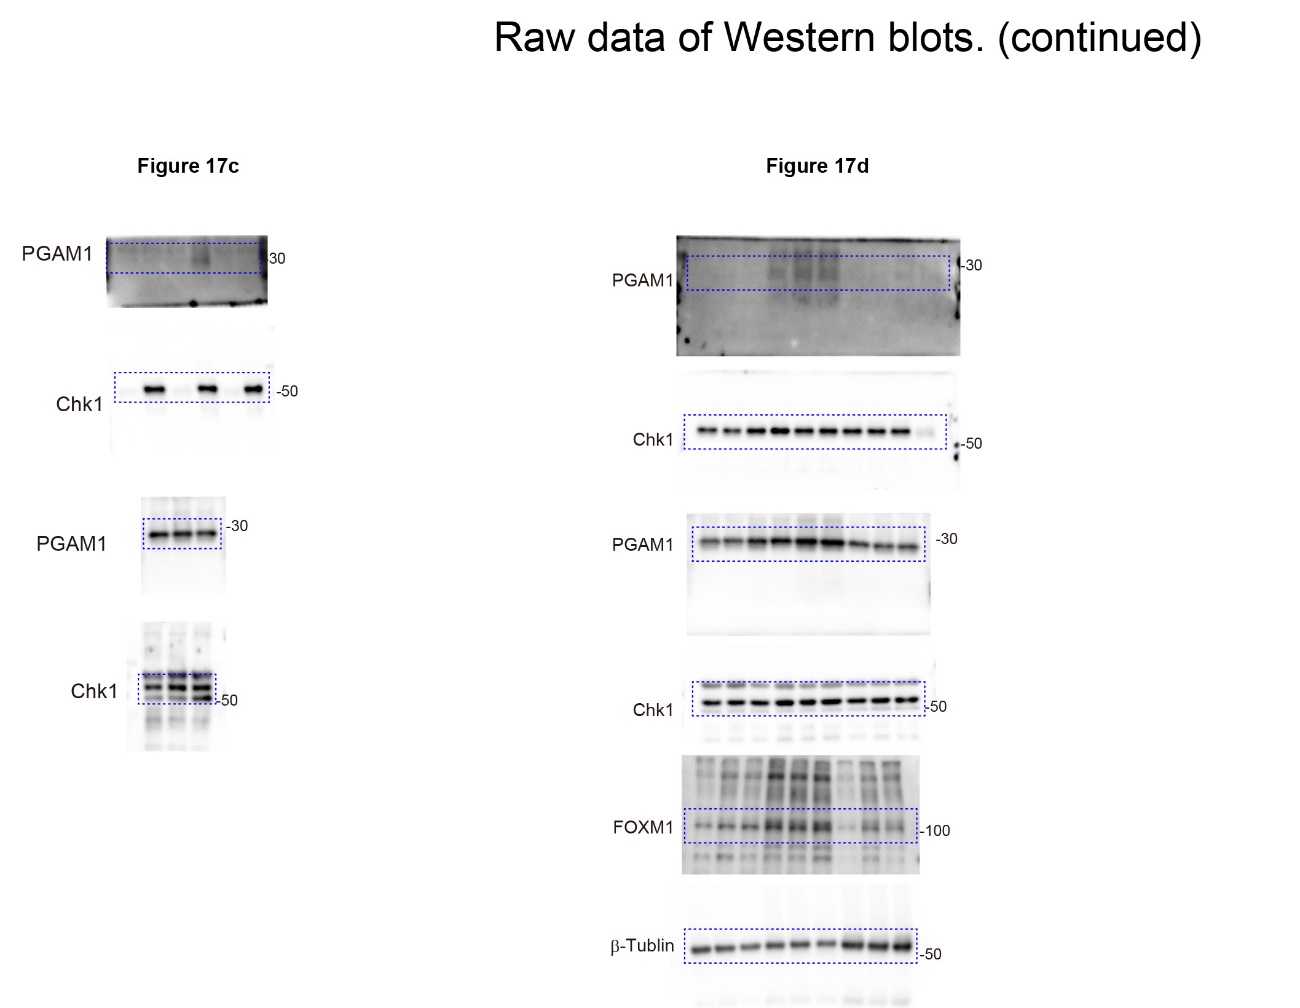

**Supplemental References**

S1 Young, A. R. *et al.* Autophagy mediates the mitotic senescence transition. *Genes Dev* **23**, 798-803 (2009).

S2 Yan, Q. *et al*. The hypoxia-inducible factor 2alpha N-terminal and C-terminal transactivation domains cooperate to promote renal tumorigenesis in vivo. *Mol Cell Biol* **27**, 2092-102 (2007).

S3 Bai, C., Liu, X., Qiu, C. & Zheng, J. FoxM1 is regulated by both HIF-1alpha and HIF-2alpha and contributes to gastrointestinal stromal tumor progression. Gastric Cancer 22, 91-103 (2019).

S 4 Morioka, S. et al. A mass spectrometric method for in-depth profiling of phosphoinositide regioisomers and their disease-associated regulation. Nat Commun 13, 83 (2022).

S5 Macedo, J. C. *et al.* FoxM1 repression during human aging leads to mitotic decline and aneuploidy-driven full senescence. *Nat Commun* **9**, 2834 (2018).

S6 ChIP Atlas https://chip-atlas.org

How the deposited data were processed for this re-analysis (not part of the article)

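RNA from liver, lung, kidney and white adipose tissue (WAT) of 10-week-old and 90-week-old mice was measured on 24 Agilent microarrays in 1 colour (Cy3), with 3 mice per age and tissue. The labels give every mouse as a male of the C57BL/6J strain. The aged livers are numbered 1, 2 and 4. The intensity values were made by the authors: per the file headers, Feature Extraction 11.0.1.1 read the scans and wrote for each of 62976 spots a processed signal (the spot's signal after background subtraction, in arbitrary fluorescence units and not scaled between arrays), the median signal, the local background and a call of whether the spot is well above background. The files carry a mouse array design on the build mm9, while the methods name a kit for human genes. The files hold no gene names, so each probe's accession was matched, without its version, to the RefSeq genes of the assembly GRCm38.p6. Of 56605 probes, 32994 (58.3%) matched, to 22911 symbols. Other probes keep the name in the files, and no gene was named from an Ensembl transcript identifier. That assembly is not the build of the array, so the table was used for names and for which genes neighbour each other, and no positions are printed.

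Spots that the image software marked as uneven or as outliers were left out (1841 over all arrays, at most 135 on 1 array). No spot was saturated. The processed signal was put on the log2 scale and spots of 1 probe were averaged. The 75th percentile over the probes that are not controls was subtracted from each array. No floor was set. Within a tissue, probes well above background on at least 3 of the 6 arrays were kept, and each gene or unmatched target was represented by its brightest probe. This left 27902 entries in the liver, 30321 in the lung, 31503 in the kidney and 30061 in WAT. Signal over background sets the depth: between 58.6% and 71.1% of the probes on an array were well above background, and the correlation between arrays of a group was between 0.942 and 0.995. Where no mouse of the dimmer group had a probe well above background, a lower bound on the fold was computed against the lowest signal called well above background on each array.

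Aged and young mice were compared within each tissue by limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes of the tissue and a threshold of 0.05. For the number of upregulated genes beside Fig. 6b, at least a 2-fold rise and an unadjusted p under 0.05 were required. Lists of 10 FOXM1 targets and 15 SASP factors named in the paper's text and 97 genes of the S and G2/M phases were tested by camera with a preset correlation of 0.01. They were tested again by camera with the correlation estimated and by fry. The lists were also compared between WAT and the mean of the other tissues in a fit of all 24 arrays with a group for each tissue and age, over the 25772 genes with a single probe that passes the filter in every tissue and has a value on all 24 arrays. A few more, 25784, were tested in every tissue when the probe could differ between tissues. Genes read from the paper's heatmaps were tallied gene by gene and entered no set test. Lists of marker genes of cell types were tested by camera in each tissue. Genes named in the text are those the paper names for these tissues in its text, legends or figures, and in each tissue the 5 genes with a symbol and the largest log2 change in each direction among those called whose groups did not overlap and whose brighter group was well above background on all its arrays. That rule was fixed without a condition on symbols, which was added after the data were seen; other named features are marked where they appear.

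The fit was tested on simulated data, with 200 genes changed in each tissue. It recovered 51.5% of them in the liver, 73.5% in the lung, 85.0% in the kidney and 20.5% in WAT, with 4, 8, 8 and 1 false calls. The simulated noise was independent between genes and came from limma's own pooled variances. Fewer genes changed than were called in any tissue, so these shares are not the power in the data. The alternatives set before the data were examined were another background correction (normexp with an offset of 16, on the median signal because the files hold no mean signal), quantile normalization, no filter on dim probes, the mean of a gene's probes, all 24 arrays in 1 fit, the replicate number as a block, the unpaired Student's t-test, other criteria for upregulated genes, the other set tests, and each mouse left out in turn. For the difference between WAT and the other tissues, a replicate number of an age was left out of all tissues at once. Only genes with a symbol, centring on the median of the tested genes, and scaling to the 350 spike-in spots were added after the data were seen. A block for the slide was not run, because each tissue lies on 1 slide. The replicate numbers do not pair young with aged samples, which come from different animals. Whether 1 mouse gave several of the tissues is not known, and the fit of all arrays treats the arrays as independent. The enrichment against ChIP datasets and the quantitative PCR experiments were not analysed here.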

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

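The tests of explanations in this part, the other splits of the samples, the cell-type lists and the searches for transcripts of other tissues were chosen after the results were seen; the comparison of the lists between WAT and the other tissues was planned.

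The FOXM1 targets named in the text rose less in WAT than in the mean of the liver, lung and kidney, by -0.47 on the log2 scale, and so did the cell-cycle genes, by -0.37. Camera called both differences. They come from the fit of all arrays; taken from the means within the tissues, where Brca1 is read from another probe outside WAT, the FOXM1 difference is -0.29, and the cell-cycle difference -0.35. Chance is not excluded: among 100 splits of the mice, 25 gave a camera p as small for the FOXM1 list and 22 for the cell-cycle list, the real split included. Neither difference passed under fry or with the correlation between genes estimated. A replicate number was left out of all tissues at once, which takes away several arrays. Without aged replicate 2 the FOXM1 difference was then -0.14 and no longer passed, and the cell-cycle difference was -0.10. Without young replicate 1 the FOXM1 difference was -0.34 and did not pass, and with another background correction it was -0.20 and did not pass. For the FOXM1 list, camera called the difference of WAT from the liver (-0.93) and from the kidney (-0.63) but not from the lung (0.14). Each tissue lies on a slide of its own, so slide and tissue are confounded in the levels, although not in the change with age within a slide. A biological difference between tissues stays open.

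Within a tissue, 3 mice against 3 make 10 splits, so chance cannot be excluded at a share under 0.05 for any result. Only the real split gave a camera p as small as its own for the FOXM1 list in the lung and kidney (1 of 10 each), for the SASP list in the liver and kidney (1 of 10 each) and for the cell-cycle list in the lung (1 of 10). As many as 3 of 10 splits did so for the FOXM1 list in the liver and 2 of 10 in WAT, 7 of 10 for the SASP list in the lung and 6 of 10 in WAT, and 2 of 10 for the cell-cycle list in the liver, the kidney and WAT. For the numbers of genes higher, lower and at least 2-fold higher, the real split was the only 1 of 10 with a count as large in each tissue. Every other split called 0 genes with limma at the adjusted threshold.

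A few genes that the paper names changed in opposite directions in a pair of tissues, and the difference itself was tested in the fit of all arrays. Cxcl14 was higher in the kidney (1.49) and lower in the lung (-1.37), with an adjusted p of the difference of 0.0194. Esr1 was higher in the liver (1.29) and lower in the kidney (-0.54), with 0.00138. Igfbp3 was higher in the liver (1.40), and lower in the lung (-1.74, 0.00437) and the kidney (-1.01, 0.0298). Each fall was called by limma in its own tissue, at an adjusted p of at most 0.0183. In the fit of all arrays no fall passed. The adjusted p there was 0.253 for Cxcl14 in the lung and 0.0636 for Esr1 in the kidney. For Igfbp3 it was 0.0570 in the lung and 0.0916 in the kidney, so the opposite directions rest on the fits within tissues. Every aged mouse was on the same side of the young mice in each of these comparisons. No technical explanation was tested for them beyond the scalings, under none of which a direction flipped, and a difference between tissues stays open as a biological one.

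Adipocyte markers were lower in the aged lungs, by -4.51 over 5 genes (camera adjusted p = 0.0163), and skeletal muscle markers by -1.11 over 5 genes (adjusted p = 0.0256); both also passed under fry. Of 29 genes abundant in the WAT arrays and low in the other tissues, 18 were higher in every young lung than in every aged lung and 0 the other way. Their median level was between 1.25% and 2.42% of the WAT level in the young lungs, and between 0.573% and 0.631% in the aged lungs. This is in line with adipose tissue in the young lung samples. Fat taken along at dissection and a change of the lung with age both stay open, since no array tells them apart. The falls of Plin1 and other adipocyte genes in the lung may therefore not come from lung cells. No test was made of the source of the muscle transcripts.

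Aged lung replicate 1 carried hepatocyte transcripts. The 50 genes most abundant in the liver and low elsewhere stood at a median of 1.36% of the liver level (quartiles 0.937% and 2.07%), against 0.0135% to 0.0400% in the other 5 lungs, and all 50 were highest in that array. That is consistent with liver RNA in the sample, and the rise of all 50 together argues against a change in single genes. The array also had the lowest share of probes well above background among the lungs, 59.5%. No other explanation was tested. Leaving out aged replicate 1 gave 737 genes higher and 904 lower in the lung, against 825 and 875 with it.

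Young WAT replicate 1 held epididymal transcripts. Lcn5 stood at 8.76 on the log2 scale above the array's 75th percentile, against -2.60 at most in the other WAT arrays, and Crisp1 at 7.58 and Defb20 at 2.68. Of 5 marker genes of epididymis and mammary gland, 4 were at least 2-fold higher in that array than in every other WAT array, and Csn3 was not. Epididymal tissue taken along with the fat pad may explain this, but it cannot be told apart from expression in the fat itself, because the data hold no array of epididymis. Hepatocyte markers were lower in aged WAT by -2.83 over 6 genes (adjusted p = 0.00321) and also passed under fry. The 50 liver genes were at a median of 0.164% of the liver level in young replicate 3 and at most 0.0386% in the other WAT arrays.

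Immune markers were higher at 90 weeks, though not every list in every tissue. Macrophage markers rose by 2.10 in the liver, 3.65 in the kidney and 2.45 in WAT, with 9 of 9 genes higher in each. T cell markers rose by 0.78 in the liver, 1.32 in the lung, 2.20 in the kidney and 2.05 in WAT. B cell and plasma cell markers rose by 3.13 in the kidney and 3.71 in WAT, neutrophil markers by 2.34 in the kidney and lymph node markers by 1.49 in WAT. The camera adjusted p was at most 0.0408 for these. Macrophage markers in the lung changed by 0.52, with 8 of 9 genes higher and none called. They did not pass there (camera adjusted p = 0.0693, fry unadjusted p = 0.477). A lower share of the tissue's main cell type would raise the markers of other cell types alike. The macrophage markers, however, rose by 2.26 more than the red cell markers in the liver, by 4.95 more in the kidney and by 2.49 more in WAT. This argues against it as the only cause where red cells stand for other cell types. In the kidney they are an unsteady measure, with mean levels from 0.20 to 4.41 in the young kidneys. Proximal tubule markers changed there by -1.05, with 5 of 5 called lower, though camera did not call the list (camera adjusted p = 0.0566, fry unadjusted p = 0.00194). A lower share of tubule cells as a part of the rise in the kidney stays open. More immune cells, a change within them and lymph node tissue in the WAT samples stay open. Of the macrophage list, Adgre1 is also a gene the paper stains for.

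Markers of injured tubules rose in the kidney by 4.68 over 5 genes (adjusted p = 7.43e-05) and in the liver by 2.80 over 3 genes (adjusted p = 0.0412), a tissue without tubules of that kind, so that the list is not specific. Red cell markers rose in the lung by 2.77 over 4 genes (adjusted p = 0.000595), and 1 of the 4 was called. No technical explanation such as blood left in the vessels was tested, and a change with age stays open. In all, 55 tests of a list in a tissue were made. Camera called 21, of which 17 also passed under fry. Only 5 of the 17 had an unadjusted p under 0.05 when the correlation between genes was estimated: macrophage markers in the liver, T cell markers in the lung and WAT, injured tubule markers in the kidney, and B cell and plasma cell markers in WAT. The others, the adipocyte, muscle and red cell markers of the lung and the hepatocyte markers of WAT among them, rest on the preset correlation and fry. The 4 called by camera alone were B cell and plasma cell markers in the liver (1.78), neutrophil markers in the liver (3.20) and the lung (2.16), and hepatocyte markers in the lung (3.58). The 34 others ranged from -2.40 to 2.67.

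Among 25784 genes tested in all 4 tissues, 97 were called higher in every tissue and 9 lower. Cdkn2a is among the higher ones. The paper reports p16 as raised in all tissues, but whether the array probe of Cdkn2a reads that transcript was not examined. The 9 lower genes were below every young mouse in each tissue. Among them was AK034948, an unmatched accession, with a fitted change of -6.92 in the kidney. No aged mouse had it well above background, so that value is no measured fold, and the gene was lower at least 27.5-fold in the kidney, 16.6-fold in the liver, 10.5-fold in WAT and 9.66-fold in the lung. Of the 6 lower genes with a symbol, 2 (Tmem254a and Tmem254c) lie within 3 tested genes of one another in the RefSeq order, as many as in 3 of 1000 random sets. They changed almost alike, by -2.81 and -2.79 in the kidney and by -2.34 and -2.39 in the liver. Whether their probes read separate transcripts was not tested. A difference in strain or copy number between the young and aged mice may explain genes lost in every tissue, but it cannot be told apart from age, since no genotype is given and any such difference would separate the ages in the same way. Of 69 higher genes with a symbol, 21 had another within 3 genes, against a mean of 1.78 and at most 10 in random sets. The random sets were drawn gene by gene and do not allow for related genes that lie together, so neither count tells a cause. The genes named here were chosen after their values were seen.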

How the results depend on the processing

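The alternatives added after the data were seen were only genes with a symbol, centring on the median of the tested genes and scaling to the spike-in spots; the others were planned. A block for the slide was not run, since each tissue lies on 1 slide.

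The numbers of called genes moved most. With another background correction, 1493 genes in the liver and 2343 in the kidney were at least 2-fold higher and 572 in the lung were lower. Without the filter on dim probes, 12841 genes were lower in the liver, 304 were higher and 136 lower in the lung, and 76 were lower in WAT. With all 24 arrays in 1 fit, which pools the spread over tissues, 7814 were lower in the liver, 382 lower in the lung, and 3265 higher and 3128 lower in WAT. The methods' t-test called 1321 higher and 1785 lower in the liver, 104 and 137 in the lung, and 1 and 0 in WAT. It uses no information from other genes, and on simulated data it recovered 3.0% of the changed genes in the liver, 26.5% in the lung, 43.0% in the kidney and 0% in WAT. With the adjusted p and 2-fold, 550 genes in the lung and 604 in WAT were higher.

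Scaling to the spike-in spots gave 786 lower genes in the liver, 4897 in the kidney and 113 in WAT, and turned the SASP mean of the lung to -0.046, not past the threshold. It moved the median change of all genes by over 0.1 in the liver, from -0.20 to -0.01, and in the kidney, from -0.23 to 0.14. With genes that have a symbol alone, and so fewer genes tested, 2547 were lower in the liver, 8206 in the kidney, and 238 higher and 66 lower in WAT; 616 in the lung and 1184 in WAT were at least 2-fold higher. With the adjusted p as well, 1508 in the liver, 429 in the lung and 237 in WAT were.

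The replicate number as a block gave 1068 higher and 630 lower in the liver, 1 and 0 in the lung (825 and 875 without the block), and 323 and 41 in WAT, and moved the SASP list in WAT past the threshold (0.55). The numbers do not pair young with aged mice: the correlation of a young and an aged mouse with the same number was between -0.17 and 0.18 after the group means were removed, over 0.1 in 1 of 11, so the block uses up degrees of freedom. Across tissues, the aged kidney and WAT arrays of the same number correlated at 0.127 to 0.179, and no other combination of 2 tissues with 3 shared numbers stayed over 0.1 throughout. The aged liver and lung share only the numbers 1 and 2, and correlated at 0.154 and 0.294. Aged liver 1 and aged lung 3, with different numbers, correlated at 0.250. It is therefore open whether the tissues came from the same mice. With an age's replicate number as a block across tissues (consensus correlation 0.0215), the FOXM1 difference of WAT was -0.47 and still passed.

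With each mouse left out in turn, the counts ranged from 1498 to 2715 higher and from 997 to 4427 lower in the liver, lowest without young replicate 2. In the lung they ranged from 1 to 1088 higher and from 1 to 904 lower, lowest without young replicate 1; without young replicate 2 they were 16 and 8. In WAT they ranged from 211 to 478 higher and from 25 to 124 lower. The SASP mean ranged from -0.043 to 0.19 in the lung, called in none, and from 0.24 to 0.77 in WAT, where it passed without young replicate 2, aged replicate 1 or aged replicate 3. In the kidney, 5555 to 6290 were higher and 11226 to 12957 lower. The lists that passed in a tissue passed with each mouse left out. The difference of the FOXM1 list between WAT and the other tissues was tested with a replicate number of an age left out of all tissues at once, not with single mice. It ranged from -0.65 to -0.14, and did not pass without young replicate 1 or without aged replicate 2.

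The FOXM1 and cell-cycle lists kept their direction and passed in all 4 tissues under each scaling, background correction, filter, probe choice and fit, with FOXM1 means from 1.07 to 1.87 in the liver, 0.44 to 0.55 in the lung, 0.88 to 1.54 in the kidney and 0.64 to 0.78 in WAT. With the correlation estimated, the values are the same and the unadjusted p rose to 0.175 for FOXM1 (1.45) and 0.122 for the cell cycle (1.08) in the liver, to 0.152 (0.76) and 0.134 (0.51) in WAT, and in the kidney to 0.0713 for SASP (2.07) and 0.0663 for the cell cycle (0.97). The mean of a gene's probes moved SASP in WAT past the threshold (0.75). The difference between WAT and the other tissues for FOXM1 no longer passed with another background correction (-0.20), the mean of a gene's probes (-0.43), the correlation estimated (-0.47) or fry (-0.47), nor for the cell cycle with the correlation estimated (-0.37) or fry (-0.37).

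Among named genes, Hjurp in the kidney turned to -0.13 under another background correction, and Tnf in the kidney to 1.32 as the mean of its probes, where 1 probe per gene is chosen otherwise. Of 2268 values with a mouse left out, 1835 kept their side of the threshold, 311 fell below it, 35 rose past it, 87 moved and 0 reversed. Except where a construction is given, the cause was not tested. Signal over background limits genes such as Foxm1 in the young livers, where a bound is given.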

Differences from the paper's values

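The alternatives that keep only genes with a symbol were chosen after seeing the values.

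The legend of Fig. 6b gives the number of upregulated genes in each tissue at 90 weeks, without a criterion. In the liver the paper's value is 1039, and 2431 genes were at least 2-fold higher with an unadjusted p under 0.05. Of the alternatives set before the data were examined, normexp background correction gave 1493, within 1.5-fold of the paper's value, and the others did not, from 2063 with the methods' t-test to 3020 counted as probes. Of those chosen after seeing the values, only genes with a symbol, 2-fold and adjusted p gave 1508, within that range.

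In the kidney the paper's value is 1882, and 3656 genes were counted. Normexp background correction, set before the data were examined, gave 2343, within 1.5-fold; the others set before the data were examined, from 3406 without aged replicate 1 to 4601 counted as probes, were not. Only genes with a symbol gave 2446, and with 2-fold and the adjusted p 2439, both within that range and both chosen after seeing the values.

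In the lung the paper's value is 386, and 1022 genes were counted. Of the alternatives set before the data were examined, 2-fold with the adjusted p gave 550, within 1.5-fold, and the others did not, from 791 with the methods' t-test to 1361 without the filter on dim probes. Only genes with a symbol, 2-fold and adjusted p gave 429, within that range and chosen after seeing the values.

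In WAT the paper's value is 385, and 1869 genes were counted. No alternative came within 1.5-fold. The nearest of those set before the data were examined, 2-fold with the adjusted p, gave 604, and only genes with a symbol, 2-fold and adjusted p, chosen after seeing the values, gave 237.

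The methods name an array kit for human genes, while the files carry a mouse design on build mm9. The paper states that SASP profiles are raised in all the aged tissues. Of the 12 genes of Supplementary Fig. 14b, 8 were higher in the lung, and 2 of these were called. The mean of the SASP factors named in the text was 0.04 there and did not pass (adjusted p = 0.667).

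The paper lists Survivin, Xrcc1, Brca1, Top2 and Exo1 as raised in the aged lung, liver and kidney, from RT-PCR. On the arrays Birc5, which encodes Survivin, and Top2a were called higher in each, and Exo1 was called in the liver and kidney but not in the lung (0.72, adjusted p = 0.0641). When any 1 of the young mice was left out, Birc5 was no longer called in the liver, nor Birc5 and Top2a in the lung. Xrcc1 was -0.27 in the liver, -0.14 in the kidney (0.23 with the spike-in scaling) and 0.06 in the lung (-0.02 with it), and was called higher in none of them under any alternative. Brca1 was 0.50 in the liver, -0.15 in the lung and -0.37 in the kidney by its brightest probe there, and was called in none of them. It was called in WAT, at 2.38, by another probe, so these values do not compare the tissues. By the probe used in WAT, in the fit of all arrays, Brca1 was higher in the liver (2.82, adjusted p = 2.34e-05) and the kidney (1.87, adjusted p = 0.000618), and not called in the lung (0.74). As the mean of its probes it was called higher in the liver (1.66) and the kidney (0.75). In the kidney it was called lower with normexp background correction (-0.34), with the replicate block (-0.37) and, chosen after seeing the values, centred on the median (-0.48). In the liver it was also called with normexp background correction (2.04), in the fit of all 24 arrays (0.50) and without aged replicate 4 (0.74).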

Other observations

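The tests of explanations in this part, by brightness, by spike-in scaling, by random draws and by sex-linked genes, were chosen after the results were seen; the calls of genes, the replicate block and the runs without a mouse were planned.

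More genes were called lower than higher in the liver (38.1% higher) and the kidney (32.6%). The young arrays of both tissues were dimmer. Dim spots on the young arrays are not the source of the number of calls, since 20.7% of the brightest genes were called in the liver, against 28.8% of the dimmest, and 71.6% and 51.8% in the kidney, with the genes divided by brightness into 4 groups of equal size. The scaling of the arrays may set the majority direction in part: with scaling to the spike-in spots, 78.6% of the calls in the liver and 65.8% in the kidney were higher. In the liver the majority also turned without another scaling, with 59.4% higher without young replicate 1, 60.0% without young replicate 2 and 62.9% with the replicate number as a block. Which of the scalings holds cannot be read from the data, and a change in the amount of RNA per cell with age stays open.

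The FOXM1 targets were compared with the general rise of cell-cycle genes. Among 10000 random draws of as many genes from the cell-cycle genes and the targets together, 10.4% had a mean as high as the targets in the liver, 46.6% in the lung, 26.1% in the kidney and 7.55% in WAT. The rise of the targets is in line with more cell division in general in each tissue. The comparison had little chance to show a part specific to Foxm1, since the genes drawn from include the targets and 4 of the 10 targets are in the cell-cycle list itself, so such a part stays open.

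Hsd3b5 (-7.64) and Cyp4a12a (-6.19) were among the largest falls in the liver, and female mice among the aged livers were tested as an explanation. All 3 aged livers had each of 4 Y-linked genes well above background, and Xist was well above background on 0 arrays, which excludes that explanation. A change with age stays open, and the aged livers differed widely, with an SD of 4.23 for Hsd3b5 against 0.41 in the young livers.

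Of the genes that the paper studies in cultured cells, Pgam1 was lower in the liver (-0.61, adjusted p = 0.0437, called under 6 of 14 alternatives) and the kidney (-0.86, adjusted p = 0.000643), and not called in the lung (0.10) or WAT (-0.20). Cdkn1a was called in the kidney (1.81, adjusted p = 0.000363), and not in the liver (1.81, adjusted p = 0.0607), the lung (0.34) or WAT (0.18). Bcl2l11, which encodes BIM, was called in the liver (0.88, adjusted p = 0.0474) and the kidney (0.43, adjusted p = 0.0329), but under only 3 and 7 of 14 alternatives, with adjusted p up to 0.165 and 0.300. It was not called in WAT, where its change was larger (1.07, adjusted p = 0.133), or in the lung (0.00). Chek1 was called in the liver (adjusted p = 0.0214), where no young mouse had it well above background and no fold is given, and in the kidney, at least 2.52-fold higher (adjusted p = 0.000597). It was not called in WAT (0.96, adjusted p = 0.127) and was too dim to be tested in the lung. Hcar1, which encodes GPR81, was at least 2.69-fold lower in the lung (adjusted p = 0.0154), where adipocyte markers also fell, was not called in the kidney (0.38) or WAT (-0.94), and was too dim in the liver. Exo1 was called in the liver, at least 4.56-fold higher (adjusted p = 0.00780), and in the kidney (2.59, adjusted p = 0.000169), and not in the lung (0.72, adjusted p = 0.0641) or WAT (1.33, adjusted p = 0.0607).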
